# Transcriptomic analysis of equine chorioallantois reveals immune networks and molecular mechanisms involved in nocardioform placentitis

**DOI:** 10.1186/s13567-021-00972-4

**Published:** 2021-07-08

**Authors:** Hossam El-Sheikh Ali, Shavahn C. Loux, Laura Kennedy, Kirsten E. Scoggin, Pouya Dini, Carleigh E. Fedorka, Theodore S. Kalbfleisch, Alejandro Esteller-Vico, David W. Horohov, Erdal Erol, Craig N. Carter, Jackie L. Smith, Barry A. Ball

**Keywords:** Equine, Nocardioform placentitis, Chorioallantois, Transcriptome, *Amycolatopsis* spp.

## Abstract

Nocardioform placentitis (NP) continues to result in episodic outbreaks of abortion and preterm birth in mares and remains a poorly understood disease. The objective of this study was to characterize the transcriptome of the chorioallantois (CA) of mares with NP. The CA were collected from mares with confirmed NP based upon histopathology, microbiological culture and PCR for *Amycolatopsis *spp. Samples were collected from the margin of the NP lesion (NPL, *n* = 4) and grossly normal region (NPN, *n* = 4). Additionally, CA samples were collected from normal postpartum mares (Control; CRL, *n* = 4). Transcriptome analysis identified 2892 differentially expressed genes (DEGs) in NPL vs. CRL and 2450 DEGs in NPL vs. NPN. Functional genomics analysis elucidated that inflammatory signaling, toll-like receptor signaling, inflammasome activation, chemotaxis, and apoptosis pathways are involved in NP. The increased leukocytic infiltration in NPL was associated with the upregulation of matrix metalloproteinase (*MMP1*, *MMP3*, and *MMP8*) and apoptosis-related genes, such as caspases (*CASP3* and *CASP7*), which could explain placental separation associated with NP. Also, NP was associated with downregulation of several placenta-regulatory genes (*ABCG2*, *GCM1*, *EPAS1*, and *NR3C1*), angiogenesis-related genes (*VEGFA*, *FLT1*, *KDR*, and *ANGPT2*), and glucose transporter coding genes (*GLUT1*, *GLUT10*, and *GLUT12*), as well as upregulation of hypoxia-related genes (*HIF1A* and *EGLN3*), which could elucidate placental insufficiency accompanying NP. In conclusion, our findings revealed for the first time, the key regulators and mechanisms underlying placental inflammation, separation, and insufficiency during NP, which might lead to the development of efficacious therapies or diagnostic aids by targeting the key molecular pathways.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13567-021-00972-4.

## Introduction

Nocardioform placentitis (NP) is defined as a focal mucoid placental inflammation in which the bacterial infection is limited to the chorionic surface of the ventral placenta without infection of the fetus [1, 2]. NP was first diagnosed in central Kentucky (KY) in 1986 [3] with subsequent epizootics occurring there in 1998, 1999, 2011, 2017, and 2020 [1, 4]. Cases of NP have also been reported sporadically in Florida [5], South Africa [6], Italy [7] and most recently in New Zealand [8]. NP is characterized by late-term abortions, premature foals, neonatal deaths, and weak foals at term associated with an apparent fetal growth retardation due to placental separation and insufficiency with large areas of the chorion that may be involved with the lesion [1]. NP lesions may also be seen in the CA in mares with normal neonates. The distribution of the placental lesion in NP is distinct from those of ascending bacterial placentitis with lesions of NP mainly distributed in the cranial-ventral portion of the placenta near the junction of the uterine horns and body [1]. The lesion is often sharply demarcated from the surrounding normal placenta, and the affected placenta is covered with a thick, tan mucoid material [1, 2]. Histologically, the chorioallantois may demonstrate infiltration of neutrophils, lymphocytes, and macrophages with hyperplasia of the chorionic epithelium [1]. The surface exudate contains sloughed epithelial cells, leukocytes and an eosinophilic, amorphous material. Centrally, the chorionic villi are blunted and atrophied with lymphocytic infiltrates [1].

Nocardioform placentitis is associated with gram-positive, branching actinomycetes including *Amycolatopsis* spp., and *Crossiella equi* along with more recently characterized isolates of *Streptomyces atriruber* and *Streptomyces silaceus*, among others [9]. Characterization of actinomycetes associated with abortions during the 2011 outbreak of NP in central Kentucky revealed that *Amycolatopsis spp*. (49% of cases) was the most common, with *Crossiella equi* (29% of cases) as the next most frequent isolate [10].

To date, the pathogenesis of the disease remains poorly understood. Attempts to induce the infection in mares by intrauterine inoculation of *Crossiella equi* at the time of breeding or in pregnant mares via oral, intravenous, and intranasal routes with *Crossiella equi* were unsuccessful [11]. Like pathogenesis, the ecology and biology of the causative organisms, *Crossiella equi* and *Amycolatopsis *spp*.* remain unknown, as these organisms have only been isolated from affected placentae in mares. Additionally, the pathophysiology of the NP and the key regulators underlying placental inflammation, separation and insufficiency during NP remains unclear. These gaps in our knowledge about the disease are limiting the advancement toward efficient diagnostic, prevention and treatment protocols for NP.

The application of high-dimensional biology, such as RNA-sequencing could aid in revealing the NP transcriptomic signature, identifying the immune networks and pathways involved in NP with consequent elucidation of the pathophysiology of the disease. The better understanding of these key regulators and mechanisms holds potential for the development of new diagnostic tools and therapies to forestall NP-induced preterm labor. Therefore, the current study aimed to compare the transcriptomic changes in the CA of mares with NP with tissues collected from unaffected regions of chorioallantois as well as gestationally age-matched control CA.

## Materials and methods

### Experimental design

During the 2017 foaling season, thoroughbred mares in central KY with suspected nocardioform placentitis had placental tissues collected at the time of foaling or abortion for subsequent histopathologic evaluation as well as RNA isolation. Within three hours of foaling/abortion, two samples were taken from the CA at the margin of the NP lesion (NPL, Figure 1A) using an 8-mm biopsy punch. One sample was fixed in 10% formalin, and one sample was preserved in RN = Alater® (#AM7021; Invitrogen). In addition, two samples were also taken from a normal-appearing region of the CA (NP normal; NPN, Figure 1A) over the uterine body and preserved as mentioned above. Tissues were handled carefully to avoid contamination with soil, manure, bedding or other foreign material. The remaining CA was submitted to the University of Kentucky Veterinary Diagnostic Laboratory for complete gross and histopathologic evaluation, as well as microbiology and PCR for *Amycolatopsis spp.* and *Crossiella equi* [10]. Among the collected cases, four cases (NPL = 4 and NPN = 4) were confirmed as Nocardioform placentitis (*Amycolatopsis spp.*) based upon microscopic examination of the placenta (presence of gram-positive branching bacilli) and confirmation by PCR [10]. Additionally, normal postpartum placenta (Control; CRL, *n* = 4) were collected from four normal foaling mares, and these placentae were also examined at the UKVDL to confirm normal placenta based upon pathological and microbiological examination.

**Figure 1:**
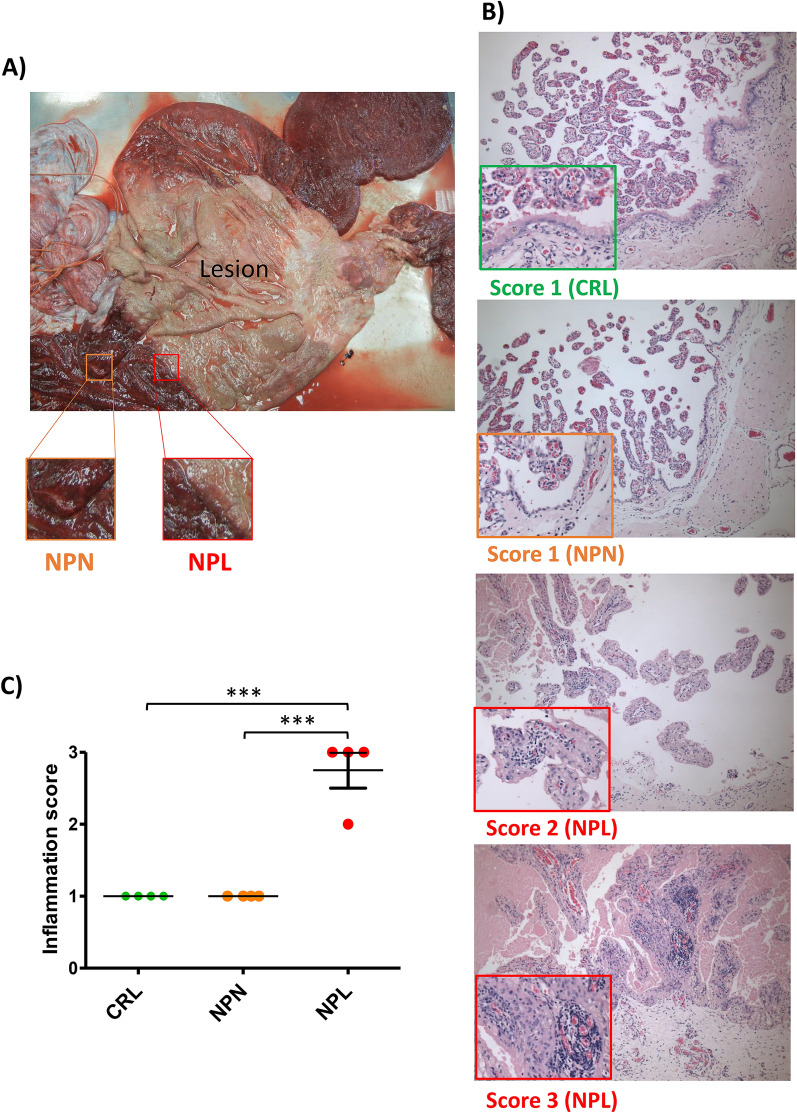
**Sampling sites from the nocardioform placentitis group and the histopathological evaluation of inflammation score.** **A** In the nocardioform placentitis group we collected chorioallantois samples from two sites. The fist sampling site (NPL) was at the margin of the nocardioform placentitis lesion. The second sampling site (NPN) was chosen where the chorionic surface is red and velvet in appearance with no gross evidence of pathology. **B**, **C** The inflammation score in the different sets (CRL, NPN, and NPL) and reprehensive H&E images of the different inflammation scores. The inflammation was graded as score zero (no inflammation; no inflammatory cells), score 1 (mild inflammation; few leukocyte infiltration), score 2 (moderate inflammation; moderate leukocyte infiltration), and score 3 (marked inflammation; large numbers of inflammatory cells).

### Total RNA extraction

Total RNA was isolated from all CA samples using the RNeasy Mini Kit (#74,104; Qiagen), and DNA digestion was performed on-column using RNase-free DNase I (#79,254: Qiagen), followed by cleanup procedures. All procedures were performed according to the manufacturer’s instructions. After extraction, RNA concentration and quality were analyzed using a Nanodrop 2000 spectrophotometer (#ND-2000; Thermo Fisher Scientific) and the Bioanalyzer® (Agilent, Santa Clara, CA, USA). All samples had a 260/280 ratio > 2.0 and RNA integrity number (RIN) > 9.0.

### Next-generation RNA sequencing (RNA-seq)

Next-generation RNA-seq was performed at the University of Louisville Center for Genetics and Molecular Medicine as described elsewhere [12]. In brief, the mRNA libraries were prepared from total RNA using TruSeq® Stranded mRNA Library Prep (#20,020,594; Illumina). Libraries were diluted to 10 nM, pooled, further diluted and denatured to single strand and run on a NextSeq 500 v2 (Illumina, San Diego, CA, USA) 300 cycle, High Output kit in a 2 × 150 bp PE read.

### Bioinformatics pipeline

Reads were trimmed for quality and adapters with TrimGalore 0.4.3, then mapped to EquCab3.0 using STAR 2.5.3a [13]. Expression values (Fragments Per Kilobase of transcript per Million fragments mapped; FPKM) of mapped reads were quantified using Cufflinks 2.2.1 [14] with the ENSEMBL annotation (ENSEMBL v.88). Differentially expressed genes (DEGs) were evaluated using Cuffdiff 2.2.1 based upon a false discovery rate (FDR) adjusted *p*-value < 0.05 after Benjamini–Hochberg correction for multiple-testing [14]. The DEGs were represented as heatmaps using the R-package “gplots” [15]. The overlap between DEGs in the NPL vs. CRL, NPL vs. NPN and NPN vs. CRL was illustrated with Venn diagrams using BioVenn and UpSet. The current RNA-seq data was deposited in the Gene Expression Omnibus (GEO; GSE154637) repository. The bioinformatics and functional genomics pipeline is summarized and illustrated in Additional file 1.

### Functional genomics

To investigate the biological functions of DEGs, DAVID Bioinformatics Resources version 6.8 along with the PANTHER pathways version 13.0 were used to functionally annotate genes based on gene ontology (biological process and pathways).

To predict upstream regulators relevant for each set of DEGs, upstream regulator analysis was carried out using Ingenuity pathway analysis (IPA, 2018) as described elsewhere [12]. To investigate the interaction and relationships between the potential upstream regulators, all known protein–protein interactions were referenced and matched using String version 10.5. The resultant interaction networks were visualized using Cytoscape version 2.8.3.

Weighted gene co-expression network analysis was carried out using WGCNA version 1.66 package in R [16] to construct gene co-expression networks as described elsewhere [17]. Gene co-expression clusters were generated from the all DEGs in NPL as described elsewhere [12]. In brief, following the construction of a matrix of pairwise correlations between all pairs of genes across the samples (*n* = 12), a weighted adjacency matrix was generated by raising co-expression similarity to a power β = 9 as determined for these sample sets. Then, a topological overlap matrix (TOM) was assembled and used as input for hierarchical clustering analysis. Then, a dynamic tree-cutting algorithm was used to identify gene modules or clusters (i.e., genes with high topological overlap). Gene clusters were visualized by the heatmap plot (TOM plot) of the gene network topological overlap. Module relationships were summarized by a hierarchical clustering dendrogram and TOM plot of module eigengenes (MEs). The associations between the gene clusters and the score of the trait of interest (i.e., inflammation score for each sample) were tested by correlating MEs to trait score. GO analysis (biological process) was performed on gene lists derived from module of interest. Module memberships (MM, i.e., the correlation between each gene’s expression profile with the ME of a given module as an indicator of the intramodular connectivity) and gene significance (GS, i.e., the correlation between the gene expression profile (FPKM) and the trait score (inflammation score) as a measure of biological relevance) were calculated [18]. The genes (network nodes) having MM ≥ 0.90, *p*-value < 0.05 and GS ≥ 0.6 were identified as intramodular hub genes [19].

To further investigate the cross-talk between DEGs in NP, we matched our DEGs with the available ligand–receptor pairs in the FANTOM5 database for protein-coding genes [20]. This dataset includes 2557 ligand-receptor interactions.

### Validation of RNA-seq using quantitative RT-PCR

For gene expression analysis, total RNA was reverse transcribed using TaqMan™ Reverse Transcription Reagents (#4,368,814; Invitrogen™). RT-qPCR was performed using PowerUp™ SYBR™ Green Master Mix (#A25741; Applied Biosystems™) along with specific primers designed for a subset of six selected targets using Primer-BLAST (NCBI) as described in Table 1, with actin beta (*ACTB*) and glucuronidase beta (*GUSB*) as reference genes based on Normfinder software (version 0.953) as described elsewhere [21]. PCR efficiency was evaluated using LinRegPCR (version 11.0) to ensure that all evaluated transcripts resulted in a PCR efficiency between 1.8 and 2.2 [22]. Delta CT (ΔCT) values calculated where ΔCT = (CT values of mRNA of interest—CT value of the reference genes). Results are presented as -ΔCT. One-way ANOVA was used to evaluate the significance of any changes in mRNA expression of tested targets between CRL, NPN and NPL groups, followed by a pairwise comparison of means using unpaired T-test. Differences of *P* < 0.05 were considered as statistically significant and any difference of 0.1 > *P* ≥ 0.05 was considered a trend. Pearson’s correlation was used to examine the correlation between mRNA expression results from RT-qPCR (−ΔCT) and the RNA-sequencing (normalized FPKM: Log_2_[FPKM + 1]) for each transcript. Descriptive statistics are expressed below as the mean ± standard error of the mean (SEM).

**Table 1:** **Forward and reverse primer sequences used for RT-qPCR analysis**

Gene	Forward	Reverse	Accession	Amplicon size (bp)
*IL1β*	CAGTCTTCAGTGCTCAGGTTTCTG	CATTGCCGCTGCAGTAAGT	XM_001495926.4	84
*IL1RN*	GCCTGTGTCAAGTCTGGTGA	ACTCTTTGGGCTTGTTGGTG	XM_005599766.3	217
*IL6*	GGATGCTTCCAATCTGGGTTCAAT	TCCGAAAGACCAGTGATGATTTT	NM_001082496.2	65
*PLAC8*	GTTTCATGTGCCTTGCGTTGT	ATATCGGGTCCGGTAGAGGG	XM_003364673.4	98
*SAA1*	CCTGGGCTGCTAAAGTCATC	AGGCCATGAGGTCTGAAGTG	XM_023646155.1	169
*INHBA*	CCTCCTCTTCCTTCTTCTTCTTCTT	GCAAGAGCTCCCTGGATATT	XM_023638729.1	99
*GUSB*	GGGATTCGCACTGTGGCTGTCA	CCAGTCAAAGCCCTTCCCTCGGA	XM_001493514	117
*ACTB*	CGACATCCGTAAGGACCTGT	CAGGGCTGTGATCTCCTTCT	NM_001081838	100

Primers were generated using Primer-BLAST (NCBI).

Key: RT-qPCR, Real time quantitative polymerase chain reaction; NCBI, National Center for Biotechnology Information; *IL1β*, Interleukin 1β; *IL1RN*, Interleukin 1 Receptor Antagonist; *IL6*, Interleukin 6; *PLAC8*, Placenta-specific 8; *SAA1*, Serum Amyloid A1; INHBA, Inhibin Subunit Beta A; *ACTB*, actin beta; GUSB, Glucuronidase Beta.

### Tissue preparation for histopathological examination and immunohistochemical staining

The fixed full-thickness CA samples were dehydrated, embedded in paraffin using routine methods, and sectioned at 5 μM. For histopathological examination, sections were stained with hematoxylin and eosin. The inflammation score was determined based on the amount of inflammation in the placenta and was graded as zero (no inflammation; no inflammatory cells), 1 (mild inflammation; few leukocyte infiltration), 2 (moderate inflammation; moderate leukocyte infiltration) and 3 (severe inflammation; large numbers of inflammatory cells). Average scores for placenta were calculated for each sample based on random evaluation of three different high-power fields. The inflammation score and representative H&E images of the different scores are shown in Figures 1B and C.

For IHC, immunostaining of sectioned tissues was conducted using mouse anti-human calgranulin B (S100A9 1:1000, #MA1-81381 ThermoFisher Scientific), mouse anti-human caspase 7 (CASP7 1:200, #SC-28295, Santa Cruz Biotechnology), mouse anti-human hypoxia inducible Factor 1 subunit alpha (HIF1A 1:200,#MA1-16504, ThermoFisher Scientific), mouse anti-human vascular endothelial growth factor (VEGF 1:50, # MA5-13182, ThermoFisher Scientific), rabbit anti human T-Box Transcription Factor 21 (TBX21 1:400, #PA5-28881, ThermoFisher Scientific), and rabbit anti-human cytochrome P450 family 11 subfamily A member 1 (CYP11A1 1:1000, # NBP1-85368, Novus Biologicals). Paraffin sections were processed with the Leica BOND-MAX system (Leica Microsystems, Buffalo Grove, IL, USA) as described elsewhere [23]. Slides were evaluated at 100 and 200× magnification.

### Statistical analysis

An unpaired T-test was used to evaluate the significance of any changes in gestational age and foal birthweight between control and NP groups. One-way analysis of variance (one-way ANOVA) was used to evaluate the significance of any changes in inflammation score between CRL, NPN, and NPL, followed by a pairwise comparison of means using Tukey’s honestly significant difference (HSD) post hoc test. Differences of *P* < 0.05 were considered as statistically significant and any difference of 0.1 > *P* ≥ 0.05 was considered a trend. Descriptive statistics are expressed as the mean ± standard error of the mean (SEM).

## Results

### Clinical and technical data

The four confirmed nocardioform placentitis (*Amycolatopsis spp.*) cases and four control mares delivered live foals at term (Table 2). The birthweights of foals born to mares with NP were lower (*P* = 0.025). Gestational lengths did not show significant difference (*P* = 0.14) between mares with NP and controls (Table 2). Further details about mares clinical and histopathological findings are presented in Additional file 2. The integrity of RNA recovered from both NP and control tissues was very high (RIN > 9; Table 3).

**Table 2:** **Summary of mare data for tissue collections from nocardioform placentitis and control mares**

Category	Number	Mare age (years)	Gestational age (days)	Foal outcome	Foal birthweight (pounds)	Interval from foaling to tissue collection (minutes)
Nocardioform placentitis	4	11.3 ± 2.4	337 ± 9.3	4 live foals	114 ± 12.3^a^	106 ± 48
Control	4	9.3 ± 0.8	348 ± 6.6	4 live foals	138.8 ± 11.4^b^	38 ± 13

Different superscripts (a and b) indicate significant difference within the same column.

**Table 3:** **RNA integrity of chorioallantois collected from NP and control mares**

Category	RNA integrity number (RIN)
Nocardioform lesion	9.5 ± 0.3
Nocardioform normal	9.7 ± 0.3
Control	9.75 ± 0.26

### Transcriptomic profiling and coverage

In total, 94.44 million reads were generated from all cDNA libraries, with an average of 7.87 million reads per sample. 

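The libraries hold the poly(A) RNA of the chorioallantois, the fetal membrane that exchanges nutrients and gases with the endometrium, from 3 groups of 4 samples each. The groups are normal postpartum placentas (CRL), the margin of the lesion in 4 placentas with nocardioform placentitis (NPL), and the grossly normal region of the same 4 placentas (NPN). The sources used here number the NPL and NPN libraries but do not say which of them share a placenta. The authors trimmed the paired-end reads with TrimGalore (version 0.4.3 in the methods and 0.4.1 in the submitters' processing notes) and aligned them to EquCab3.0 with STAR 2.5.3a. They estimated the expression of each gene in FPKM with Cufflinks 2.2.1. FPKM is the number of fragments per kilobase of transcript, scaled to the mapped fragments of the library. Each library lists 31220 genes, of which 11869 were at 0 in all 12 libraries. The FPKM files give no counts, so no counting interval is given for single values, and depth was read from Additional file 3 as uniquely mapped reads. These numbered 6112078 to 6780349 in CRL, 5663541 to 6026770 in NPL and 6848674 to 7812707 in NPN. Every NPL library had fewer uniquely mapped reads than every CRL library, and every CRL library fewer than every NPN library (two-sided exact permutation test, p = 0.0286 for each pair of groups, the smallest p that 4 libraries against 4 allow). Depth thus differs along with the condition in all comparisons. Differences between groups were tested with limma on log2(FPKM + 1) over the 13285 genes with an FPKM of at least 0.5 in at least 4 of the 12 libraries. A gene near 0 in CRL and NPN passes this filter only if all 4 NPL libraries reach 0.5 FPKM. Such a gene is then higher in NPL almost by selection, which raises counts of higher members in lists of such genes. All 12 libraries were in 1 fit with a moderated variance and an intensity trend, p-values were adjusted by Benjamini-Hochberg, and a gene is called changed at an adjusted p under 0.05. A log2 fold change here is on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. An FPKM of 0 was also listed in 1 CRL library for *TOMM7*, a subunit of the mitochondrial import channel chosen here after its values were seen (15.5, 31.8 and 14.1 FPKM in the other CRL libraries). A gene without signal is therefore described as listed at 0. Gene lists for pathways and cell types were written before the data were examined, with the exception that parts of Additional file 4 had been seen, including the genes it gives for NPN against CRL, many of them interferon-stimulated, and *KRT14* and *KRT6A*. Some pathway lists include genes that the paper names as changed in these samples, so their results are not fully independent evidence.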

An average of 86.9% (range 85.7–88.2%) of reads was mapped to the equine reference genome (EquCab3.0). 

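Genes of steroid and lipid metabolism were among the abundant transcripts of the chorioallantois. *HSD3B2*, which encodes an enzyme of progestagen synthesis (ENSECAG00000014483, chromosome 5 of EquCab3.0 from 46595559 to 46638157), reached 4072 ± 357 FPKM in CRL, 3924 ± 1074 FPKM in NPN and 836 ± 908 FPKM in NPL (SD, n = 4 each). *FABP1*, a fatty acid carrier of the cytosol, reached 2401 ± 411 FPKM in CRL, 2225 ± 658 FPKM in NPN and 568 ± 637 FPKM in NPL. In NPL, *B2M*, the light chain of major histocompatibility complex class I, was among the abundant transcripts at 2025 ± 420.4 FPKM, against 270.2 ± 80.7 FPKM in CRL. The 10 genes with the highest FPKM took 28.9 to 33.0% of the FPKM sum in CRL, 25.8 to 32.1% in NPN and 21.5 to 31.9% in NPL. More genes were above 0 in NPL (15335 to 15801) than in CRL (14795 to 15179; two-sided exact permutation test, p = 0.0286). A principal component analysis of log2(FPKM + 1) over the genes tested placed 57.6% of the variance on the first component and 9.5% on the second. The NPL libraries scored 40.1 to 100.4 on the first component, apart from CRL (-44.7 to -38.1) and NPN (-42.7 to -17.6).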

FPKM distribution and principal component analysis (PCA) of the equine CA transcriptome from mares in CRL, NPN, and NPL is depicted in Figures 2A and B. Further details about individual sample read count, and mapping quality are presented in Additional file 3.

**Figure 2:**
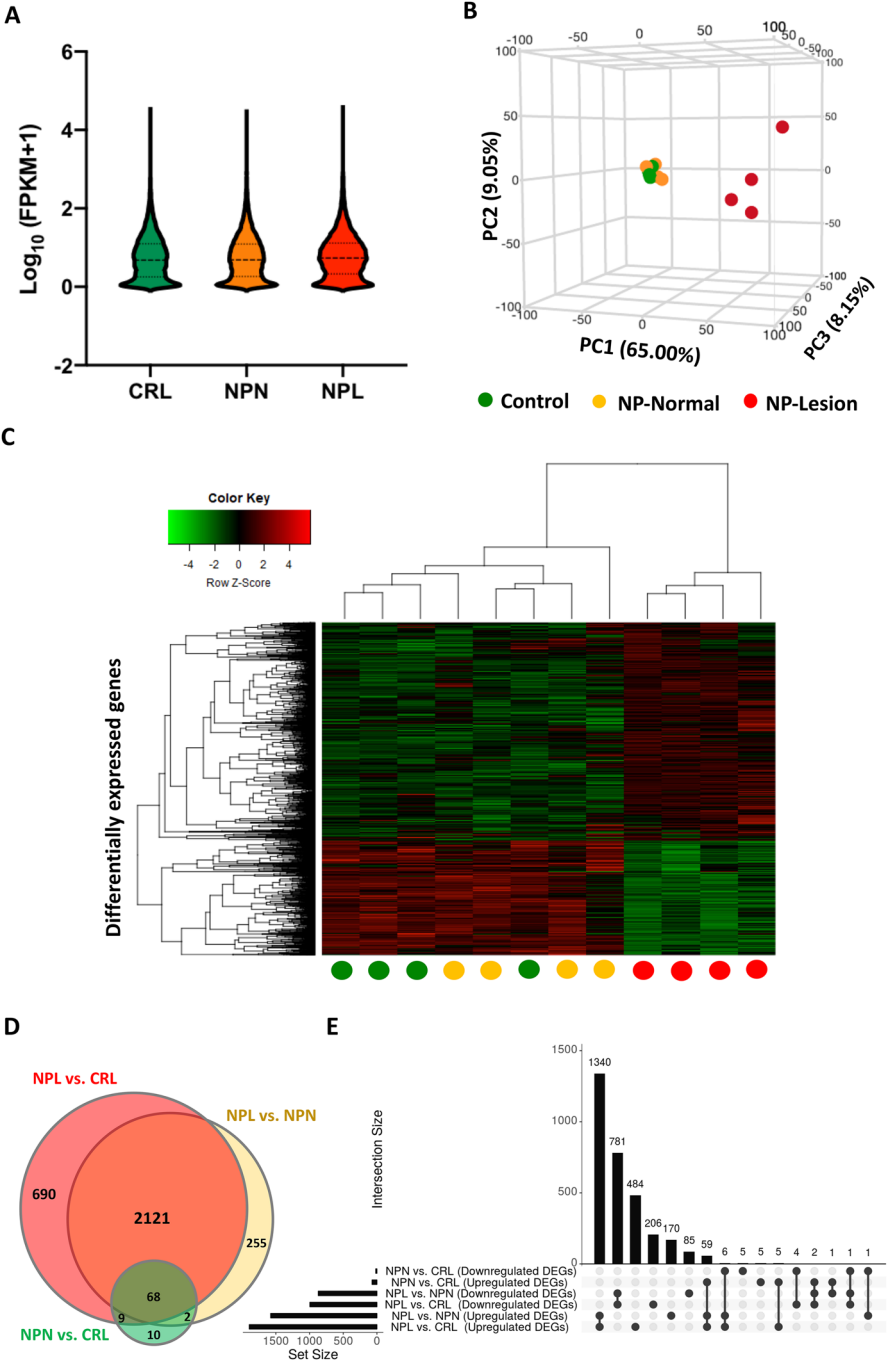
**Transcriptomic Analysis of the Chorioallantois (CA) from Mares with Nocardioform Placentitis.** **A** Violin plot showing transcripts’ FPKM distribution in CA in control (CRL), nocardioform placentitis lesion (NPL), and nocardioform placentitis normal region (NPN) sets. The plots display the distribution of the data using kernel density plots (outer shapes). The inner horizontal lines show the interquartile range (the two outer thin lines), the median (the central thick line). **B** Principal component analysis (PCA) of the equine CA transcriptome from mares in CRL, NPN, and NPL sets. **C** Heat map of differentially expressed genes (DEGs; FDR < 0.05) in NPL vs. CRL, NPL vs. NPN, and NPN vs. CRL sets. The heat map was created using the normalized FPKMs of the DEGs (log10 [FPKM of the DEG + 1]). Normalized expression values are indicated on a color scale with red indicating high expression (positive z-score) and green indicating low expression (negative z-score). The circles at the bottom indicate the sample group (green = CRL, yellow = NPN, and red = NPL). The heat map was generated using the R package “heatmap.2”. **D** Venn diagram representing DEGs in common between NPL vs. CRL, NPL vs. NPN, and NPN vs. CRL sets. **E** UpSet diagram illustrating the intersection between DEGs (upregulated and downregulated) in NPL vs. CRL, NPL vs. NPN, and NPN vs. CRL sets. The nature of each intersection is indicated by the dots below the vertical bar plot. The vertical bars show the number of DEGs in each intersection, while the horizontal bars show the number of DEGs in each comparison. Key; CRL; normal postpartum (control), NPL; nocardioform placentitis lesion, and NPN; nocardioform placentitis normal region.

### Differential gene expression

The differentially expressed genes (DEGs) in NPL vs. CRL, NPN vs. CRL and NPL vs. NPN and the overlap between these DEGs are represented in Figures 2C–F and Additional file 4. 

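Among genes with a symbol and no overlap between the groups, keratins of stratified epithelium and genes of the interferon response were among the large increases in NPL. *KRT13*, a keratin of the layers above the basal layer (ENSECAG00000017274, chromosome 11 of EquCab3.0 from 21327046 to 21332357), rose from 1.26 ± 0.716 to 344 ± 73.1 FPKM (SD, n = 4 each), a log2 fold change of 7.30 (standard error 0.31, adjusted p = 1.7e-07). *KRT14*, a keratin of basal cells, rose from 1.50 ± 1.44 to 402 ± 274 FPKM, a log2 fold change of 7.01 (standard error 0.66, adjusted p = 2.6e-05). *CXCL10*, a chemokine induced by interferon gamma, rose from 0.352 ± 0.0900 to 114 ± 62.8 FPKM, a log2 fold change of 6.13 (standard error 0.58, adjusted p = 2.6e-05). Other large increases were in *SERPINB2* (log2 fold change 6.01, adjusted p = 2.4e-05), a plasminogen activator inhibitor, and *TGM3* (log2 fold change 5.80, adjusted p = 4.6e-05), a transglutaminase of the cornified envelope. *GBP1* (log2 fold change 5.49, adjusted p = 4.0e-05), an interferon-induced GTPase, and *S100A12* (log2 fold change 5.14, adjusted p = 1.2e-04), an alarmin of neutrophils, rose too. Among the large decreases, *SLC14A1*, a urea transporter, fell from 88.4 ± 7.67 to 3.72 ± 4.14 FPKM, a log2 fold change of -4.76 (standard error 0.57, adjusted p = 1.2e-04). *HSD11B2*, which inactivates cortisol, fell from 112 ± 23.3 to 10.0 ± 12.1 FPKM, a log2 fold change of -4.40 (standard error 0.80, adjusted p = 0.0015). *BAAT* (log2 fold change -4.25, adjusted p = 0.0017), which conjugates bile acids, *PTGS2* (log2 fold change -3.94, adjusted p = 0.0010), the inducible prostaglandin synthase, and *VDR* (log2 fold change -3.77, adjusted p = 4.6e-04), the vitamin D receptor, fell as well. In all, 3785 of 13285 genes were changed, 2281 higher and 1504 lower in NPL, and 2214 of them had an absolute log2 fold change of at least 1. The 4 NPL libraries lay wholly above or below the 4 CRL libraries for 3728 genes (28.1%, where chance gives 2.86%), of which 3196 were called. With the number of uniquely mapped reads as a covariate, 2489 genes were changed (1640 higher and 849 lower). In a fit of only the 8 libraries compared, 3200 were changed. Quantile normalization moved the median log2 fold change of all genes from 0.07 to -0.08 and the share of higher genes among those called from 60.3% to 45.4% (1857 higher and 2229 lower).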

CA from NPL exhibited differential expression (FDR < 0.05) of 2892 genes (1898 upregulated and 994 downregulated) relative to CRL. Moreover, CA from NPL exhibited differential expression of 2450 genes (1580 upregulated and 870 downregulated) relative to NPN. 

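Within the placentas with nocardioform placentitis, the lesion margin differed from the grossly normal region in genes of squamous epithelium and of B cells, among others. *KRT6A*, a keratin of activated epithelium, was at 25.8 ± 32.0 FPKM in NPN and 528 ± 345 FPKM in NPL (SD, n = 4 each), a log2 fold change of 4.95 (standard error 0.88, adjusted p = 0.0015). *CD79A*, a chain of the B cell receptor (ENSECAG00000007198, chromosome 10 of EquCab3.0 from 14006545 to 14010076), was at 0.0718 ± 0.144 FPKM in NPN and 47.1 ± 53.6 FPKM in NPL, a log2 fold change of 4.72 (standard error 0.67, adjusted p = 3.8e-04). *KLK10* (log2 fold change 5.10, adjusted p = 2.1e-04), a secreted serine protease of epithelia, and *SPINK5* (log2 fold change 4.59, adjusted p = 4.3e-06), an inhibitor of such proteases, were higher in NPL too. *TP63*, the transcription factor that maintains epithelial progenitors, was lower in NPL at 18.8 ± 15.6 FPKM against 171 ± 45.2 FPKM in NPN, a log2 fold change of -3.47 (standard error 0.47, adjusted p = 2.7e-04). *HYAL4* (log2 fold change -3.80, adjusted p = 0.0044), a hyaluronidase family member, *FOLH1* (log2 fold change -4.12, adjusted p = 0.0023), a folate hydrolase, and *COLCA2* (log2 fold change -3.98, adjusted p = 0.0031) were lower as well. The comparison called 3480 of the genes tested, 2112 higher and 1368 lower in NPL, and 2032 of them had an absolute log2 fold change of at least 1. For 3132 genes (23.6%) the libraries of both groups did not overlap, and 2712 of these were called. A fit of only the 8 libraries compared called 2601 genes. The lesion margin and the normal region also differed most in depth. With the number of uniquely mapped reads as a covariate, an alternative chosen after seeing the data, 39 genes were changed (36 higher and 3 lower). As depth parts these groups without overlap, the covariate cannot be told apart from the condition. After quantile normalization the median log2 fold change of all genes moved from 0.07 to -0.06, and 1783 genes were higher and 1945 lower, 47.8% higher against 60.7%. The call ended for *KRT6A* (log2 fold change 6.65, standard error 1.91 in place of 0.88, adjusted p = 0.15), *CD79A* (log2 fold change 3.79, standard error 1.49 in place of 0.67, adjusted p = 0.25), *KLK10* (log2 fold change 3.25, standard error 1.35 in place of 0.65, adjusted p = 0.27), *SPINK5* (log2 fold change 3.47, standard error 0.67 in place of 0.34, adjusted p = 0.061), *TP63* (log2 fold change -3.46, standard error 1.06 in place of 0.47, adjusted p = 0.17), *HYAL4* (log2 fold change -4.19, standard error 1.83 in place of 0.81, adjusted p = 0.30), *FOLH1* (log2 fold change -4.18, standard error 1.78 in place of 0.79, adjusted p = 0.29) and *COLCA2* (log2 fold change -4.31, standard error 1.80 in place of 0.79, adjusted p = 0.28), each in NPL against NPN with the number of uniquely mapped reads as a covariate, used for single genes after seeing the data.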

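Genes of cytotoxic lymphocytes, of epithelium and of endothelium were among those changed in NPL against CRL as well as against NPN. *CTSW* (log2 fold change 3.24, adjusted p = 1.6e-06), a protease of cytotoxic cells, was higher in NPL than in CRL and also higher than in NPN (log2 fold change 3.27, adjusted p = 1.8e-06). *SFN* (log2 fold change 2.25, adjusted p = 1.6e-06), the epithelial 14-3-3 protein, was likewise higher than in NPN (log2 fold change 2.07, adjusted p = 3.4e-06). *ERG* (log2 fold change -1.85, adjusted p = 1.0e-05), a transcription factor of endothelium, was lower in NPL in both comparisons (log2 fold change -1.50, adjusted p = 5.5e-05 against NPN). Of the genes changed in either comparison, 3066 (73.0%) were changed in both, 1885 higher and 1181 lower in NPL in each, and none had opposite directions. With depth as a covariate, chosen after seeing the data, 39 were changed in both, 36 higher and 3 lower. Both comparisons use the same NPL libraries, which raises the overlap. Independent lists of these sizes would share 363 higher and 155 lower genes. In 20 simulations of unchanged groups that share their NPL libraries, the mean overlap was 0. Unchanged groups yield almost no calls, so this does not measure how far the shared libraries raise the overlap. With the NPL libraries split 2 and 2, so that the comparisons shared none, 1636 to 1836 genes were changed in both over the 6 assignments. A covariate for the number of uniquely mapped reads, used for single genes after seeing the data, ended the call of *ERG* in NPL against NPN (log2 fold change -1.28, standard error 0.35 in place of 0.15, adjusted p = 0.13).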

A total of 2189 DEGs were shared in common between NPL vs. CRL and NPL vs. NPN (Figure 2D). 

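The grossly normal region differed from CRL in few genes. *GCM1*, the transcription factor of chorionic trophoblast, was at 537 ± 128 FPKM in NPN and 547 ± 78.4 FPKM in CRL (SD, n = 4 each; adjusted p = 1.0). Between NPN and CRL, 1 gene passed the test in limma, ENSECAG00000034457, a short gene without a symbol on chromosome 11 of EquCab3.0 from 33164815 to 33164978, named because it was the only call. It was listed at 0 in all 4 CRL libraries and at 6.35, 7.47, 13.1 and 6.12 FPKM in NPN (adjusted p = 0.016), and at 16.3, 10.6, 27.8 and 45.5 FPKM in NPL. At an unadjusted p under 0.05 there were 218 genes (1.64% of those tested, where chance gives 5%), and 254 genes (1.9%, where chance gives 2.86%) had no overlap between the 4 NPN and the 4 CRL libraries. The spread of each gene was estimated from all 12 libraries, and those of NPL lay furthest apart. The p-values of NPN against CRL can thus be too large, so 1.64% does not show groups closer than chance gives. Group means of log2(FPKM + 1) over the genes tested lay at a Euclidean distance of 115 between NPL and CRL, 108 between NPL and NPN (two-sided exact permutation test, p = 0.0286 for each) and 31.3 between NPN and CRL (p = 0.4857). Single libraries of a group lay on average 59.3 apart in CRL, 66.5 in NPN and 95.8 in NPL. The call ended without any 1 of the CRL or NPN libraries (adjusted p = 0.056 to 0.10), without the filter on low values (adjusted p = 0.059), and with the number of uniquely mapped reads as a covariate, used for single genes after seeing the data (standard error 0.52 in place of 0.36, adjusted p = 0.13). In a fit of only the 8 libraries compared 2 genes passed, with 427 at an unadjusted p under 0.05. The other is ENSECAG00000032017, chosen here after its values were seen, listed at 0 in all 4 CRL libraries and at 36.4, 22.0, 51.5 and 16.5 FPKM in NPN (adjusted p = 0.0015 there and 1.0 in the fit of all 12 libraries). Of the genes that did not pass, the sign reversed for the difference in *GCM1* without CRL replicate 2 (log2 fold change 0.03) and without NPN replicate 1 (log2 fold change 0.13).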

Gene expression of the CA from CRL and NPN clustered together suggesting relatively fewer differences in gene expression (i.e., 89 DEGs) between the two sample sets. This might suggest that NP have a lesser impact on the chorioallantois beyond the lesion zone.

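Some gene lists, among them those of macrophages and of an early stress response, passed camera in NPN against CRL at its preset correlation but not with an estimated one. In NPN against CRL, camera placed 9 of 46 lists past its threshold, 8 higher and 1 lower in NPN. Macrophage and monocyte markers (adjusted p = 1.6e-05, and 0.88 with an estimated correlation, median log2 fold change 0.47) and antigen presentation genes (adjusted p = 3.0e-04, and 0.88 with an estimated correlation, median log2 fold change 0.29) were higher at the preset correlation. Complement genes (adjusted p = 6.5e-04, and 0.88 with an estimated correlation, median log2 fold change 0.56), whose products opsonize microbes, and immediate early and stress genes (adjusted p = 7.5e-09, and 0.88 with an estimated correlation, median log2 fold change 0.47), which answer within minutes of a stimulus, were higher there too. Table 2 of the paper gives a mean of 106 minutes from foaling to tissue collection for the diseased placentas and 38 minutes for CRL, so handling differs along with the group, and a response to it cannot be told apart from the disease in these values. No member of these lists passed the test over all genes or when adjusted over the list alone. With an estimated correlation the lowest adjusted p of any list was 0.88, and fry, which tests whether the genes of a list move one way, called none. *MPEG1* (log2 fold change 1.44, adjusted p = 1.0), the pore-forming perforin-2 of macrophages, and *CCL2* (log2 fold change 1.11, adjusted p = 1.0), which attracts monocytes, are members that did not pass. Across the genes tested, the log2 fold changes of NPN against CRL correlated with those of NPL against CRL (Pearson r 0.35, covariance 0.092). This is a correlation across genes, which are not independent replicates. Both share the CRL libraries, and simulated unchanged groups against the same libraries gave r 0.5 and a covariance of 0.049, 0.042 below the observed covariance. With the CRL libraries split 2 and 2, r was 0.15 to 0.22 and the covariance 0.05 to 0.068. By camera, macrophage and monocyte markers missed the threshold with the number of uniquely mapped reads as a covariate, where they turned lower (adjusted p = 0.54) and without NPN replicate 1 (adjusted p = 0.069), as did complement genes with the number of uniquely mapped reads as a covariate, where they turned lower (adjusted p = 0.51) and without NPN replicate 1 (adjusted p = 0.11) and immediate early and stress genes with the number of uniquely mapped reads as a covariate (adjusted p = 0.22).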

### Gene ontology (GO) enrichment and pathway analysis

Functional annotation of DEGs in NPL demonstrated that these genes were mainly involved in biological processes associated with inflammatory response, immune response, immunoglobulin mediated immune response, cellular response to lipopolysaccharide, toll-like receptor signaling pathway, B cell receptor signaling pathway, defense response to virus, angiogenesis, and chemotaxis, among others (Figures 3A and B). Moreover, pathway analysis of DEGs in NPL revealed that these genes are involved in relevant pathways such as inflammatory signaling (interleukin signaling, inflammation mediated by chemokine and cytokine signaling pathway, toll-like receptor signaling, B cell activation, and T cell activation), angiogenesis-related pathways (VEGF signaling, angiogenesis, endothelin signaling pathway and PDGF signaling pathway), cytostructural integrity (integrin signaling pathway), and apoptosis signaling pathway, among others (Figures 4A and B).

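Most B cell and plasma cell markers tested were higher in the lesion. *MS4A1*, the B cell surface protein CD20 (ENSECAG00000018529, chromosome 12 of EquCab3.0 from 23852599 to 23866387), was at 0.0565 ± 0.0783 FPKM in CRL and 18.8 ± 19.5 FPKM in NPL (SD, n = 4 each), a log2 fold change of 3.59 (standard error 0.60, adjusted p = 9.2e-04). *JCHAIN* (log2 fold change 3.58, adjusted p = 0.0019), which joins secreted IgA and IgM, and *IRF4* (log2 fold change 2.25, adjusted p = 0.0015), a transcription factor of plasma cells, were higher too, and *POU2AF1*, a coactivator of B cells, was listed at 0 in every CRL library and at 19.6, 0.923, 7.52 and 16.4 FPKM in NPL (adjusted p = 0.0013). Of the 12 B and plasma cell markers tested, 10 were higher and 1 was lower in NPL than in CRL. Adjusting over the list alone gave 11 higher and 1 lower, and depth as a covariate, chosen after seeing the data, gave 8 and none. B and plasma cell markers were higher as a group by camera (adjusted p = 1.1e-04, and adjusted p = 0.27 with an estimated correlation). The member that fell, *XBP1* (log2 fold change -1.01, adjusted p = 0.011), is a transcription factor of the unfolded protein response as well as of plasma cells. Against NPN, 10 were higher and 1 lower. Fitted with depth as a covariate, chosen after seeing the data, none passed there. *PTPRC* (log2 fold change 4.01, adjusted p = 9.0e-05), the leukocyte common antigen CD45, rose alongside. Fitted with the number of uniquely mapped reads as a covariate, used for single genes after seeing the data, the threshold was missed by *XBP1* (log2 fold change -0.89, standard error 0.32 in place of 0.26, adjusted p = 0.080). By camera, B and plasma cell markers missed the threshold without NPL replicate 1 (adjusted p = 0.083), without NPL replicate 3 (adjusted p = 0.058) and without NPL replicate 4 (adjusted p = 0.068). Without 1 NPL library, members expressed in NPL alone fall below the filter, and 6 of the B and plasma cell markers stayed in the test.

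**Figure D1:**
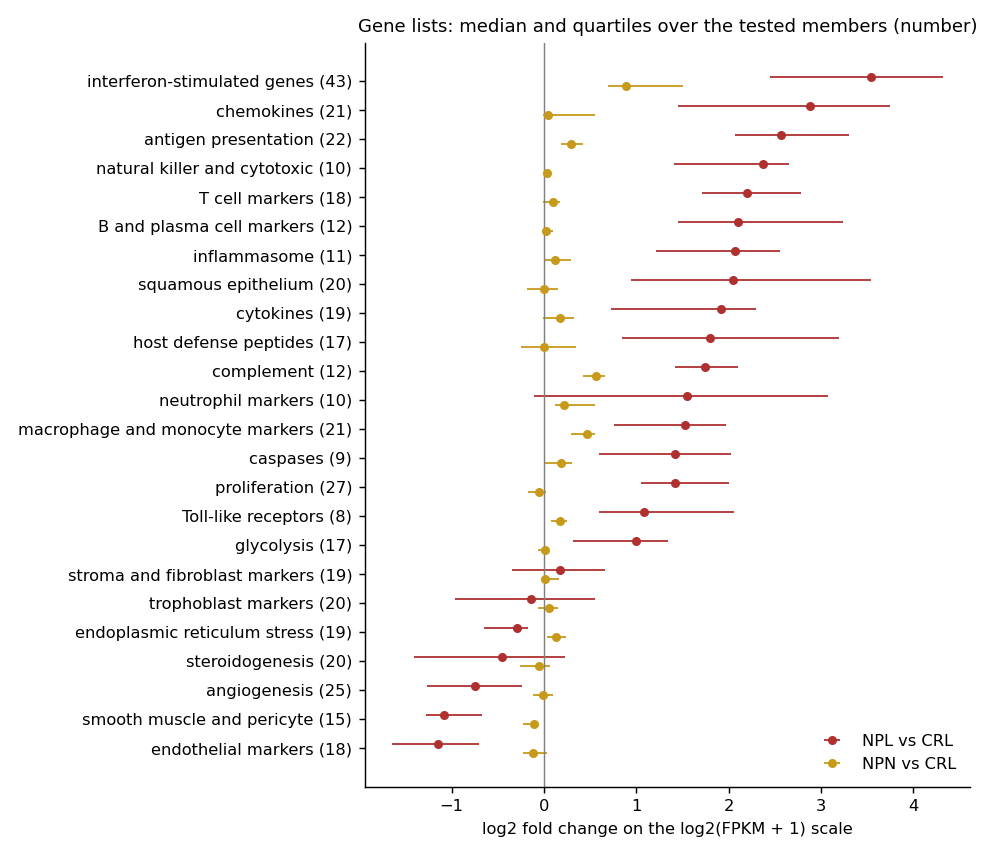
Median log2 fold change (dots) and quartiles (bars) of the tested members of 24 gene lists in NPL against CRL and in NPN against CRL, with the number of members tested in parentheses. Among these lists, interferon-stimulated genes stand highest in NPL with a median of 3.54, and endothelial markers lowest with -1.15. The log2(FPKM + 1) scale understates the change of genes with low FPKM, so this order holds for that scale only.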

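T cell markers and 2 leukocyte integrins rose in the lesion, and genes that decide over cell survival went both ways. *CD3E*, a chain of the T cell receptor complex (ENSECAG00000014635, chromosome 7 of EquCab3.0 from 26728610 to 26738869), was listed at 0 in every CRL library and at 16.9, 11.7, 20.7 and 29.9 FPKM in NPL (adjusted p = 1.5e-06). *LCK* (log2 fold change 3.00, adjusted p = 1.6e-06) and *ZAP70* (log2 fold change 2.60, adjusted p = 1.6e-05), kinases that carry the signal of the receptor, and *CD5* (log2 fold change 1.76, adjusted p = 1.5e-05) were higher in NPL. Of the 18 T cell markers tested, 18 were higher and none was lower in NPL than in CRL. When adjusted over the list alone, 18 higher and none lower passed, and 17 and none with depth as a covariate, chosen after seeing the data. T cell markers were higher as a group by camera (adjusted p = 5.7e-13, and adjusted p = 0.15 with an estimated correlation). Against NPN, 18 were higher and none was lower. With depth as a covariate, chosen after seeing the data, 2 passed as higher and none as lower. The integrin subunits of leukocytes *ITGAL* (log2 fold change 2.49, adjusted p = 1.6e-04) and *ITGAX* (log2 fold change 2.40, adjusted p = 2.5e-04) rose as well. Of the 24 apoptosis regulators tested, 7 were higher and 3 were lower in NPL than in CRL. There were 9 higher and 3 lower when adjusted over the list alone, and 5 and 2 with depth as a covariate, chosen after seeing the data. Apoptosis regulators did not pass camera as a group (adjusted p = 0.24). *BIRC3* (log2 fold change 2.89, adjusted p = 1.6e-04) and *BCL2A1* (log2 fold change 1.95, adjusted p = 3.9e-04), which protect cells from death, and *BAK1* (log2 fold change 1.59, adjusted p = 7.4e-04), which permeabilizes mitochondria, were higher, while *BIRC2* (log2 fold change -1.72, adjusted p = 1.4e-04), a relative of *BIRC3*, was lower.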

**Figure 3:**
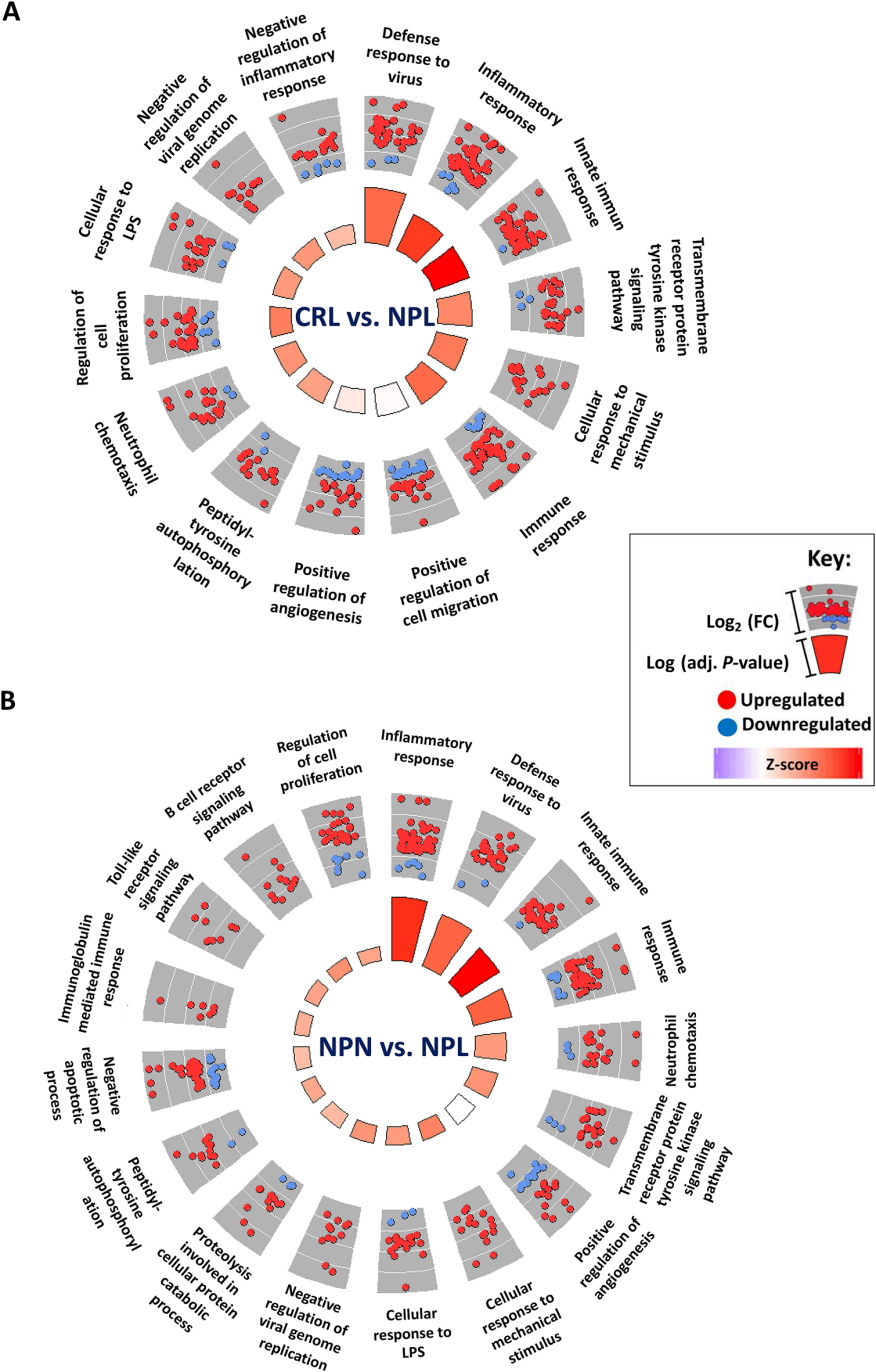
**Overrepresented biological process in equine chorioallantois (CA) in NPL vs. CRL and NPL vs. NPN sets**. Gene ontology (GO) enrichment analysis was used to identify the overrepresented biological process from the DEGs in NPL vs. CRL set (**A**) and NPL vs. NPN set (**B**). The biological processes are visualized by GOplot package in R “GOCircle “. The inner circle is a bar chart where the height of the bar denotes the significance of the GO term (− log10 adjusted P-value), and color links to the z-score. The outer circle displays dot plots of the logFC for the genes in each term. Key; CRL; normal postpartum (control), NPL; nocardioform placentitis lesion, and NPN; nocardioform placentitis normal region.

**Figure 4:**
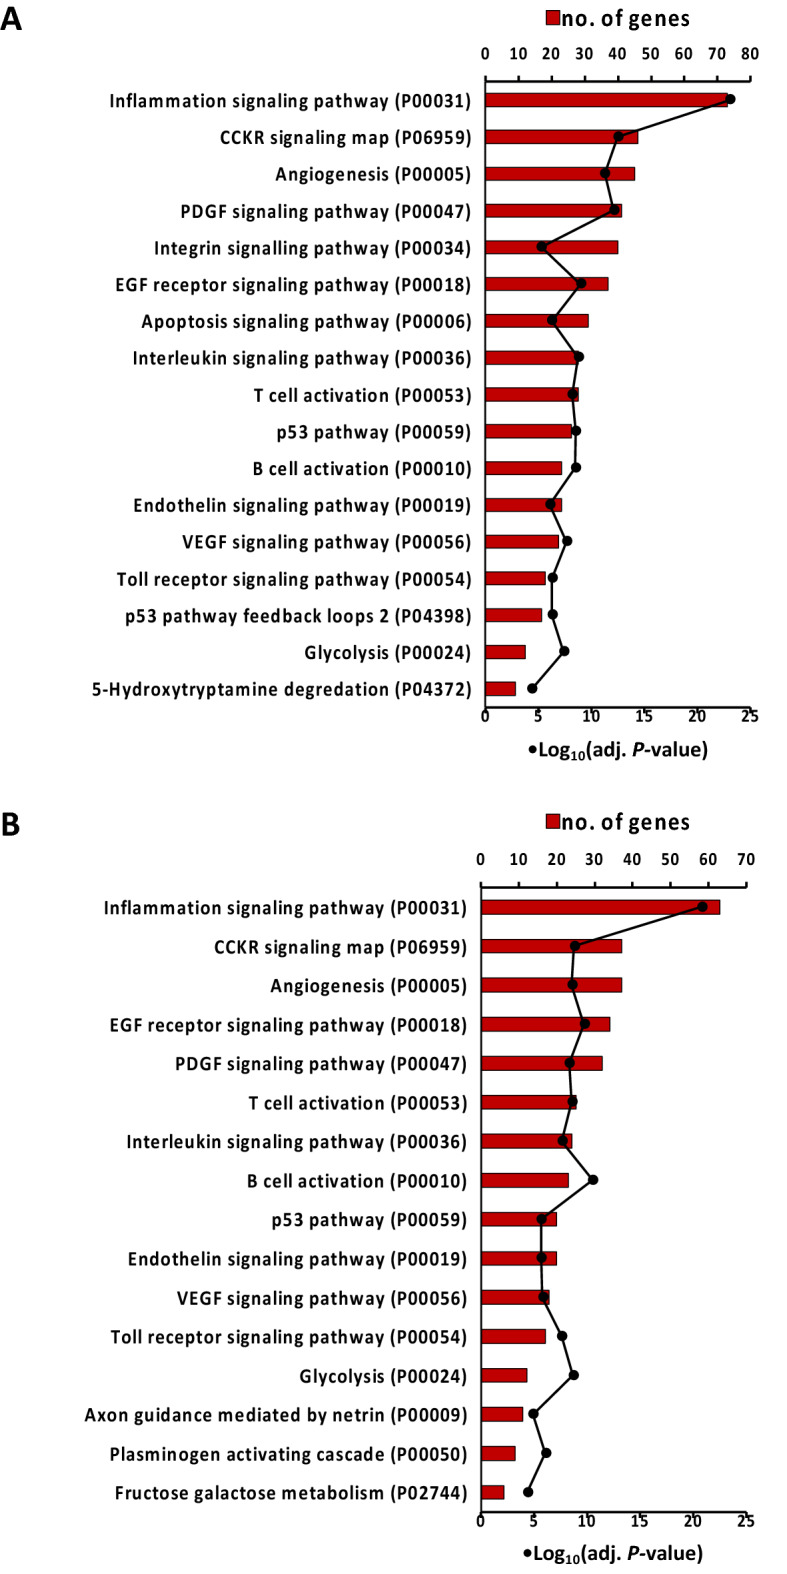
**Overrepresented PANTHER pathways in equine chorioallantois (CA) in NPL vs. CRL and NPL vs. NPN sets.** PANTHER pathway analysis was used to identify the overrepresented pathways from the DEGs in in NPL vs. CRL set (**A**) and NPL vs. NPN set (**B**). The bars represent the number of genes in each overrepresented pathway, and the dotted line represents –Log10 (Adj *P*-value). Key; CRL; normal postpartum (control), NPL; nocardioform placentitis lesion, NPN; nocardioform placentitis normal region, PANTHER; Protein ANalysis THrough Evolutionary Relationships.

### Upstream regulators and their targets

The upstream regulator analysis identified 73 activated upstream regulators (*P*-value of overlap is < 0.05 and Z-score ≥ 2) among the DEGs in both NPL vs. CRL and NPL vs. NPN (Figure 5A). Those activated upstream regulators included 55 regulators in common between both sets. Those 55 regulators include genes coding for transcription factors (*ETS1*, *IRF1*, *IRF7*, *MYBL2*, *NFAT5*, *NFKB2*, *PML*, *REL*, *RELB*, *SPL1*, *STAT1*, *STAT2* and *STAT4*), transmembrane receptors (*CD2*, *CD40*, *ICAM1*, *SELP*, *TLR2*, *TLR3*, *TLR5*, and *TLR7*), and cytokines (*CCL5*, *CD40LG*, *FLT3LG*, *IL1A*, *IL1B*, *IL7*, *IL18*, *TNFSF10*, *TNFSF13B*), among others. Also, this analysis identified nine inhibited upstream regulators (*P*-value of overlap is < 0.05 and Z-score ≤ -2) among the DEGs in both NPL vs. CRL and NPL vs. NPN. Those inhibited upstream regulators included seven regulators (*A2M, AGA*, *B4GALNT1*, *CBX7*, *CREM*, *DAG1*, and *NR3C1*) in common between both sets. 

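Transcripts of most of the regulators that the upstream analysis called activated were themselves more abundant in the lesion. *IRF7*, the transcription factor that drives type I interferon genes (ENSECAG00000009744, chromosome 12 of EquCab3.0 from 35633708 to 35636445), was at 5.66 ± 2.31 FPKM in CRL and 199 ± 122 FPKM in NPL (SD, n = 4 each), a log2 fold change of 4.70 (standard error 0.64, adjusted p = 2.4e-04). *IRF1* (log2 fold change 2.84, adjusted p = 1.4e-04) and *STAT2* (log2 fold change 1.88, adjusted p = 1.7e-04), which act in interferon signaling, were higher. *CD2* (log2 fold change 3.55, adjusted p = 9.0e-05), an adhesion receptor of T cells, and *ICAM1* (log2 fold change 1.74, adjusted p = 0.0037), the adhesion molecule that leukocytes bind, were higher too. *CD40LG*, the helper signal of T cells to B cells, was listed at 0 in every CRL library and at 2.34, 1.07, 1.41 and 2.64 FPKM in NPL (adjusted p = 1.2e-04). Of the 73 activated regulators that Additional file 5 gives for NPL against CRL, 65 were higher in NPL than in CRL and 8 did not pass the test. Of those it gives for NPL against NPN, 64 were higher, 8 did not pass and 1 was below the filter. The study named these regulators from changes in the same samples, so the direction of their own transcripts is not independent evidence. *PML* (log2 fold change 1.97, adjusted p = 0.0032), a scaffold of nuclear bodies, and *NFKB2* (log2 fold change 0.69, adjusted p = 0.018), a subunit of NF-kappa B, were higher too. Leaving out 1 library ended the call of *NFKB2* (adjusted p = 0.0503, 0.057 and 0.0515 without CRL replicates 2 and 4 and NPL replicate 4, respectively). When uniquely mapped reads entered the fit as a covariate, which was done for single genes after seeing the data, the threshold was missed by *NFKB2* (log2 fold change 0.65, standard error 0.25 in place of 0.19, adjusted p = 0.093).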

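Transcripts of most of the inhibited regulators were lower in the lesion. *B4GALNT1*, a glycosyltransferase of ganglioside synthesis (ENSECAG00000021591, chromosome 6 of EquCab3.0 from 76120599 to 76127595), fell from 14.3 ± 1.82 to 1.05 ± 0.801 FPKM (SD, n = 4 each), a log2 fold change of -2.97 (standard error 0.27, adjusted p = 2.3e-05). *A2M* (log2 fold change -2.33, adjusted p = 1.9e-04), a broad protease inhibitor, *CREM* (log2 fold change -2.27, adjusted p = 7.0e-04), a modulator of cAMP response, *CBX7* (log2 fold change -1.29, adjusted p = 2.5e-04), a Polycomb protein, and *DAG1* (log2 fold change -0.99, adjusted p = 4.6e-04), which links cells to the basement membrane, fell as well. *AGA*, a lysosomal hydrolase, was at 45.9 ± 10.8 FPKM in CRL and 23.3 ± 11.8 FPKM in NPL (SD, n = 4 each), which did not pass the test (adjusted p = 0.088). Of the 9 inhibited regulators that Additional file 5 gives for NPL against CRL, 7 were lower in NPL than in CRL and 2 did not pass. Of those it gives for NPL against NPN, all 9 were lower in NPL than in NPN. As these regulators were chosen by the study on the same samples, this is not independent evidence of their direction. The test was passed by *AGA* in a fit of only the 8 libraries compared (adjusted p = 0.045), without NPL replicate 3 (adjusted p = 0.037) and without NPN replicate 3 (adjusted p = 0.043).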

The identified upstream regulators and their target molecules in NPL vs. CRL and NPL vs. NPN are represented in Additional files 5A and B, respectively. The overlap between identified potential upstream regulators in NPL vs. CRL and NPL vs. NPN is depicted in Figure 5A. Moreover, the interaction between identified potential upstream regulators is illustrated in Figure 5B.

**Figure 5:**
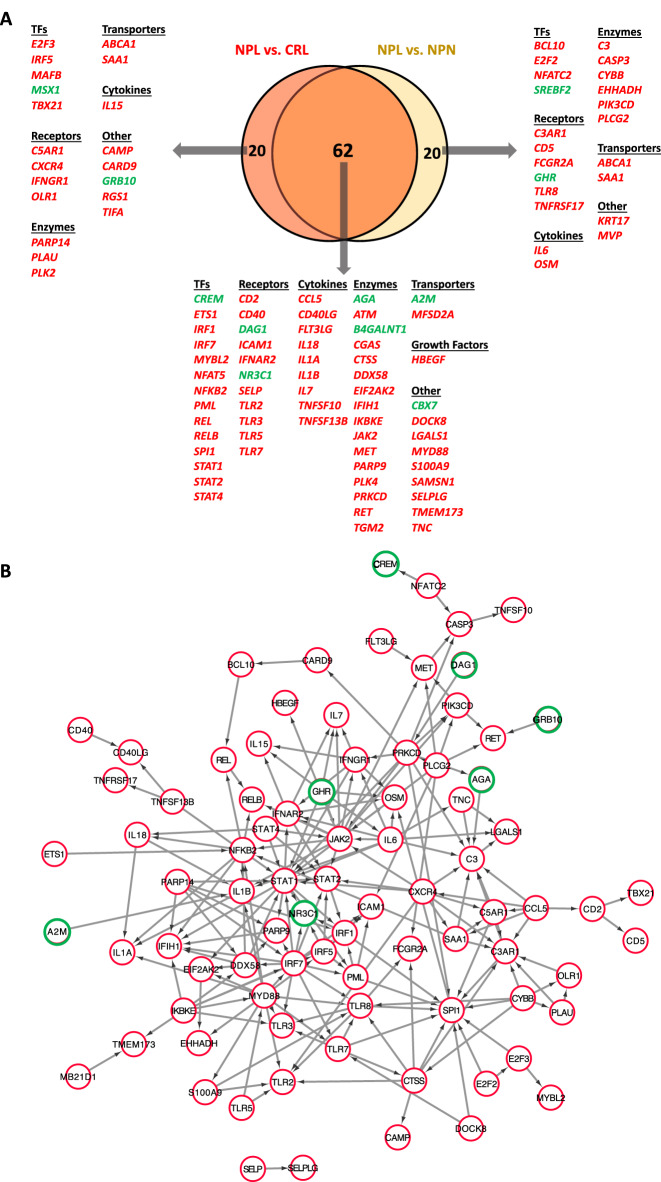
**Potential upstream regulators in equine chorioallantois (CA) during nocardioform placentitis (NP) as identified by upstream regulator analysis performed on Ingenuity Pathway Analysis (IPA).** **A** Venn diagram representing potential upstream regulators in common between NPL vs. CRL and NPL vs. NPN sets. **B** Protein–protein interactions network between upstream regulators identified NPL vs. CRL and NPL vs. NPN sets. Protein–protein interactions network was generated by STRING version 10.3. and visualized with Cytoscape 2.8.6. Red circles indicate activated upstream regulator, while green circle indicate inhibited upstream regulator. Key; CRL; normal postpartum (control), NPL; nocardioform placentitis lesion, and NPN; nocardioform placentitis normal region.

### Weighted co-expression network analysis (WGCNA)

WGCNA was carried out to gain further insights on the DEGs co-expression patterns and to identify the genes with the highest interaction or connectivity (hub genes) among those DEGs in NPL vs. CRL and NPL vs. NPN. Co-expression analysis of the DEGs in NPL identified five gene modules (clusters) as presented in Figure 6 and Additional file 6. Among these modules, turquoise, yellow and brown modules were positively associated with inflammation score. But the blue module was negatively correlated to this trait. It is worth noting that, the turquoise module showed the highest adjacency to inflammation score trait as presented in Figure 6E.

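Hub genes of the turquoise module, the genes most connected within it, were raised in every NPL library. *RAC2* (log2 fold change 3.98, adjusted p = 9.1e-05), a GTPase of the leukocyte oxidative burst, *CCR7* (log2 fold change 2.88, adjusted p = 1.2e-04), which guides lymphocytes to lymph nodes, and *PSMB8* (log2 fold change 3.17, adjusted p = 4.4e-05), a subunit of the immunoproteasome, were higher in NPL. Of the 696 hub genes of Additional file 6B, all were matched by position and 674 were tested. In NPL, 673 were higher than in CRL and 669 higher than in NPN, none was lower, and none passed the test in NPN against CRL. Depth as a covariate, chosen after seeing the data, left 622 higher than in CRL and 19 higher than in NPN. Their mean z-score of log2(FPKM + 1) was 1.20 ± 0.566 in NPL, -0.526 ± 0.236 in NPN and -0.670 ± 0.0680 in CRL (SD, n = 4 each). NPL was above CRL and NPN (two-sided exact permutation test, p = 0.0286 for each), and NPN against CRL gave p = 0.3429. The study chose the hubs on the same libraries from their tie to inflammation, so their rise is not independent evidence, and the inflammation score of each library was not used here.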

**Figure 6:**
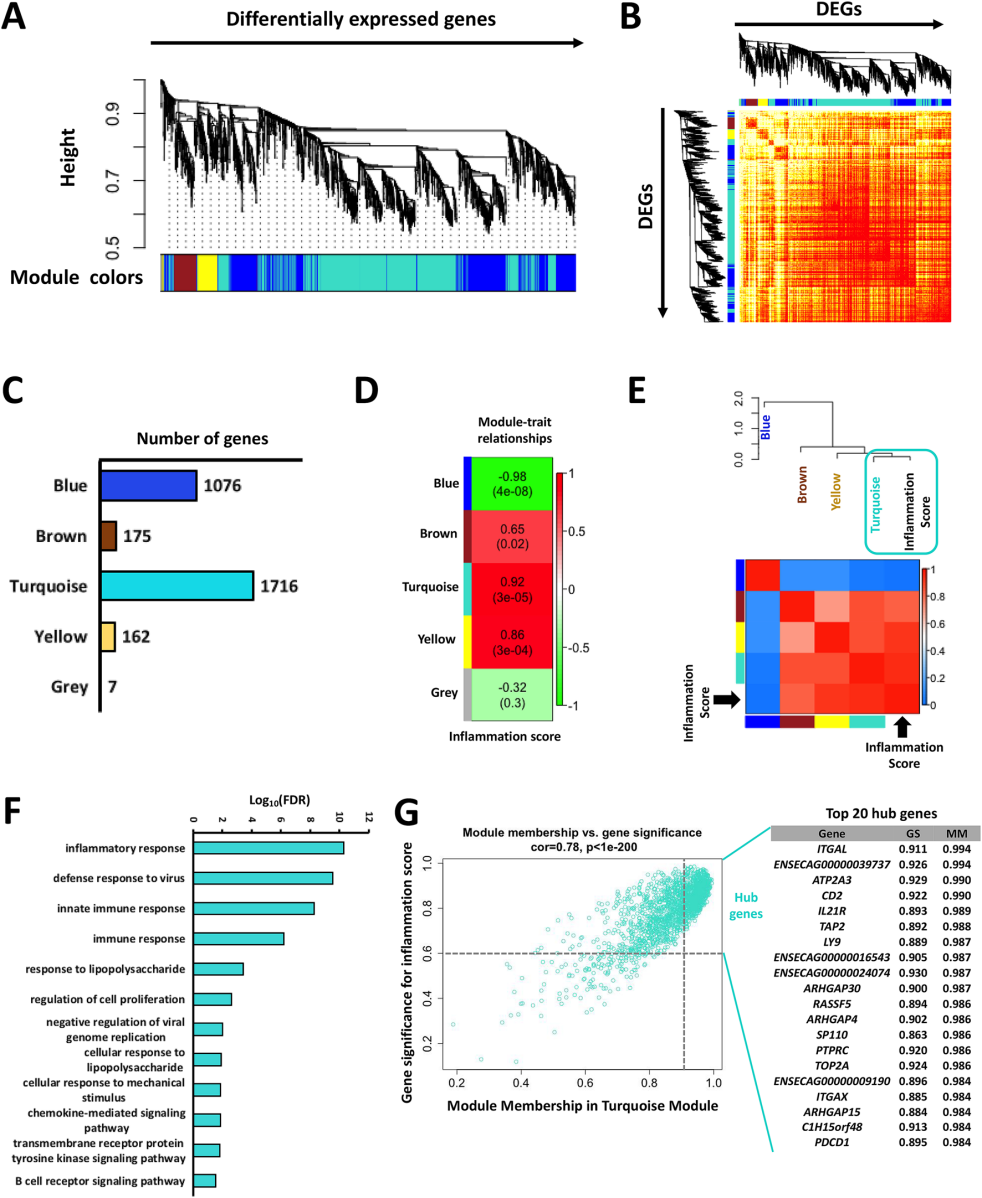
**Weighted gene expression co-expression network analysis (WGCNA) of DEGs in equine chorioallantois (CA) during nocardioform placentitis dataset**. **A** Gene module (clusters) identification as determined by WGCNA. **B** Matrix with the module-trait relationships and corresponding p-values of the modules on the y-axis and selected traits related with treatment on the x-axis. The y-axis is colored according to the correlation, with red representing a strong positive correlation and green representing a strong negative correlation. **C** Number of genes per module. **D**, **E** Module-trait correlation heatmap based on correlation analysis of module eigengenes (MEs) and inflammation score in placenta (*n* = 12). The turquoise, yellow, and brown modules presented a significant positive correlation with inflammation score (*p*-values < 0.05). **F** Over-represented biological process in the turquoise module. **G** A scatter plot of GS for inflammation score versus the MM in the turquoise module.

### Ligand-receptor interaction analysis

To gain further insights on the interaction between DEGs, ligand-receptor interaction analysis identified 1038 possible interactions in NP. These interactions elucidate the impact of NP on placental autocrine and paracrine signaling in comparison to normal parturition. 

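In NPL, some ligands rose together with a receptor that the study pairs them with, and others fell together with it. *ICAM1* rose along with *ITGAL*, a subunit of its receptor on lymphocytes. *CCL5* (log2 fold change 3.75, adjusted p = 6.0e-06), a chemokine of T cells, rose with *CCR4* (log2 fold change 1.03, adjusted p = 0.0033), 1 of the receptors the study pairs with it. *SDC1* (log2 fold change 2.94, adjusted p = 0.0014), a heparan sulfate proteoglycan of epithelium and plasma cells, and *PLAU* (log2 fold change 1.84, adjusted p = 3.0e-04), the urokinase, were higher members of other pairs. *TYRO3* (log2 fold change -2.94, adjusted p = 0.0039), a receptor kinase that dampens inflammation, was lower in NPL, and the study pairs it with *VEGFA*. Of the 1038 pairs of Additional file 7, 930 held a gene changed in NPL against CRL or NPN, and 595 had both symbols among the genes tested. In NPL against CRL, ligand and receptor were both higher in 87 pairs and both lower in 26, while the ligand rose and the receptor fell in 34 and the reverse held in 23. The study built the pairs from genes changed in the same samples, so these counts are not independent evidence.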

A representative set of Ligand-receptor interactions is presented in Figure 7 and the complete list of interactions is provided in Additional file 7.

**Figure 7:**
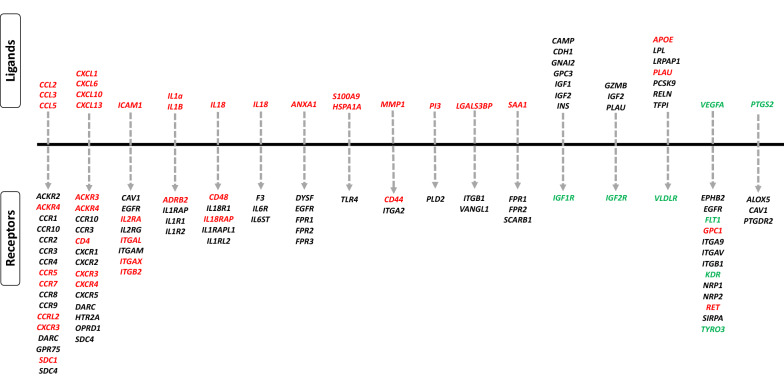
**Ligand-receptors interaction analysis of DEGs during nocardioform placentitis.** Genes shown in red are significantly upregulated in the chorioallantois (CA) from the nocardioform placentitis lesion (NPL) in comparison to normal postpartum (CRL). Genes shown in green are significantly downregulated in NPL in comparison to CRL. Genes shown in black are those that did not show any significant change in NPL in comparison to CRL.

### RT-qPCR validation

RT-qPCR confirmed the differential expression of six genes in NPL in comparison to CRL and/or NPN group as illustrated in Figure 8. Analysis of the correlation between gene expression results from RT-qPCR (−ΔCT) and the RNA-sequencing (normalized FPKM) showed that all genes had a significant correlation between the two methods (Figure 8).

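In the sequencing data, *IL1B* and *IL6*, cytokine genes that were measured by RT-qPCR, were higher in the lesion. *IL1B*, the fever-inducing cytokine matured by caspase-1 (ENSECAG00000000051, chromosome 15 of EquCab3.0 from 16418738 to 16423922), was at 1.40 ± 1.49 FPKM in CRL, 1.20 ± 0.793 FPKM in NPN and 20.8 ± 14.8 FPKM in NPL (SD, n = 4 each), a log2 fold change of 2.83 (standard error 0.74, adjusted p = 0.012) in NPL against CRL. *IL6*, a cytokine that induces the acute phase response, was at 0.187 ± 0.229, 0.672 ± 0.381 and 4.43 ± 1.88 FPKM in the same order, a log2 fold change of 2.14 (standard error 0.27, adjusted p = 1.6e-04). *INHBA* (log2 fold change 2.06, adjusted p = 9.0e-04), the beta A subunit of activin and inhibin, and *SAA1* (log2 fold change 2.44, adjusted p = 0.029), an acute phase protein, rose too. Of the reference genes, *ACTB* was at 530.1 ± 39.6 FPKM in CRL and 1060.3 ± 362 FPKM in NPL (SD, n = 4 each), a log2 fold change of 0.94 (standard error 0.27, adjusted p = 0.021). *GUSB* was at 15.5 ± 4.99 FPKM in CRL and 20.8 ± 8.01 FPKM in NPL (SD, n = 4 each), a log2 fold change of 0.38 (standard error 0.27, adjusted p = 0.34). Values of *PLAC8* are given here under the symbol *PLAC8B*, and no gene of the files carries the symbol *IL1RN*. The call ended, with 1 library left out, for *SAA1* (adjusted p = 0.079, 0.072, 0.074, 0.059 and 0.087 without CRL replicates 1 and 2 and NPL replicates 1, 3 and 4, respectively) and *ACTB* (adjusted p = 0.059, 0.056 and 0.0525 without CRL replicate 2 and NPL replicates 1 and 3, respectively). *SAA1* also missed the threshold in a fit of only the 8 libraries compared (adjusted p = 0.0538). Depth as a covariate (uniquely mapped reads, used for single genes after seeing the data) ended the call of *IL1B* (log2 fold change 2.49, standard error 0.93 in place of 0.74, adjusted p = 0.086) and *SAA1* (log2 fold change 1.50, standard error 0.84 in place of 0.76, adjusted p = 0.25).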

**Figure 8:**
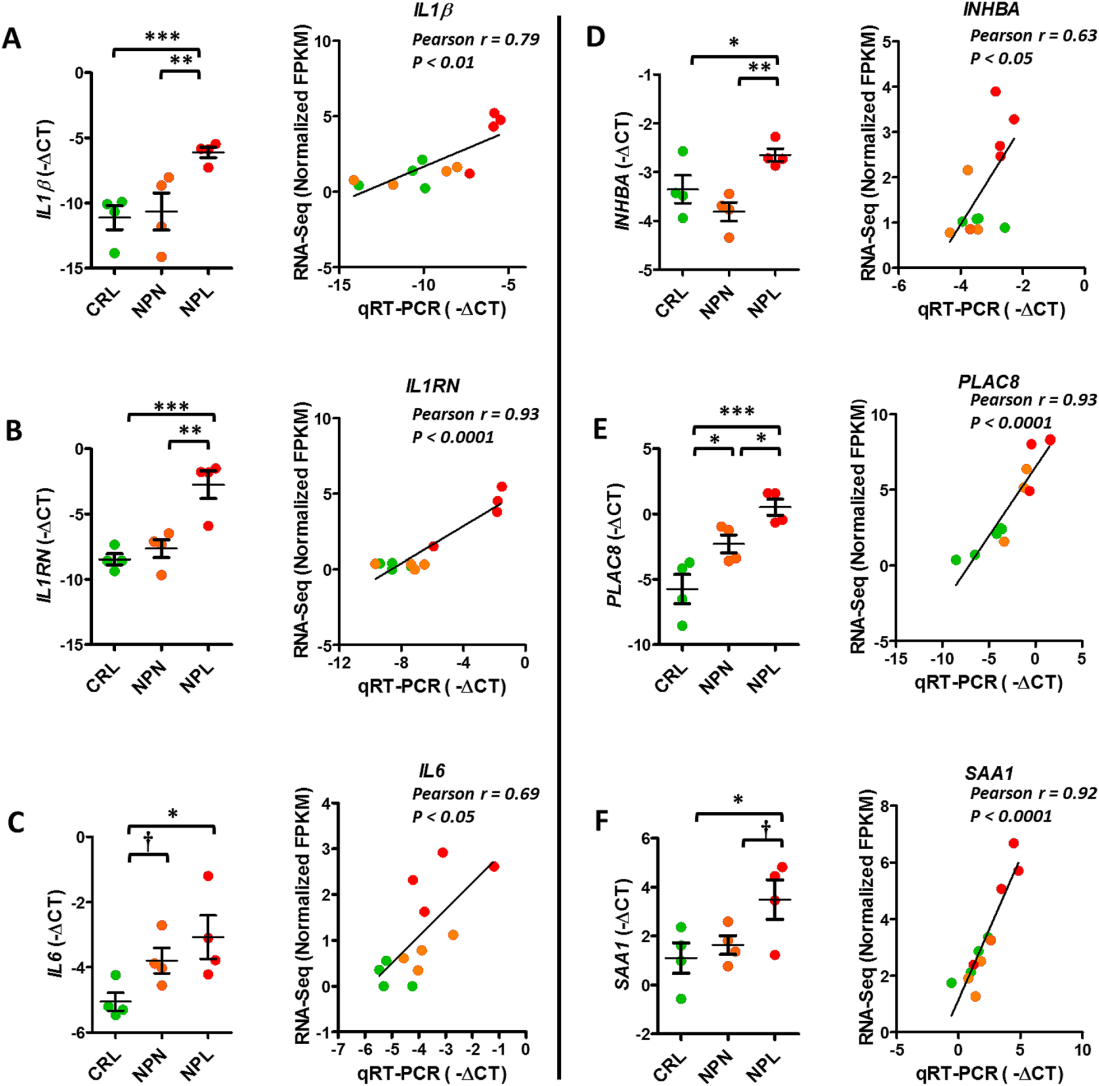
**RT-qPCR validation of six selected differentially expressed genes from RNA-sequencing results**. Expression of each mRNA was determined by qRT-PCR, normalized to *ACTB* and *GUSB*, expressed as −∆CT. Data are presented as a dot plot, and the middle horizontal line represents the mean while error bars represent the standard error of the mean (SEM). Asterisks indicate the presence of a significant difference between groups (*P < 0.05; **P < 0.01, *** *P* < 0.001). Dagger (†) indicates the presence of a trend (0.1 > P ≥ 0.05). Pearson's correlation coefficient (r) between mRNA expression results from RT-qPCR (−ΔCT) and the RNA-sequencing (FPKM) is represented for each transcript. Key; *IL1β*, Interleukin 1β; *IL1RN*, Interleukin 1 Receptor Antagonist; *IL6*, Interleukin 6; *PLAC8*, Placenta-specific 8; *SAA1*, Serum Amyloid A1; *INHBA*, Inhibin Subunit Beta A; *ACTB*, actin beta; *GUSB*, Glucuronidase Beta.

### Immunohistochemistry

The protein localization and staining intensity for CASP7, TBX21, VEGF, S100A9, CYP11A1, HIF1A, and SAA1 in equine CA retrieved from CRL, NPN, and NPL sets are shown in Figure 9. Based upon immunolocalization, CASP7 was predominantly expressed in the nucleus and cytoplasm of chorionic epithelium in NPL compared to CRL and NPN. S100A9 and TBX21 appeared to be mainly expressed in immune cells in CA retrieved from CRL, NPN, and NPL with a higher number of S100A9 and TBX21 positive cells in NPL. The expression of both VEGF and CYP11A1 was predominant in the cytoplasm of the chorionic epithelium. VEGF showed a higher immunolabeling intensity in CA retrieved from CRL and NPN compared to NPL. In contrast, CYP11A1 showed a higher immunolabeling intensity in CA retrieved from NPL compared to CRL and NPN. HIF1A was mainly expressed in the nucleus of chorionic epithelium, endothelial cells and vascular smooth muscle cells in blood vessels as well as scattered stromal cells within the CA with a higher number of HIF1A positive cells in NPL set. It is worth noting that inflammatory cells did not display any positive immunolabeling for HIF1A. 

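Transcripts of the immune targets of the immunostaining rose in the lesion, and that of the vascular growth factor fell. *CASP7*, an executioner caspase (ENSECAG00000016034, chromosome 1 of EquCab3.0 from 18176972 to 18207501), was at 3.28 ± 0.668 FPKM in CRL, 4.36 ± 2.62 FPKM in NPN and 27.0 ± 7.00 FPKM in NPL (SD, n = 4 each), a log2 fold change of 2.68 (standard error 0.34, adjusted p = 1.5e-04) in NPL against CRL. *S100A9*, a calcium-binding protein of neutrophils and monocytes, has a pair of overlapping gene models that may share reads. Of these, ENSECAG00000010117 was at 0.960 ± 0.513, 1.63 ± 1.50 and 69.8 ± 67.2 FPKM in the same order, a log2 fold change of 4.79 (standard error 0.53, adjusted p = 7.1e-05). *TBX21*, the master transcription factor of Th1 cells, was listed at 0 in every CRL library and at 2.48, 1.43, 4.29 and 4.28 FPKM in NPL (adjusted p = 8.7e-05). *VEGFA*, the growth factor of vascular endothelium, was at 19.4 ± 4.36, 23.7 ± 7.26 and 8.92 ± 2.10 FPKM, a log2 fold change of -1.04 (standard error 0.23, adjusted p = 0.0048). *CYP11A1*, which makes pregnenolone from cholesterol, was at 24.2 ± 17.0 FPKM in NPL and 9.53 ± 4.54 FPKM in CRL, which did not pass the test (log2 fold change 1.15, adjusted p = 0.12). *HIF1A*, the oxygen-regulated transcription factor, was at 50.4 ± 10.1 FPKM in CRL and 88.2 ± 48.3 FPKM in NPL, which did not pass either (log2 fold change 0.67, adjusted p = 0.14). The test was passed by *CYP11A1* with the number of uniquely mapped reads as a covariate, used for single genes after seeing the data (adjusted p = 0.022) and *HIF1A* without NPL replicate 2 (adjusted p = 0.035).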

Overall, the immunostaining intensity for all evaluated targets was consistent with the transcript expression in the current RNA-Seq dataset.

**Figure 9:**
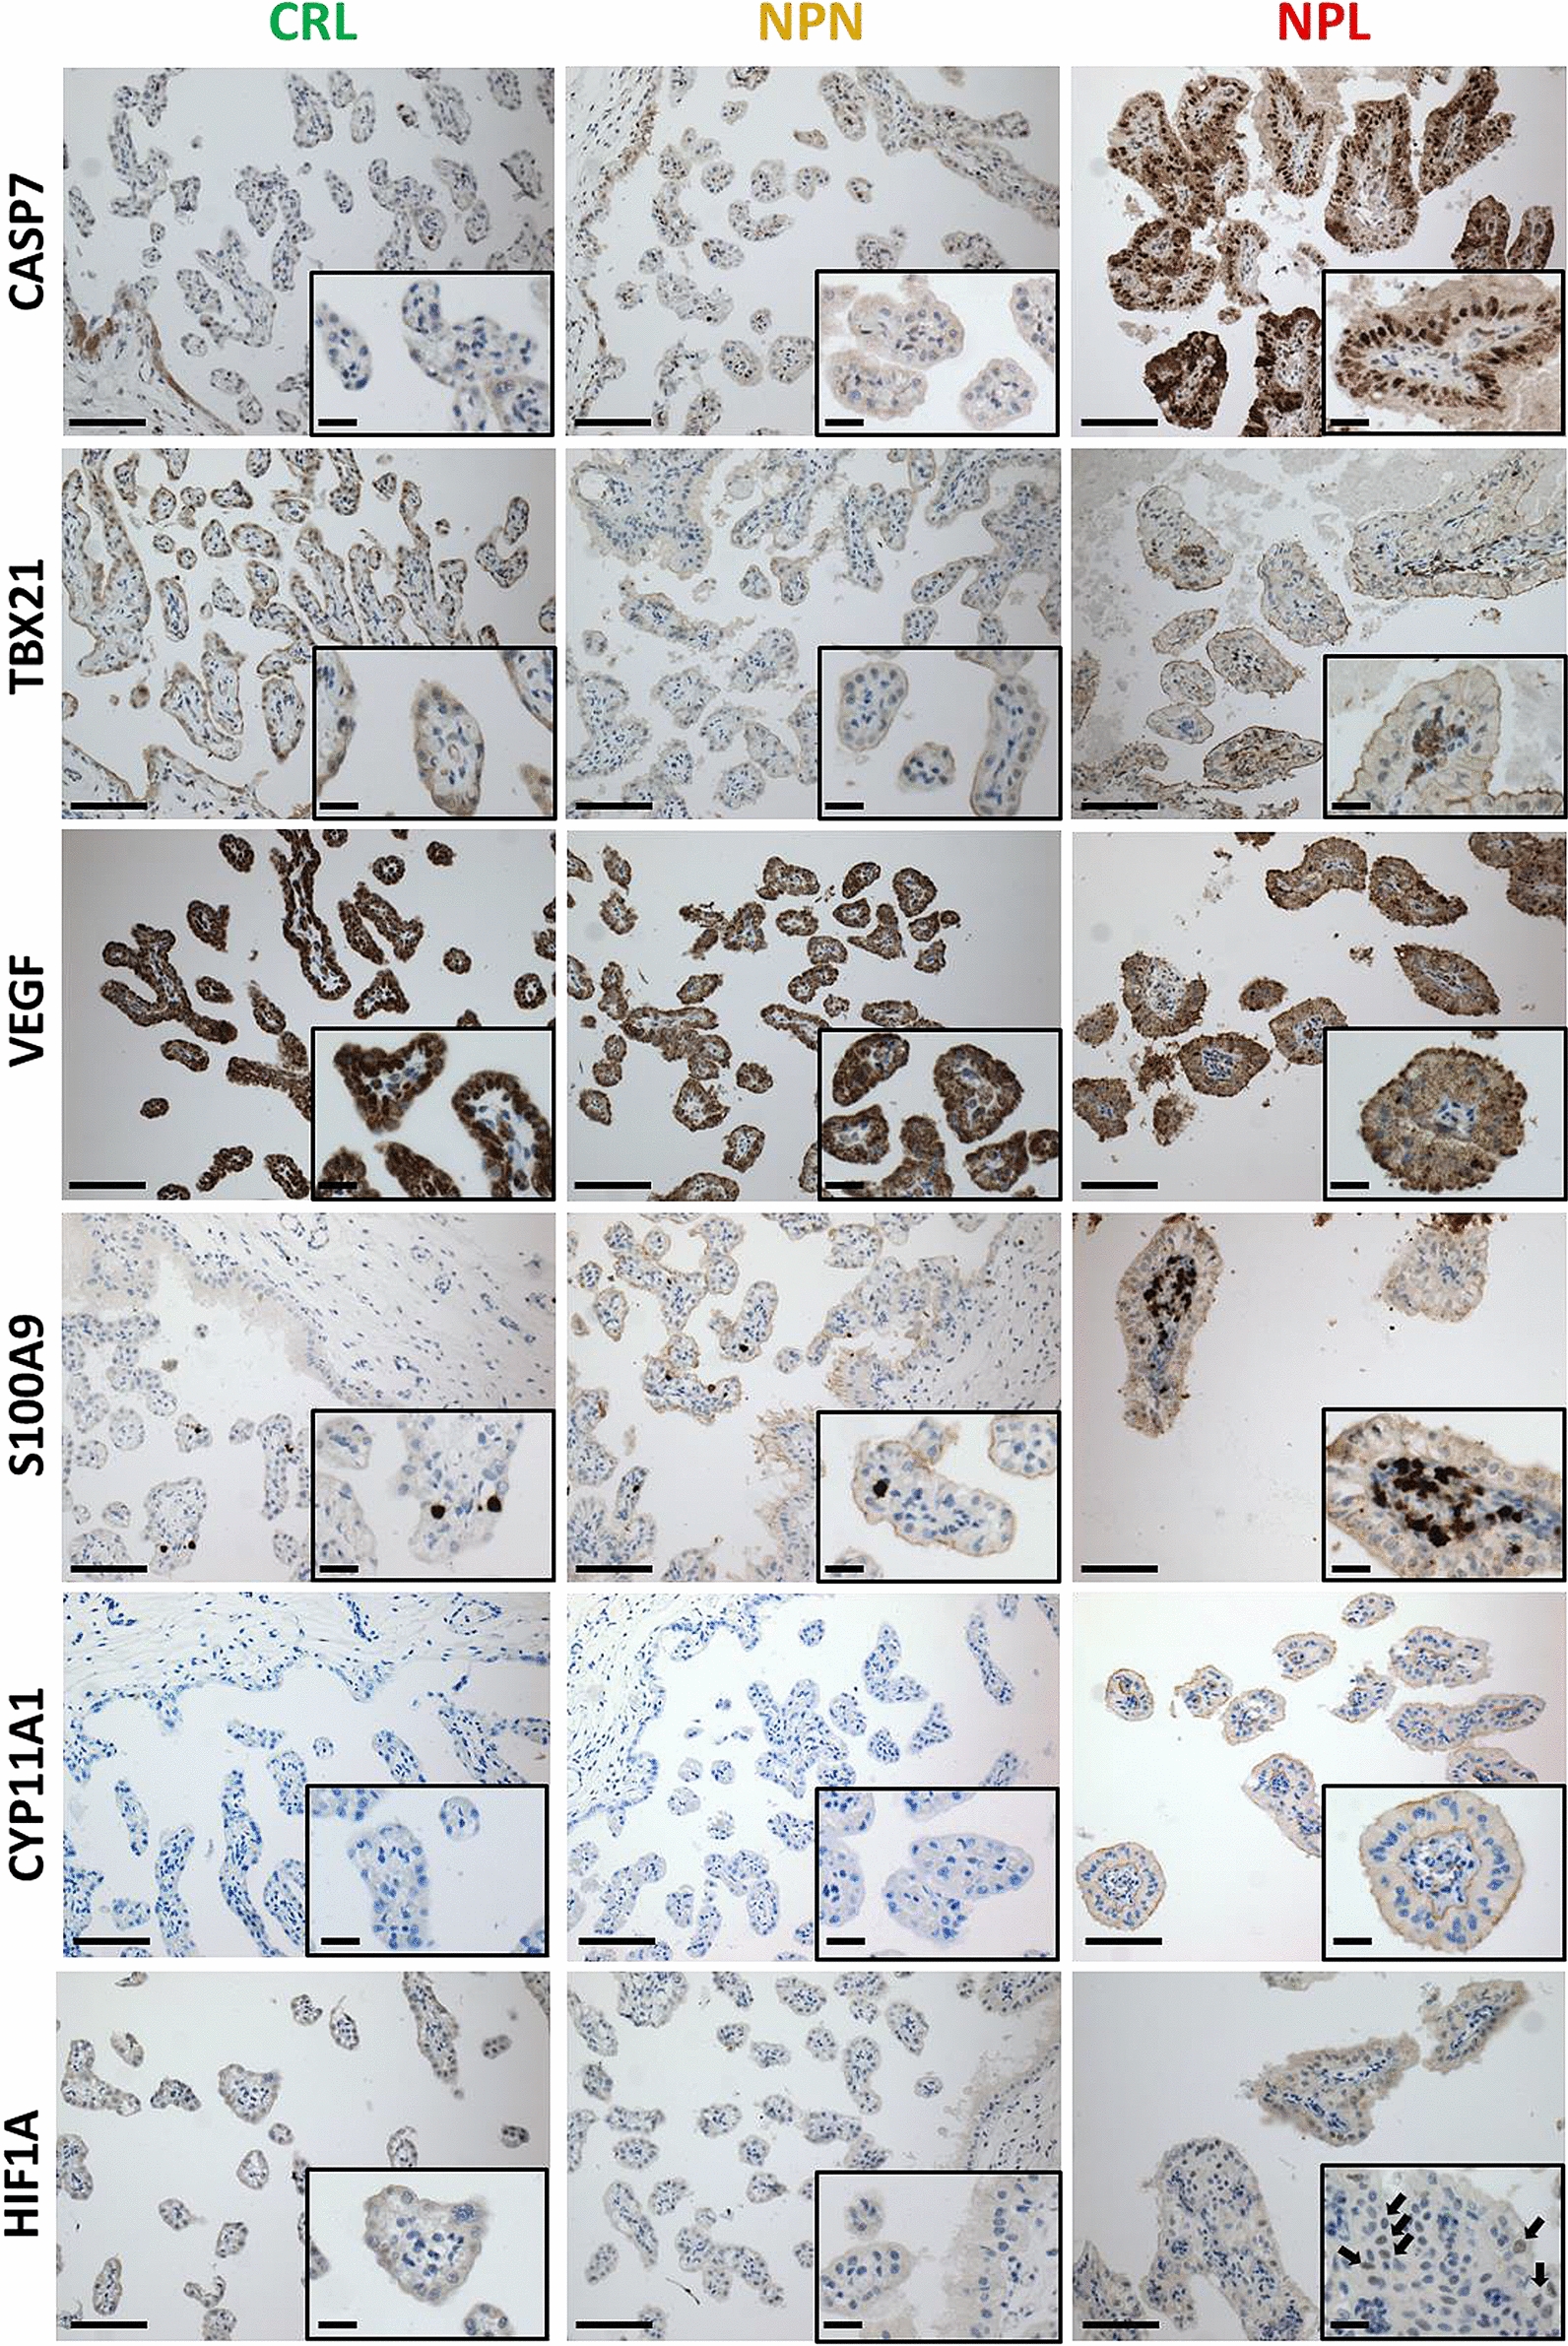
**Representative photomicrographs of the equine placenta retrieved from CRL, NPN, NPL, and immunostained for S100A9, CASP7, HIF1A, VEGF, TBX21, and CYP11A1.** Bar = 100 µm. Key; CRL; normal postpartum (control), NPL; nocardioform placentitis lesion, and NPN; nocardioform placentitis normal region, CASP7; caspase 7, HIF1A; hypoxia inducible Factor 1 subunit alpha, VEGF; vascular endothelial growth factor, CYP11A1; cytochrome P450 family 11 subfamily A member 1.

## Discussion

To the authors’ knowledge, this is the first study to assess transcriptomic changes in the CA of mares with spontaneous NP (*Amycolatopsis *spp*.*). The current study presents a distinct transcriptome signature of equine NP (*Amycolatopsis *spp.) and adds to the understanding of the key regulators and molecular mechanisms involved in the disease. Overall, a large number of genes were differentially expressed between NP-lesion and control mares, which is similar to studies on equine ascending placentitis [24–26] and human intra-amniotic infections [27]. Our results revealed that NP is dominated by Toll-like receptor signaling, inflammasome activation, inflammatory signaling and apoptosis. 

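The share of members that were higher in the lesion differed between the gene groups. Higher in NPL than in CRL were 4 of 8 Toll-like receptors, 8 of 11 inflammasome genes, 14 of 19 cytokines and 6 of 9 caspases (1 was lower). Higher too were 7 of 24 apoptosis regulators (3 were lower), 43 of 43 interferon-stimulated genes, 17 of 21 chemokines and 18 of 18 T cell markers. Members near 0 outside NPL were tested only if all 4 NPL libraries reached the filter. This raises the share in lists of such genes, so the shares do not rank the groups. The median log2 fold change in NPL against CRL was 1.08 over the Toll-like receptors, 2.06 over the inflammasome genes, 1.91 over the cytokines, 1.42 over the caspases and 0.14 over the apoptosis regulators. It was 3.54 over the interferon-stimulated genes, 2.88 over the chemokines and 2.20 over the T cell markers. The scale understates the change of genes with low FPKM, which the lists hold in unequal parts. At least 1 FPKM in CRL was reached by 31 of 43 interferon-stimulated genes but 3 of 18 T cell markers. The order of these medians is thus not an order of the responses. By camera, 32 of 46 lists passed the threshold in NPL against CRL, 23 higher and 9 lower, and 30 in NPL against NPN. None passed with an estimated correlation (lowest adjusted p = 0.063 and 0.0529), while 39 and 37 passed by fry.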

Although, the current study focused on the characterization of NP transcriptome associated with *Amycolatopsis spp*, which is the most common bacteria associated with this disease, further studies are still warranted to assess the transcriptome of NP associated with other bacteria (e.g., *Crossiella equi*, *Streptomyces atriruber* and *Streptomyces silaceus*).

Although, the NPN samples didn’t show significant difference in macroscopic and microscopic appearance (i.e., inflammation score) compared to CRL samples, we identified 89 DEGs in NPN vs. CRL set. This transcriptomic difference could be attributed to exocrine molecules released from the lesion (NPL) and consequently affect the transcriptome of unaffected tissue (NPN). This notion is supported by two recent retrospective studies which have described the serum profile of mares with focal mucoid placentitis (*n* = 6; two placentas were PCR positive for the *Amycolatopsis* ssp, while the other four had no bacteria detected) and found alterations in endocrine, cytokine, and feto-secretory markers in the weekly assessed samples [28, 29]. 

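Interferon-stimulated genes made up many of the genes that the study calls in NPN against CRL, and their level differed widely between the 4 NPN libraries. *IFI6*, which restrains apoptosis at mitochondria, was at 76.8, 187, 28.1 and 27.5 FPKM in NPN-1 to NPN-4 and at 9.96, 3.15, 18.3 and 17.9 FPKM in the CRL libraries (adjusted p = 1.0). *IFIT3*, which blocks the translation of viral RNA, was at 27.6, 71.3, 5.33 and 5.43 FPKM in NPN and 1.95, 1.11, 5.45 and 3.72 FPKM in CRL (adjusted p = 1.0). *OAS2*, a sensor of double-stranded RNA, was at 36.4, 50.2, 4.76 and 7.44 FPKM in NPN and 2.70, 1.42, 5.89 and 6.44 FPKM in CRL (adjusted p = 1.0). Of the 89 genes of Additional file 4 for this comparison, 28 were in the list of interferon-stimulated genes, all had the direction given by the paper, 29 had an unadjusted p under 0.05 and none passed the test in limma. Of the 72 genes higher in NPN by the paper, 67 lay above all 4 CRL libraries in NPN-1, 60 in NPN-2, 22 in NPN-3 and 39 in NPN-4. The 43 interferon-stimulated genes were higher in NPN as a group by camera (adjusted p = 1.0e-27, and adjusted p = 0.88 with an estimated correlation), with a median log2 fold change of 0.88. The paper's 89 genes come from the same libraries and had been seen when the list was written. Neither the shared directions nor the group test is therefore independent evidence. Macrophage and monocyte markers were higher too by camera (adjusted p = 1.6e-05, and adjusted p = 0.88 with an estimated correlation). Over 12 of these markers, taken because they were higher in NPL, the median share of the rise in NPL was 35.8, 11.1, -6.85 and 10.1% in NPN-1 to NPN-4. That of the interferon-stimulated genes was 20.1, 30.9, 0.574 and 1.17%. In NPL against CRL, 64 of the same genes of Additional file 4 were higher and 5 lower. By camera, macrophage and monocyte markers missed the threshold with the number of uniquely mapped reads as a covariate, where they turned lower (adjusted p = 0.54) and without NPN replicate 1 (adjusted p = 0.069).

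**Figure D2:**
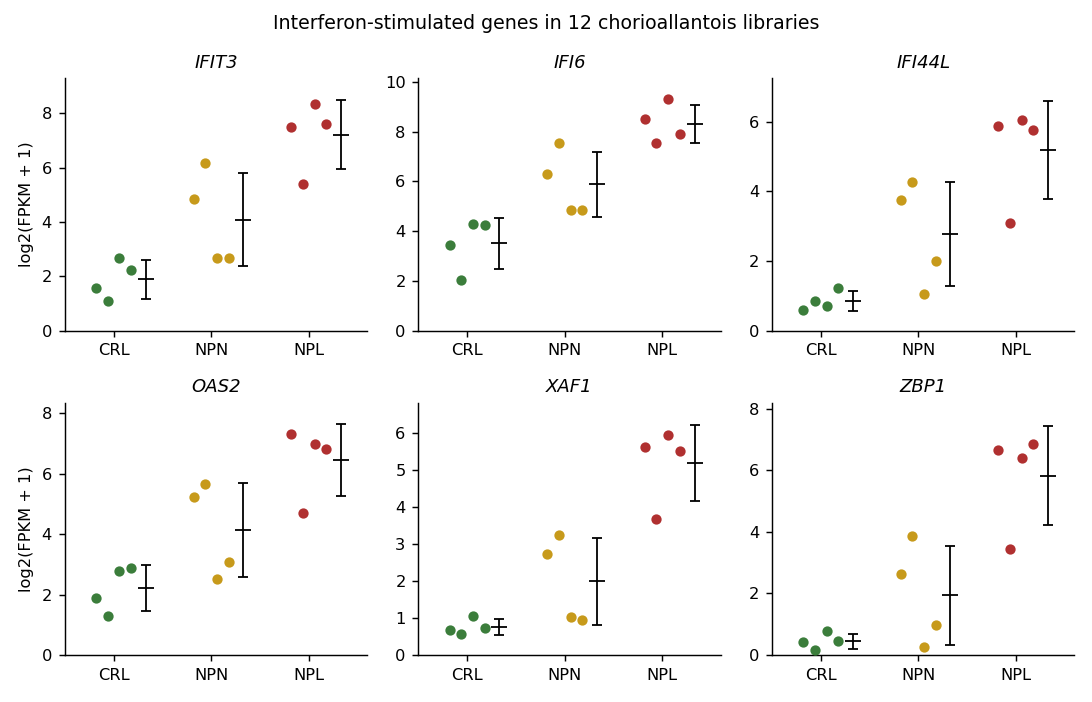
Expression of 6 interferon-stimulated genes as log2(FPKM + 1) in the 4 libraries of each group (dots), with the mean and SD of each group (black bars). In each panel the CRL libraries lie low, the NPN libraries spread from about the level of CRL upward, and the NPL libraries lie highest on average.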

In brief, these showed an increase in IL-2, IL-5, IL-6, IL-10 and TNF in the maternal serum. Interestingly, the present study revealed that IL-6 is a potential upstream regulator for the DEGs identified in NPL vs. NPN dataset, which again supports our notion. Additionally, the relatively small number of DEGs in the NPN vs. CRL set was reflected in the close clustering of NPN and CRL samples (low inflammation score) far from NPL samples (high inflammation score) in the PCA and the heatmap. Noteworthy, the present study identified 2189 DEGs (represent 69.5% of DEGs) in common between NPL vs. CRL and NPL vs. NPN sets. These DEGs are the main focus of this discussion section unless otherwise stated.

The central role of inflammatory mediators during placental infections is well established in women, mice and mares [12, 30–32]. Likewise, the current study demonstrated that equine NP is principally dominated by inflammatory and immune responses, as revealed by functional genomics analysis of DEGs. In brief, the NP transcriptome revealed the upregulation of a set of genes encoding the key regulators of the inflammatory cascade. These include pattern recognition receptors (PRRs) such as Toll-like receptors (*TLR*s) and Nod-like receptors (*NLR*s). Of note *TLRs* are the primary and earliest recognition mechanism for pathogen associated molecular patterns (PAMPs) unique to the microorganisms with subsequent activation of the inflammatory cascade [33, 34]. 

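*TLR3*, *TLR7* and *TLR8*, which sense RNA in endosomes, and *TLR2*, which senses bacterial lipoproteins, rose in the lesion. *TLR3*, the receptor of double-stranded RNA (ENSECAG00000000197, chromosome 27 of EquCab3.0 from 24238155 to 24254785), was at 3.59 ± 1.52 FPKM in CRL and 31.8 ± 18.2 FPKM in NPL (SD, n = 4 each), a log2 fold change of 2.76 (standard error 0.46, adjusted p = 8.9e-04). *TLR7* (log2 fold change 2.32, adjusted p = 0.0038) and *TLR8* (log2 fold change 1.97, adjusted p = 0.0029), receptors of single-stranded RNA, and *TLR2* (log2 fold change 1.21, adjusted p = 0.0061) were higher too. *TLR1*, the partner of *TLR2*, was at 0.834 ± 0.215 FPKM in CRL and 3.16 ± 2.73 FPKM in NPL (SD, n = 4 each), a difference that did not pass the test (adjusted p = 0.090). *TLR5*, the flagellin receptor, was at 0.791 ± 0.242 FPKM in CRL and 2.07 ± 1.32 FPKM in NPL (SD, n = 4 each), and did not pass either (adjusted p = 0.086). Of the 8 Toll-like receptor genes tested, 4 were higher and none was lower in NPL than in CRL. Over the list alone, the adjustment gave 6 higher and 1 lower, against 4 and none with depth as a covariate, chosen after seeing the data. Toll-like receptor genes were higher as a group by camera (adjusted p = 0.024, and adjusted p = 0.34 with an estimated correlation). Against NPN, 4 were higher and 1 was lower. None passed there with depth as a covariate, chosen after seeing the data. The test was passed by *TLR1* without NPL replicate 2 (adjusted p = 0.014) and *TLR5* without NPL replicate 2 (adjusted p = 0.035) and without NPL replicate 3 (adjusted p = 0.034).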

In the present study, several TLRs (*TLR1*, *TLR2*, *TLR3*, *TLR5*, *TLR7* and *TLR8*) were significantly upregulated in NP. It is noteworthy that TLR1/TLR2 heterodimers are responsible for recognition of gram-positive bacteria, consistent with the *Amycolatopsis spp.* infection. Meanwhile, TLR5 is responsible for recognition of bacterial flagellin [33]. On the other hand, TLR3, TLR7 and TLR8 are responsible for recognition of viruses [33]. The upregulation of the later TLRs might suggest presence of a viral component accompanying NP and/or indicate the upregulation of ligands that could activate these receptors [33]. This notion was somewhat supported by the overexpression of viral-related pathways (defense response to virus and negative regulation of viral genome replication) in NPL as indicated by gene ontology analysis. 

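Antiviral effectors that interferon induces rose together in the lesion. *ZBP1*, a sensor of left-handed nucleic acid that triggers necroptosis (ENSECAG00000017185, chromosome 22 of EquCab3.0 from 45118775 to 45129922), was at 0.382 ± 0.238 FPKM in CRL and 77.0 ± 46.5 FPKM in NPL (SD, n = 4 each), a log2 fold change of 5.39 (standard error 0.81, adjusted p = 4.4e-04). *IFIT2* (log2 fold change 4.91, adjusted p = 3.4e-04) and *IFIT3* (adjusted p = 4.3e-04), which bind viral RNA, were higher. *XAF1* (log2 fold change 4.43, adjusted p = 1.6e-04) and *IFI44L* (log2 fold change 4.34, adjusted p = 9.0e-04), also interferon-induced, rose too. *OASL*, a member of the oligoadenylate synthetase family, was listed at 0 in every CRL library and at 30.6, 2.88, 63.2 and 36.6 FPKM in NPL (adjusted p = 3.9e-04). Of the 43 interferon-stimulated genes tested, 43 were higher and none was lower in NPL than in CRL. An adjustment over the list alone gave 43 higher and none lower, and the fit with depth as a covariate, chosen after seeing the data, 38 and none. Interferon-stimulated genes were higher as a group by camera (adjusted p = 1.4e-18, and adjusted p = 0.22 with an estimated correlation). Against NPN, 37 were higher and none was lower. Fitted with depth as a covariate, chosen after seeing the data, none passed there. *IFNG* itself, the interferon of T and natural killer cells, was listed at 0 in all 4 CRL libraries and at 0.470, 0, 0.250 and 0 FPKM in NPL, below the filter of the test.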

Upstream regulator analysis revealed the central role of *TLRs* (*2*, *3*, *5*, *7*, and *8*) in NP. Furthermore, *TLR2*, *TLR7*, and *TLR8* showed up as hub genes in the turquoise module in the WGCNA database. Taking all together, these findings address the principal role of *TLRs* as key regulators triggering the inflammatory cascade associated with NP. Strategies to block TLRs hold potential for therapies to block the inflammatory cascade and to forestall NP. This notion is supported by studies showing that TLR antagonists (TLRAs) were highly effective in preventing preterm birth induced by lipopolysaccharides (LPS), heat-killed E. coli or platelet activating factor (PAF) in primates and mice [35, 36].

*NLR* signaling is a critical component in inflammasome activation [37]. Inflammasomes are cytosolic multi-protein complexes that orchestrate the inflammatory cascade [38]. Recently, we have elucidated that inflammasome activation is implicated in equine ascending placentitis [24]. Similarly, several inflammasome-related transcripts (*NLRC4*, *NLRC5*, *CASP1*, *IL1B*, *IL18*, and *GSDMD*) were significantly upregulated during NP in the current study. Moreover, *NLRC4*, *NLRC5*, *IL1B*, *IL18*, and *GSDMD* showed up as hub genes in the turquoise module in the WGCNA database. Furthermore, *IL1B* and *IL18* showed up as upstream regulators in the present study. 

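Most tested genes of the inflammasome, the complex that activates caspase-1 and matures interleukin 1 beta and 18, rose in the lesion. *GSDMD*, whose cleaved form opens pores in the membrane (ENSECAG00000015005, chromosome 9 of EquCab3.0 from 84383838 to 84387907), was at 2.41 ± 1.13 FPKM in CRL and 20.8 ± 9.50 FPKM in NPL (SD, n = 4 each), a log2 fold change of 2.60 (standard error 0.44, adjusted p = 9.5e-04). *CASP1*, the caspase of the complex, rose from 3.14 ± 0.543 to 15.8 ± 2.57 FPKM, a log2 fold change of 2.02 (standard error 0.25, adjusted p = 1.3e-04). *NLRC4* (log2 fold change 1.82, adjusted p = 0.0043), a sensor of bacterial flagellin and secretion systems, *NLRC5* (log2 fold change 2.06, adjusted p = 2.0e-04), a transactivator of class I genes, and *IL18* (log2 fold change 2.84, adjusted p = 1.6e-04), a cytokine that induces interferon gamma, were higher too. The adaptor *PYCARD* was at 18.5 ± 2.71 FPKM in CRL and 13.3 ± 2.59 FPKM in NPL (SD, n = 4 each), and did not pass the test (adjusted p = 0.24). Of the 11 inflammasome genes tested, 8 were higher and none was lower in NPL than in CRL. Within the list alone, 9 higher and none lower passed after adjustment, and 6 and none with depth as a covariate, chosen after seeing the data. Inflammasome genes were higher as a group by camera (adjusted p = 1.1e-04, and adjusted p = 0.14 with an estimated correlation). The paper names several of them, such as *CASP1* and *GSDMD*, as raised in the same samples, so these results are not independent evidence. In NPL against NPN, 9 were higher and none was lower. There, depth as a covariate, chosen after seeing the data, left none.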

Taken all together, these findings address the crucial role of *NLRs* in triggering the inflammatory response associated with NP. Therefore, targeting NLRs along with TLRs during NP might be promising for blocking the inflammatory cascade and to forestall placentitis-induced preterm birth. This notion is supported by recent studies showing that the treatment of intra-amniotic infection using NLR inflammasome inhibitors [39] resulted in inhibition of prostaglandin synthesis with subsequent prevention of infection-associated preterm birth in mice.

Among the mediators of inflammatory pathways, chemokines are crucial for the activation and recruitment of immune cells to the infection site [34, 40–43]. The infiltrating immune cells are implicated in local inflammation, partly by releasing cytokine and matrix metalloproteinases (MMPs). These molecular events have been reported in human chorioamnionitis and equine ascending placentitis [24, 34, 40–43]. Similarly, in the present study, members of these gene groups of chemokines (e.g., *CCL2*, *CCL8*, *CCL5*, *CXCL6*, and *S100A9*), cytokines (e.g., *IL1α*, *IL1β*, *IL6*, *IL7*, *IL15* and *IL18*), and MMPs (e.g., *MMP1, MMP3*, *MMP8*, and *MMP12*) were upregulated during NP. 

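Most of the chemokines and cytokines tested and a few matrix metalloproteinases rose in the lesion. *CCL8*, which attracts monocytes and T cells (ENSECAG00000038853, chromosome 11 of EquCab3.0 from 38814074 to 38816072), was at 1.53 ± 0.832 FPKM in CRL and 58.0 ± 56.8 FPKM in NPL (SD, n = 4 each), a log2 fold change of 4.01 (standard error 0.69, adjusted p = 0.0011). *CXCL6* (log2 fold change 2.90, adjusted p = 1.7e-06), an attractant of neutrophils, *CXCL8* (log2 fold change 4.31, adjusted p = 2.1e-04), the main one of them, and *CCL2* (log2 fold change 3.84, adjusted p = 0.0011) were higher too. Of the 21 chemokines tested, 17 were higher and none was lower in NPL than in CRL. The adjustment over the list alone left 17 higher and none lower, and depth as a covariate, chosen after seeing the data, left 16 and none. Chemokines were higher as a group by camera (adjusted p = 2.6e-09, and adjusted p = 0.063 with an estimated correlation). Against NPN, 17 were higher and none was lower. With depth as a covariate, chosen after seeing the data, 1 passed as higher and none as lower. Of the cytokines, *IL1A* (log2 fold change 2.77, adjusted p = 0.0028), an alarm signal of dying cells, *IL15* (log2 fold change 1.95, adjusted p = 9.5e-04), a growth factor of natural killer cells, and *IL7* (log2 fold change 1.98, adjusted p = 0.0016), a survival factor of lymphocytes, rose. Of the 19 cytokines tested, 14 were higher and none was lower in NPL than in CRL. Taken alone, the list gave 14 higher and none lower after adjustment, and 12 and none with depth as a covariate, chosen after seeing the data. Cytokines were higher as a group by camera (adjusted p = 6.2e-07, and adjusted p = 0.14 with an estimated correlation). *MMP12*, the elastase of macrophages, was at 0.0894 ± 0.00388 FPKM in CRL and 2.12 ± 1.00 FPKM in NPL (SD, n = 4 each), a log2 fold change of 1.46 (standard error 0.22, adjusted p = 5.0e-04). *MMP9* (log2 fold change 2.28, adjusted p = 0.0016), a gelatinase, and *MMP8* (log2 fold change 1.75, adjusted p = 0.039), the collagenase of neutrophils, were higher. *MMP1* was at 37.0 ± 33.9 FPKM in CRL and 142 ± 119.8 FPKM in NPL (SD, n = 4 each), which did not pass the test (adjusted p = 0.18). *MMP3* was at 3.00 ± 2.86 FPKM in CRL and 2.22 ± 1.34 FPKM in NPL (SD, n = 4 each), and did not pass either (adjusted p = 0.90). Of the 12 matrix metalloproteinases tested, 5 were higher and none was lower in NPL than in CRL. Adjusting over the list alone gave 5 higher and none lower, and depth as a covariate, chosen after seeing the data, gave 4 and none. Matrix metalloproteinases did not pass camera as a group (adjusted p = 0.072). With 1 library left out, the threshold was missed by *MMP8* (adjusted p = 0.083, 0.086, 0.062, 0.070 and 0.0520 without CRL replicates 1, 2, 3 and 4 and NPN replicate 2, respectively). *MMP8* also missed the threshold without the filter on low values (adjusted p = 0.061), after quantile normalization (adjusted p = 0.063) and in a fit of only the 8 libraries compared (adjusted p = 0.086). The call ended for *MMP8* (log2 fold change 1.50, standard error 0.73 in place of 0.58, adjusted p = 0.19) with the number of uniquely mapped reads as a covariate, used for single genes after seeing the data. The test was passed by *MMP1* without NPL replicate 1 (adjusted p = 0.028). Of the genes that did not pass, the sign reversed for the difference in *MMP3* with a pseudocount of 0.1 (log2 fold change 0.06), with a pseudocount of 0.01 (log2 fold change 0.12), without CRL replicate 3 (log2 fold change 0.32) and without NPL replicate 2 (log2 fold change 0.12).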

The upregulation of MMPs is implicated in extracellular matrix (ECM) degradation and apoptosis [24, 44–48]. Likewise, the apoptosis signaling pathway and several apoptosis-related genes (*CASP3*, *CASP4*, *CASP7*, *CASP8*, and *CASP10*) were overexpressed during NP. 

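Several initiator and executioner caspases, the proteases that dismantle a dying cell, rose in the lesion. *CASP3*, the main executioner (ENSECAG00000022197, chromosome 27 of EquCab3.0 from 25463043 to 25472272), was at 4.01 ± 1.42 FPKM in CRL and 15.9 ± 5.27 FPKM in NPL (SD, n = 4 each), a log2 fold change of 1.74 (standard error 0.27, adjusted p = 5.8e-04). *CASP4*, which senses intracellular lipopolysaccharide, rose from 17.3 ± 4.10 to 75.9 ± 13.5 FPKM, a log2 fold change of 2.08 (standard error 0.29, adjusted p = 2.8e-04). *CASP10* (log2 fold change 1.42, adjusted p = 0.0015) and *CASP8* (log2 fold change 0.71, adjusted p = 0.035), initiators that act at death receptors, were higher too. *CASP9*, the initiator of the mitochondrial pathway, was at 2.65 ± 0.856 FPKM in CRL and 4.49 ± 1.06 FPKM in NPL (SD, n = 4 each), which did not pass the test (adjusted p = 0.057). Of the 9 caspases tested, 6 were higher and 1 was lower in NPL than in CRL. When adjusted over the list alone, 7 higher and 1 lower passed, and 6 and none with depth as a covariate, chosen after seeing the data. Caspases were higher as a group by camera (adjusted p = 0.0018, and adjusted p = 0.14 with an estimated correlation). In NPL against NPN, 6 were higher and none was lower. Fitted with depth as a covariate, chosen after seeing the data, none passed there. A call that ended without 1 of the libraries was that of *CASP8* (adjusted p = 0.063, 0.10, 0.088, 0.082, 0.072 and 0.094 without CRL replicates 1, 3 and 4 and NPL replicates 1, 3 and 4, respectively). *CASP8* also missed the threshold after quantile normalization (adjusted p = 0.0508) and in a fit of only the 8 libraries compared (adjusted p = 0.082). A covariate for the number of uniquely mapped reads, used for single genes after seeing the data, ended the call of *CASP8* (log2 fold change 0.66, standard error 0.29 in place of 0.23, adjusted p = 0.14). The test was passed by *CASP9* with the number of uniquely mapped reads as a covariate, used for single genes after seeing the data (adjusted p = 0.023), without CRL replicate 3 (adjusted p = 0.033) and without NPL replicate 4 (adjusted p = 0.024).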

The implication of MMPs and apoptosis in placental separation have been described during term and preterm labor in women, mares and ruminants [24, 44–48]. Among the previously discussed molecules, *IL1α*, *IL1β*, *IL6*, *IL7*, *IL18*, *CCL5*, *S100A9*, and *CASP3* showed up as upstream regulators for NP. Moreover, *CCL* (*2*, *3*, *7*, and *8*), *CXCL* (*6*, *8*, and *10*), *IL* (*1α*, *1β*, *6*, *7*, *18*), *CASP* (3, 4, 7, 8, and 10), *S100A9* and *MMP8* showed up as hub genes in NP as elucidated by WGCNA. Additionally, our results revealed that the infiltrating immune cells significantly affected the transcriptomic signature of nocardioform placentitis. For instance, the inflammation score trait (i.e., degree of immune cell infiltration) showed the highest adjacency to the turquoise module, which is the largest module (includes 54.71% of DEGs) in WGCNA dataset. Therefore, the DEGs in this module might be triggered by the infiltration of the placenta by immune cells. 

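Several chemokines that recruit monocytes, T cells and neutrophils rose in the lesion against both groups. *CCL7*, an attractant of monocytes (ENSECAG00000036715, chromosome 11 of EquCab3.0 from 38869995 to 38872046), was at 0.165 ± 0.215 FPKM in CRL and 8.19 ± 5.77 FPKM in NPL (SD, n = 4 each), a log2 fold change of 2.74 (standard error 0.44, adjusted p = 7.2e-04). *CCL3*, an attractant of macrophages and T cells, was listed at 0 in every CRL library and at 5.90, 2.72, 10.7 and 9.16 FPKM in NPL (adjusted p = 3.2e-05). *CXCL9* (log2 fold change 4.68, adjusted p = 1.5e-04), which acts through the same receptor as *CXCL10*, rose alongside. Against NPN, *CXCL8* had a log2 fold change of 3.76 (standard error 0.57, adjusted p = 5.7e-04) and *CCL2* had a log2 fold change of 2.73 (standard error 0.66, adjusted p = 0.0094). Fitted with the number of uniquely mapped reads as a covariate, used for single genes after seeing the data, the threshold was missed by *CXCL8* (log2 fold change 3.13, standard error 1.28 in place of 0.57, adjusted p = 0.27) and *CCL2* (log2 fold change 3.04, standard error 1.50 in place of 0.66, adjusted p = 0.35), each in NPL against NPN.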

In support, pathway analysis of these DEGs revealed that they are involved in pathways related to inflammatory cascade and immune response. Taken together, these findings highlight the central role of immune cells in orchestrating the localized placental inflammation and consequent placental separation during NP.

Although the recruitment of immune cells to the infection site is a principal element of the innate immune response against the invading pathogenic microorganism, host defense peptides (HDPs), also known as antimicrobial peptides (AMPs), represent another vital element in this immune response [49–51]. HDPs represent potent and broad-spectrum antimicrobial properties. The expression of genes coding for HDPs is induced by transcription factors due to the activation of *TLRs* [49–51]. We recently reported that equine ascending placentitis is associated with upregulation of several genes coding for HDPs [24]. In agreement, NP was associated with upregulation of several HDPs such as lysozyme (*LYZ)*, peptidase inhibitor 3 (*PI3*), secretory phospholipase A2 (*sPLA2*; *PLA2G2A*), myeloid cathelicidin 3 (*ECATH3*), granulysin (*GNLY*), secretory leukocyte peptidase inhibitor (*SLPI*), acid phosphatase 5, tartrate resistant (*ACP5*), and psoriasis (*S100A7*). 

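Several host defense peptides of epithelium and leukocytes rose in the lesion, while the collectins *COLEC11* and *COLEC10* fell. *PI3*, elafin, an inhibitor of neutrophil elastase with antimicrobial action (ENSECAG00000014295, chromosome 22 of EquCab3.0 from 35155086 to 35157165), was at 11.4 ± 8.22 FPKM in CRL and 107 ± 31.7 FPKM in NPL (SD, n = 4 each), a log2 fold change of 3.52 (standard error 0.62, adjusted p = 0.0012). *LYZ*, lysozyme, which cuts bacterial peptidoglycan, rose from 3.78 ± 1.31 to 53.4 ± 46.8 FPKM, a log2 fold change of 3.20 (standard error 0.54, adjusted p = 9.6e-04). *ACP5* (log2 fold change 3.09, adjusted p = 5.9e-05), the acid phosphatase of macrophages, and *SLPI* (log2 fold change 1.33, adjusted p = 5.0e-04), an inhibitor of leukocyte proteases, were higher. *GNLY*, a pore-forming peptide of cytotoxic cells, was listed at 0 in every CRL library and at 4.85, 7.58, 2.38 and 7.49 FPKM in NPL (adjusted p = 2.7e-05). *PLA2G2A*, a secretory phospholipase, was at 4.14 ± 6.00 FPKM in CRL and 11.2 ± 17.5 FPKM in NPL (SD, n = 4 each), which did not pass the test (adjusted p = 0.60). *ECATH-3*, a cathelicidin, was below the filter of the test at 0.260, 0.445, 3.23 and 6.51 FPKM in NPL and 0 in each CRL library. *COLEC11* (log2 fold change -1.97, adjusted p = 4.1e-05) and *COLEC10* (log2 fold change -1.85, adjusted p = 5.4e-04), collectins that bind microbial sugars, were lower. Of the 17 host defense peptide genes tested, 10 were higher and 1 was lower in NPL than in CRL. There were 10 higher and 1 lower when adjusted over the list alone, and 9 and none with depth as a covariate, chosen after seeing the data. Host defense peptide genes were higher as a group by camera (adjusted p = 2.7e-04, and adjusted p = 0.14 with an estimated correlation). The paper names several of them, such as *LYZ* and *PI3*, as raised in the same samples, so these results are not independent evidence. Against NPN, 10 were higher and 1 was lower. With depth as a covariate, chosen after seeing the data, 1 passed as higher and none as lower. Of the genes that did not pass, the sign reversed for the difference in *PLA2G2A* without NPL replicate 1 (log2 fold change -0.12).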

In line with our findings, the upregulation of several HDPs has been reported in women with intra-amniotic infection [52, 53] and mares with ascending placentitis [24]. Additionally, several reports have described the impressive in vivo activities of HDPs [54, 55]. As a result, there has been growing interest in HDPs as new treatment strategies for bacterial infections [54, 55]. So far, the efficacy of HDPs as a potential treatment for equine NP has not been tested.

In addition to the activation of the innate immune response, NP also appears to lead to an upregulation of the adaptive immune system, including T cell lymphocyte development and proliferation. T cell lymphocytes are believed to be crucial for pregnancy maintenance and proper embryo development, in addition to antigen-specific defense against pathogen [56, 57]. While Th1 and Th2 cell types are essential for defense against intracellular and extracellular pathogens respectively, it is the balance between Th17 and Treg response which allows the body to carry the pregnancy to term [24]. A disruption of this balance has been indicated in various pregnancy-related complications, including amniotic and placental infection [58–60] and recurrent unexplained abortion [61–64]. In the present study, NP was associated with an increase in factors relating to the Th1 response (*STAT1*, *STAT4*, *TBX21*, *IL15*, *IL18*). 

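Genes of the Th1 response, which drives defense against intracellular pathogens, rose in the lesion. *STAT1*, which carries the signal of interferon gamma (ENSECAG00000009039, chromosome 18 of EquCab3.0 from 67414944 to 67452346), was at 15.9 ± 3.40 FPKM in CRL and 91.1 ± 28.9 FPKM in NPL (SD, n = 4 each), a log2 fold change of 2.40 (standard error 0.32, adjusted p = 2.3e-04). *STAT4*, which carries that of interleukin 12, rose from 0.229 ± 0.0834 to 3.19 ± 1.60 FPKM, a log2 fold change of 1.70 (standard error 0.22, adjusted p = 1.7e-04). *IL18RAP* (log2 fold change 1.83, adjusted p = 7.2e-04), a chain of the interleukin 18 receptor, was higher as well. Of the 6 Th1 genes tested, 6 were higher and none was lower in NPL than in CRL. Only 2 of the 6 had at least 1 FPKM in CRL. The filter admits genes near 0 outside NPL only if all 4 NPL libraries reach it, which partly set this count. Over the list alone, the adjustment gave 6 higher and none lower, against 6 and none with depth as a covariate, chosen after seeing the data. Th1 genes were higher as a group by camera (adjusted p = 1.6e-05, and adjusted p = 0.14 with an estimated correlation). The paper names *STAT1*, *STAT4*, *TBX21*, *IL15* and *IL18* as raised in these samples, so neither the count nor the group test is independent evidence. *IL12B*, the cytokine chain that induces Th1 cells, was below the filter of the test at 0.0951, 0.193, 0.101 and 0 FPKM in NPL and 0 in each CRL library.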

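Most of the tested genes tied to the Th17 and to the Treg response rose in the lesion. *BATF*, a transcription factor that Th17 cells need (ENSECAG00000016422, chromosome 24 of EquCab3.0 from 20794304 to 20814732), was listed at 0 in every CRL library and at 3.19, 1.71, 0.918 and 7.27 FPKM in NPL (adjusted p = 0.0014). *IL21R* (log2 fold change 2.31, adjusted p = 2.5e-04), the receptor of interleukin 21, and *IL17RC* (log2 fold change 0.84, adjusted p = 0.027), a chain of the interleukin 17 receptor, were higher in NPL. Of the 10 Th17 genes tested, 7 were higher and none was lower in NPL than in CRL. An adjustment over the list alone gave 7 higher and none lower, and the fit with depth as a covariate, chosen after seeing the data, 6 and none. Th17 genes were higher as a group by camera (adjusted p = 5.3e-04, and adjusted p = 0.14 with an estimated correlation). Of the Treg genes, *FOXP3*, their master transcription factor, rose from 0.0705 ± 0.0814 to 3.34 ± 2.53 FPKM (SD, n = 4 each), a log2 fold change of 1.84 (standard error 0.33, adjusted p = 0.0013). *IL2RA*, the high-affinity chain of the interleukin 2 receptor, was listed at 0 in every CRL library and at 4.20, 0.876, 6.07 and 10.8 FPKM in NPL (adjusted p = 9.4e-04). *SELL* (log2 fold change 3.50, adjusted p = 0.0014), which lets leukocytes enter lymph nodes, *CXCR4* (log2 fold change 2.19, adjusted p = 0.0086), a chemokine receptor, and *IL10RA* (log2 fold change 1.70, adjusted p = 0.012), a chain of the interleukin 10 receptor, were higher. Of the 9 Treg genes tested, 7 were higher and none was lower in NPL than in CRL. Within the list alone, 8 higher and none lower passed after adjustment, and 6 and none with depth as a covariate, chosen after seeing the data. Treg genes were higher as a group by camera (adjusted p = 2.7e-04, and adjusted p = 0.25 with an estimated correlation). The paper names *BATF*, *IL17RC*, *IL21R* and *S100A9* of the Th17 list and *CXCR4*, *SELL*, *IL2RA* and *IL10RA* of the Treg list as raised. The results of both lists are thus not independent evidence. *IL17A*, the cytokine that names the Th17 cells, was listed at 0 in all 12 libraries. Leaving out 1 library ended the call of *IL17RC* (adjusted p = 0.071, 0.075, 0.074 and 0.056 without CRL replicates 1 and 4 and NPL replicates 1 and 3, respectively). *IL17RC* also missed the threshold after quantile normalization (adjusted p = 0.064). When uniquely mapped reads entered the fit as a covariate, which was done for single genes after seeing the data, the threshold was missed by *CXCR4* (log2 fold change 2.00, standard error 0.68 in place of 0.53, adjusted p = 0.061).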

An upregulation of various Th17-related transcripts was associated with NP (*BATF*, *IL17RC*, *IL21R*, *S100A9*), but this was alongside a similar increase in Treg-related transcripts (*CXCR4*, *SELL*, *IL2RA*, *IL10RA*). An increasing Th17 response along with a dysregulated Treg response has been noted in various types of pregnancy-related complications [57, 59, 63, 65, 66], and yet both apparently increased in NP. This dual increase may explain the response to the pathogen and the chronic nature of this disease, as all affected fetuses resulted in live birth. 

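Of the transcription factors that steer the T cell subsets, *STAT5A*, which acts downstream of interleukin 2, rose from 6.26 ± 0.374 to 12.7 ± 4.02 FPKM (SD, n = 4 each), a log2 fold change of 0.87 (standard error 0.19, adjusted p = 0.0048). *GATA3*, which steers Th2 cells and also acts in trophoblast, was at 35.4 ± 5.34 FPKM in CRL and 47.5 ± 17.6 FPKM in NPL (SD, n = 4 each; adjusted p = 0.41). *STAT6*, which acts downstream of interleukin 4, was at 15.6 ± 1.48 FPKM in CRL and 21.2 ± 6.94 FPKM in NPL (SD, n = 4 each; adjusted p = 0.23). *STAT3*, which acts in Th17 cells, was at 20.5 ± 0.380 FPKM in CRL and 17.8 ± 4.49 FPKM in NPL (SD, n = 4 each; adjusted p = 0.53). The cytokine *TGFB1*, which induces Treg and Th17 cells, was at 8.72 ± 1.86 FPKM in CRL and 11.6 ± 5.65 FPKM in NPL (SD, n = 4 each; adjusted p = 0.56). These 4 genes did not pass the test. Of the 4 Th2 genes tested, 2 were higher and none was lower in NPL than in CRL. The adjustment over the list alone left 2 higher and none lower, and depth as a covariate, chosen after seeing the data, left 2 and none. *CCR8*, a receptor of Th2 and Treg cells, was listed at 0 in every CRL library and at 1.42, 1.45, 3.60 and 2.20 FPKM in NPL (adjusted p = 1.1e-04). *IL4*, *IL5*, *IL13*, *IL21* and *IL22*, cytokines of these subsets, had under 0.5 FPKM on average in each group and were below the filter of the test, as were *IL2*, *IL17F* and *IL25*.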

The expression pattern of T-cells related transcripts in NPL vs. CRL is summarized in Figure 10.

**Figure 10:**
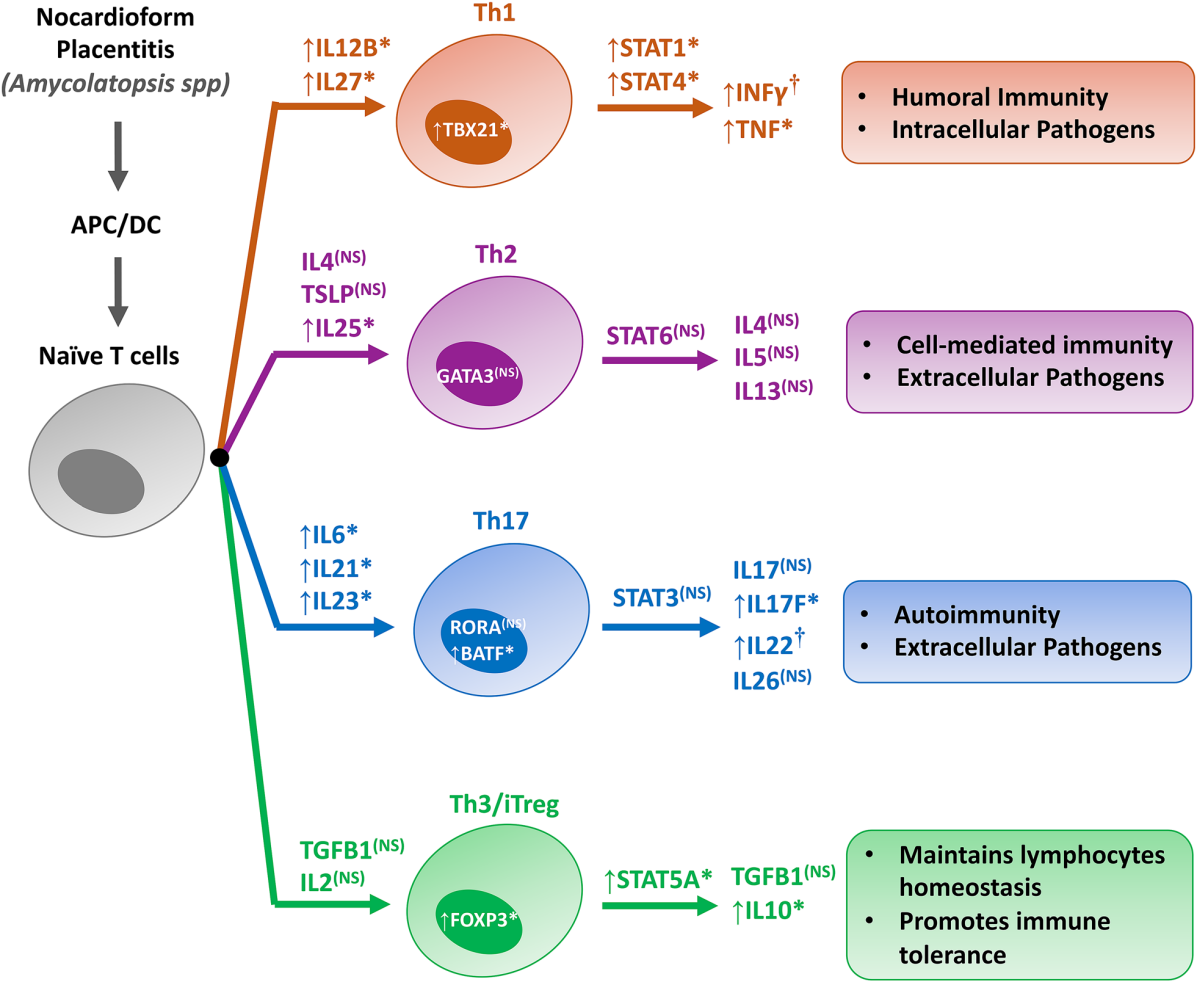
**Schematic illustration elucidating the expression pattern of T. cells related transcripts during NPL in comparison to CRL**. The FPKM of the selected genes were extracted from the transcriptome dataset and analyzed using student T-test. The arrow directions indicate if the transcript is upregulated or downregulated in NPL in comparison to CRL. Key; CRL; normal postpartum (control), NPL; nocardioform placentitis lesion, TBX21; T-Box Transcription Factor 21, IL; Interleukin, STAT; signal transducer and activator of transcription.

In the current study, placental inflammation was associated with aberrant expression of several placenta-regulatory genes. For example, placenta-specific 8 (*PLAC8*), and galectin 1 (*LGALS1*) were significantly upregulated during NP, while placenta-specific ATP-Binding Cassette Transporter (*ABCG2*), chorion-specific transcription factor GCMa (*GCM1*), endothelial PAS domain protein 1 (*EPAS1*), and nuclear receptor subfamily 3 group C member 1 (*NR3C1*) were significantly downregulated during the disease. Similarly, we recently reported that equine ascending placentitis is accompanied by abnormal expression of *PLAC8*, *LGALS1*, *ABCG2*, *GCM1*, and *NR3C1* [24, 67]. It is likely that the altered expression of these placenta-regulatory genes will adversely affect the placental functions during placentitis.

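*PLAC8B* and *LGALS1* rose in the lesion, and the trophoblast and vascular regulators *ABCG2*, *GCM1*, *EPAS1* and *NR3C1* fell. *ABCG2*, the efflux transporter that keeps foreign compounds from the fetus (ENSECAG00000009773, chromosome 3 of EquCab3.0 from 51022102 to 51152940), fell from 26.8 ± 4.33 to 4.05 ± 1.51 FPKM (SD, n = 4 each), a log2 fold change of -2.50 (standard error 0.21, adjusted p = 1.0e-05). *GCM1* was at 87.7 ± 98.3 FPKM in NPL, a log2 fold change of -3.71 (standard error 0.82, adjusted p = 0.0049) against CRL. *EPAS1* (log2 fold change -1.57, adjusted p = 0.016), the hypoxia-inducible factor 2 alpha, and *NR3C1* (log2 fold change -0.94, adjusted p = 6.9e-04), the glucocorticoid receptor, were lower too. *LGALS1*, galectin 1, a lectin that dampens T cells, rose from 49.1 ± 9.27 to 296 ± 108 FPKM, a log2 fold change of 2.51 (standard error 0.32, adjusted p = 1.7e-04). *PLAC8B*, the symbol under which the files list *PLAC8*, a gene of leukocytes and trophoblast, rose from 2.16 ± 2.03 to 233 ± 138 FPKM, a log2 fold change of 6.00 (standard error 1.04, adjusted p = 0.0011), and was at 34.6, 82.4, 1.98 and 4.28 FPKM in the NPN libraries. Against NPN, 2 of these 6 genes were higher and 4 lower (none with depth as a covariate, chosen after seeing the data), and since the study chose them on the same samples their direction is not independent evidence. Of the 20 trophoblast markers tested, 5 were higher and 7 were lower in NPL than in CRL. Taken alone, the list gave 5 higher and 7 lower after adjustment, and 3 and 4 with depth as a covariate, chosen after seeing the data. Trophoblast markers did not pass camera as a group (adjusted p = 0.38). *ELF5* (log2 fold change -1.27, adjusted p = 0.0026) and *HAND1* (log2 fold change -1.94, adjusted p = 0.0045), transcription factors of trophoblast, fell, while *KRT7* (log2 fold change 1.79, adjusted p = 9.8e-05) and *KRT8* (log2 fold change 1.81, adjusted p = 2.3e-04), keratins of simple epithelium, rose. Depth as a covariate (uniquely mapped reads, used for single genes after seeing the data) ended the call of *EPAS1* (log2 fold change -1.64, standard error 0.55 in place of 0.43, adjusted p = 0.058).

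**Figure D3:**
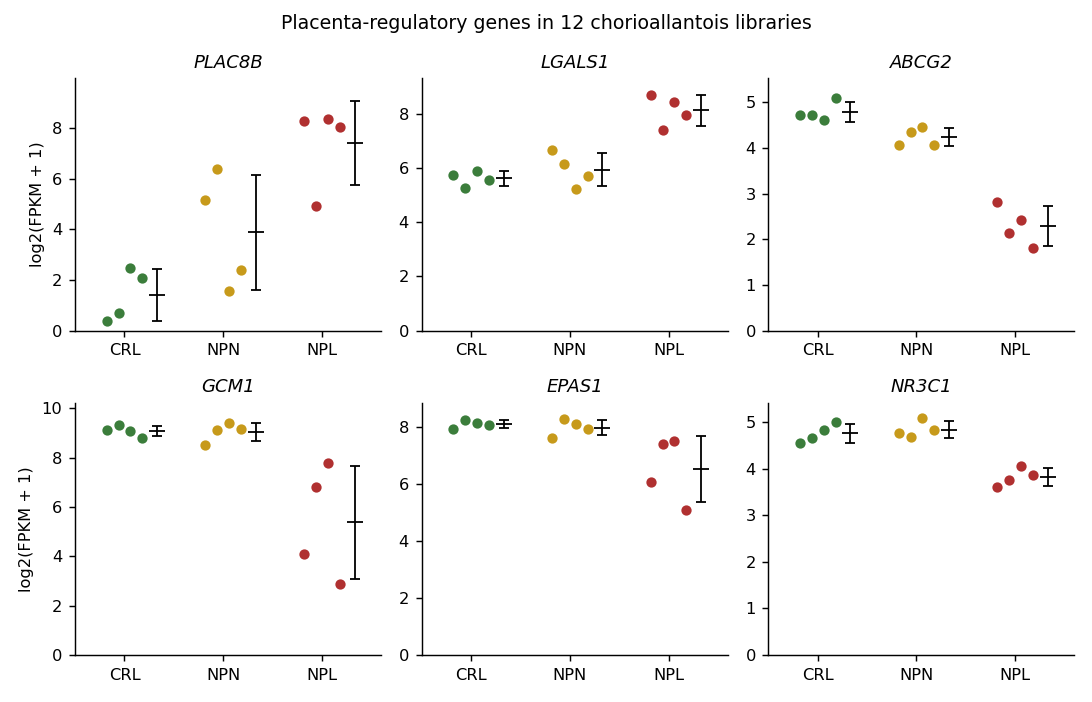
Expression of 6 genes that the paper names as placenta-regulatory, as log2(FPKM + 1) in the 4 libraries of each group (dots), with the mean and SD of each group (black bars). The 4 NPL libraries lie above the CRL libraries for PLAC8B and LGALS1 and below them for ABCG2, GCM1, EPAS1 and NR3C1.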

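*IGFBP6* and *IGFBP2*, binding proteins of the insulin-like growth factors, rose in the lesion, while the receptor *IGF2R* fell. *IGFBP6*, which binds IGF2 (ENSECAG00000019633, chromosome 6 of EquCab3.0 from 71024207 to 71027886), was at 3.94 ± 1.75 FPKM in CRL and 28.3 ± 10.4 FPKM in NPL (SD, n = 4 each), a log2 fold change of 2.54 (standard error 0.39, adjusted p = 5.1e-04), and 4.00 FPKM on average in NPN (adjusted p = 5.4e-04 against NPL). *IGFBP2*, which binds IGF1 and IGF2, was at 2.03 ± 1.29 FPKM in CRL and 6.32 ± 3.83 FPKM in NPL (SD, n = 4 each), a log2 fold change of 1.24 (standard error 0.42, adjusted p = 0.043). *IGF2R*, the receptor that clears IGF2, fell from 63.8 ± 8.29 to 31.8 ± 8.17 FPKM, a log2 fold change of -1.01 (standard error 0.18, adjusted p = 0.0014). *IGF1R*, the signaling receptor, was at 16.6 ± 3.50 FPKM in CRL and 9.27 ± 5.93 FPKM in NPL (SD, n = 4 each), which did not pass the test (adjusted p = 0.064). The call ended, with 1 library left out, for *IGFBP2* (adjusted p = 0.12, 0.11, 0.11, 0.075, 0.067 and 0.0538 without CRL replicates 2 and 4, NPL replicates 1, 3 and 4 and NPN replicate 3, respectively). *IGFBP2* also missed the threshold with a pseudocount of 0.01 (adjusted p = 0.0533), without the filter on low values (adjusted p = 0.068), after quantile normalization (adjusted p = 0.0546) and in a fit of only the 8 libraries compared (adjusted p = 0.0527). The call ended for *IGFBP6* in NPL against NPN (log2 fold change 2.37, standard error 0.88 in place of 0.39, adjusted p = 0.23) with the number of uniquely mapped reads as a covariate, used for single genes after seeing the data. The test was passed by *IGF1R* without NPL replicate 2 (adjusted p = 0.024) and without NPL replicate 3 (adjusted p = 0.021).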

Within the NP transcriptome signature, we identified aberrant expression of genes in insulin-like growth factor (IGF) signaling: *IGFBP2*, *IGFBP6*, *IGFR1*, and *IGFR2*. The upregulation of the *IGFBP2* and *IGFBP6* could have multiple paracrine and autocrine consequences throughout the context of NP. Secreted IGFBP2 and IGFBP6 have a high affinity for IGF1 and IGF2, respectively, reducing their bioavailability to activate IGF signaling [68]. Similarly, we have recently reported that equine ascending placentitis is associated with upregulation of *IGFBP2*, *IGFBP4*, and *IGFBP7*, and downregulation of *IGFR1* [24]. It is noteworthy that placental IGF signaling is implicated in fetal growth [69, 70]. Therefore, the upregulation of *IGFBP2* and *IGFBP6* and downregulation of *IGFR1* and *IGFR2* during NP may suggest a reduction in IGF signaling, consistent with the lower birthweight we reported in the current study. Additionally, the present study revealed altered expression of several solute carrier (*SLCs*) genes. 

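Several transcripts of the insulin and insulin-like growth factor axis were lower in the lesion. *INSR*, the insulin receptor (ENSECAG00000010127, chromosome 7 of EquCab3.0 from 5068779 to 5193429), fell from 17.7 ± 6.54 to 2.99 ± 2.17 FPKM (SD, n = 4 each), a log2 fold change of -2.34 (standard error 0.38, adjusted p = 7.4e-04). *IRS1* (log2 fold change -1.41, adjusted p = 0.0017) and *IRS2* (log2 fold change -0.91, adjusted p = 0.0029), adaptors that carry the signal of both receptors, fell as well. Of the 16 genes of the axis tested, 2 were higher and 5 were lower in NPL than in CRL. Adjusting over the list alone gave 3 higher and 8 lower, and depth as a covariate, chosen after seeing the data, gave 2 and 4. Genes of the axis were lower as a group by camera (adjusted p = 0.0062, and adjusted p = 0.14 with an estimated correlation). Against NPN, 1 was higher and 6 were lower. None passed there with depth as a covariate, chosen after seeing the data.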

Of note, SLC is a family of membrane-bound proteins (more than 300 proteins) that facilitate the transport of a wide range of substrates across biological membranes, including the placenta [71]. Our results revealed downregulation of approximately 31 *SLCs*, including glucose transporters (*SLC2A1*, *SLC2A10*, and *SLC2A12*), amino acids transporters (*SLC7A1*, and *SLC38A4*), fatty acids transporters (*FABP1*, *FABP3*, *VLDLR SLC25A17*, *SLC27A1* and *SLC25A17*), vitamin transporters (*SLC19A3*), and adenosine triphosphate (ATP) transporter (*SLC25A17*), among others. 

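Some solute carriers for glucose, amino acids and other substrates fell in the lesion, while others rose. *SLC2A1*, the main glucose transporter of the placenta (ENSECAG00000000303, chromosome 2 of EquCab3.0 from 15587666 to 15615823), fell from 231 ± 32.1 to 92.2 ± 17.5 FPKM (SD, n = 4 each), a log2 fold change of -1.33 (standard error 0.19, adjusted p = 2.9e-04). *SLC2A12* (log2 fold change -2.92, adjusted p = 8.7e-04) and *SLC2A10* (log2 fold change -2.16, adjusted p = 3.5e-05), further glucose transporters, fell as well. *SLC38A4* (log2 fold change -1.02, adjusted p = 0.0042), a carrier of neutral amino acids, and *SLC27A1* (log2 fold change -1.71, adjusted p = 0.0065), a carrier of fatty acids, were lower too. *SLC7A1* (log2 fold change -1.34, adjusted p = 0.021), which takes up arginine and lysine, and *SLC19A3* (log2 fold change -1.15, adjusted p = 0.017), a thiamine transporter, were lower as well. Of the fatty acid binding genes, *FABP1* had a log2 fold change of -3.42 (standard error 0.95, adjusted p = 0.018). *FABP3* (log2 fold change -1.88, adjusted p = 0.010) and the lipoprotein receptor *VLDLR* (log2 fold change -1.66, adjusted p = 7.4e-04) fell too. Of the 205 SLC genes tested, 39 were lower and 25 higher in NPL than in CRL, 36 were lower and 24 higher than in NPN, and 31 were lower in both. Depth as a covariate, chosen after seeing the data, left 25 lower and 18 higher in NPL than in CRL, and none of them changed against NPN. *SLC2A5* (log2 fold change 2.98, adjusted p = 2.2e-04), a fructose transporter, and *SLC2A6* (log2 fold change 1.94, adjusted p = 0.0015), a glucose transporter of lysosomes, rose. *SLC6A14* (log2 fold change 2.29, adjusted p = 1.7e-04), a carrier of neutral and basic amino acids, and *SLC1A5* (log2 fold change 1.19, adjusted p = 0.0069), a glutamine carrier, rose too. Of the 11 transporter genes of the paper tested, none was higher and 11 were lower in NPL than in CRL. When adjusted over the list alone, none higher and 11 lower passed, and none and 7 with depth as a covariate, chosen after seeing the data. Transporter genes of the paper were lower as a group by camera (adjusted p = 7.9e-08, and adjusted p = 0.14 with an estimated correlation). The study chose these genes on the same samples, so their direction is not independent evidence. With 1 library left out, the threshold was missed by *SLC7A1* (adjusted p = 0.0529, 0.061, 0.0505 and 0.060 without CRL replicates 3 and 4 and NPL replicates 1 and 4, respectively), *SLC19A3* (adjusted p = 0.0509 without NPL replicate 1) and *FABP1* (adjusted p = 0.0525 without NPL replicate 1). A covariate for the number of uniquely mapped reads, used for single genes after seeing the data, ended the call of *SLC7A1* (log2 fold change -1.11, standard error 0.48 in place of 0.39, adjusted p = 0.14), *SLC19A3* (log2 fold change -1.12, standard error 0.41 in place of 0.32, adjusted p = 0.079) and *FABP1* (log2 fold change -3.39, standard error 1.22 in place of 0.95, adjusted p = 0.076).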

The downregulation of the above-mentioned *SLCs* could result in a decline in transportation of maternal nutrients to the growing fetus. Again, these findings are consistent with lower birthweight of foals in the current study. Moreover, our results showed that NP was associated with dysregulation of angiogenesis, as reflected by the downregulation of angiogenesis-related genes (e.g., *VEGFA*, *KDR*, *ANGPT2* and *FLT1*). 

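Most endothelial markers tested and 3 receptors of vascular growth factors fell in the lesion. *KDR*, the main receptor of VEGFA on endothelium (ENSECAG00000019429, chromosome 3 of EquCab3.0 from 79240767 to 79313939), fell from 32.7 ± 4.97 to 7.06 ± 3.07 FPKM (SD, n = 4 each), a log2 fold change of -2.12 (standard error 0.23, adjusted p = 5.5e-05). *DLL4*, the Notch ligand of sprouting vessels, fell from 16.6 ± 1.78 to 2.37 ± 0.928 FPKM, a log2 fold change of -2.42 (standard error 0.21, adjusted p = 1.3e-05). *CDH5* (log2 fold change -1.86, adjusted p = 1.2e-04), the cadherin of endothelial junctions, fell. *FLT1* (log2 fold change -0.91, adjusted p = 0.0064) and *FLT4* (log2 fold change -1.27, adjusted p = 1.3e-04), further receptors of the family, and *ANGPT2* (log2 fold change -1.32, adjusted p = 0.025), which loosens vessels, were lower too. Of the 18 endothelial markers tested, none was higher and 13 were lower in NPL than in CRL. There were none higher and 17 lower when adjusted over the list alone, and none and 10 with depth as a covariate, chosen after seeing the data. Endothelial markers were lower as a group by camera (adjusted p = 2.7e-10, and adjusted p = 0.14 with an estimated correlation). Of the 25 angiogenesis genes tested, 1 was higher and 10 were lower in NPL than in CRL. Over the list alone, the adjustment gave 1 higher and 13 lower, against 1 and 9 with depth as a covariate, chosen after seeing the data. Angiogenesis genes were lower as a group by camera (adjusted p = 1.1e-05, and adjusted p = 0.18 with an estimated correlation). Against NPN, none of the endothelial markers was higher and 13 were lower (none with depth as a covariate, chosen after seeing the data), and of the angiogenesis genes none was higher and 11 were lower. Fitted with depth as a covariate, chosen after seeing the data, none passed there. Of the 19 stroma and fibroblast markers tested, 2 were higher and none was lower in NPL than in CRL. An adjustment over the list alone gave 2 higher and none lower, and the fit with depth as a covariate, chosen after seeing the data, 2 and none. Stroma and fibroblast markers did not pass camera as a group (adjusted p = 0.63). The median log2 fold change was -1.15 over the endothelial markers, -1.09 over the smooth muscle and pericyte markers and 0.18 over the stroma markers, so endothelium is not alone in a lower median. Smooth muscle and pericyte markers were lower as a group by camera (adjusted p = 0.0014, and adjusted p = 0.34 with an estimated correlation), with 4 of 15 members lower (1 with depth as a covariate, chosen after seeing the data). A call that ended without 1 of the libraries was that of *ANGPT2* (adjusted p = 0.058 and 0.062 without NPL replicates 3 and 4, respectively). *ANGPT2* also missed the threshold in a fit of only the 8 libraries compared (adjusted p = 0.059). Fitted with the number of uniquely mapped reads as a covariate, used for single genes after seeing the data, the threshold was missed by *ANGPT2* (log2 fold change -1.06, standard error 0.49 in place of 0.40, adjusted p = 0.16). By camera, smooth muscle and pericyte markers missed the threshold with the number of uniquely mapped reads as a covariate (adjusted p = 0.058).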

Angiogenesis dysregulation could result in a decline in placental blood perfusion (ischemia) and, consequently, hypoxia in placental tissues [72]. This notion is supported by the upregulation of hypoxia-related genes (*HIF1A* and *EGLN3*) in NPL. Therefore, the use of medicaments that improve placental angiogenesis and/or blood flow might be beneficial for NP treatment. 

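*EGLN3* and *CA9*, targets of the hypoxia-inducible factors, rose in the lesion, while other targets fell. *EGLN3*, the prolyl hydroxylase that marks these factors for degradation (ENSECAG00000005086, chromosome 1 of EquCab3.0 from 172908356 to 172934780), rose from 0.745 ± 0.729 to 23.1 ± 3.54 FPKM (SD, n = 4 each), a log2 fold change of 3.86 (standard error 0.25, adjusted p = 1.6e-06). *CA9*, a carbonic anhydrase of the cell surface, rose from 0.0613 ± 0.123 to 12.7 ± 9.13 FPKM, a log2 fold change of 3.40 (standard error 0.43, adjusted p = 1.5e-04). *LDHA* (log2 fold change 1.34, adjusted p = 1.8e-04) and *PGK1* (log2 fold change 1.15, adjusted p = 1.8e-04), enzymes of glycolysis, were higher, and *PDK1* (log2 fold change -1.36, adjusted p = 0.0014), which holds pyruvate back from the mitochondria, was lower. Of the 29 targets of the hypoxia-inducible factors tested, 11 were higher and 5 were lower in NPL than in CRL. Within the list alone, 11 higher and 5 lower passed after adjustment, and 9 and 3 with depth as a covariate, chosen after seeing the data. Targets of the hypoxia-inducible factors did not pass camera as a group (adjusted p = 0.19). Against NPN, 10 were higher and 4 lower. With depth as a covariate, chosen after seeing the data, 1 passed as higher and none as lower.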

Overall, the previously discussed molecular mechanisms underlying dysregulation of placental angiogenesis and nutrient transportation, as well as placental hypoxia, could explain placental insufficiency during NP.

Identifying the gene expression signature that is intrinsic for equine NP is potential for future in vitro and/or in vivo studies. Additionally, if the proteins coded by these genes are released from the placentitis lesion into the maternal circulation and can be measured, these proteins might serve as reliable and sensitive biomarkers for equine NP. The current study revealed that 105 genes were exclusively expressed in NPL in comparison to control (i.e., zero FPKM in CRL set). Some of these transcripts encode proteins that have been proposed as potential biomarkers for intra-amniotic infection or inflammation in women with preterm labor [73, 74], such as *ENSECAG00000008686* (psoriasis; *S100A7*) and *ENSECAG00000010615* (calgranulin B; *S100A9*). On the other hand, the top ten exclusively expressed genes (based on abundance in NPL) were novel genes. 

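Genes listed at 0 in CRL and raised in the lesion included those of lymphocytes and of tryptophan breakdown. *IDO1*, which depletes tryptophan and restrains T cells (ENSECAG00000022118, chromosome 27 of EquCab3.0 from 5177387 to 5200412), was listed at 0 in every CRL library and at 4.63, 1.80, 12.7 and 11.4 FPKM in NPL (adjusted p = 2.7e-04). *CXCL13*, the attractant of B cells, was listed at 0 in every CRL library and at 5.82, 0.869, 6.06 and 20.2 FPKM in NPL (adjusted p = 0.0019), and *PRF1*, perforin of cytotoxic cells, was listed at 0 in every CRL library and at 4.63, 4.71, 4.36 and 4.76 FPKM in NPL (adjusted p = 4.5e-07). *LTB*, a cytokine that organizes lymphoid tissue, was listed at 0 in every CRL library and at 5.61, 3.47, 11.0 and 10.5 FPKM in NPL (adjusted p = 2.5e-05). Without the filter on low values, 268 genes were listed at 0 in every CRL library and called higher in NPL. Of these, 190 were above 0 in all 4 NPL libraries, 138 were at 0 in every NPN library too, 125 had a mean of at least 1 FPKM in NPL and 140 carried no symbol. In the other direction, 37 genes were at 0 in every NPL library and above 0 in all 4 CRL libraries.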

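*S100A7*, psoriasin, an antimicrobial protein of epithelium (ENSECAG00000008686, chromosome 5 of EquCab3.0 from 40676216 to 40699185), was listed at 0 in all 4 CRL and all 4 NPN libraries and at 3.43, 0, 4.50 and 20.2 FPKM in NPL. It was below the filter of the test. The gene model ENSECAG00000010615 of *S100A9*, on chromosome 5 of EquCab3.0 from 40808588 to 40845090, was listed at 0 in CRL and NPN and at 13.1, 4.55, 3.21 and 41.8 FPKM in NPL (adjusted p = 5.9e-04). It overlaps the other gene model of *S100A9*, and reads may be shared between both.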

Gene homology analysis of these ten genes revealed that six of them are homologous to human and mouse immunoglobulin kappa constant (IGKCs; *ENSECAG00000001923* and *ENSECAG00000001923*), immunoglobulin lambda constant (IGLCs; *ENSECAG00000015109*, *ENSECAG00000031522*, and *ENSECAG00000039599*), and immunoglobulin heavy variable (IGHVs; ENSECAG00000028730), while the remaining four genes did not show any homology to human and mouse genes. 

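Genes that the paper reports as homologous to immunoglobulin chains were listed at 0 in every CRL library and reached high levels in the lesion. ENSECAG00000001923, which the paper reports as homologous to the kappa constant region, lies on chromosome 15 of EquCab3.0 from 17729294 to 17799353 and was at 1698, 135, 347 and 3413 FPKM in NPL and 0, 0.280, 0 and 2.22 FPKM in NPN (adjusted p = 1.0e-05 in NPL against CRL). ENSECAG00000039599, reported as homologous to the lambda constant region, lies on chromosome 8 from 6130922 to 6139349 and was at 6724, 774, 118 and 2177 FPKM in NPL and at 0 in every NPN library (adjusted p = 1.3e-05). ENSECAG00000028730, which the paper also lists, was at 1134, 95.1, 219 and 219.8 FPKM in NPL (adjusted p = 2.0e-06). By mean FPKM in NPL, the 10 highest genes listed at 0 in CRL all lacked a symbol in the files. Reads of such similar genes may be shared between them.

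**Figure D4:**
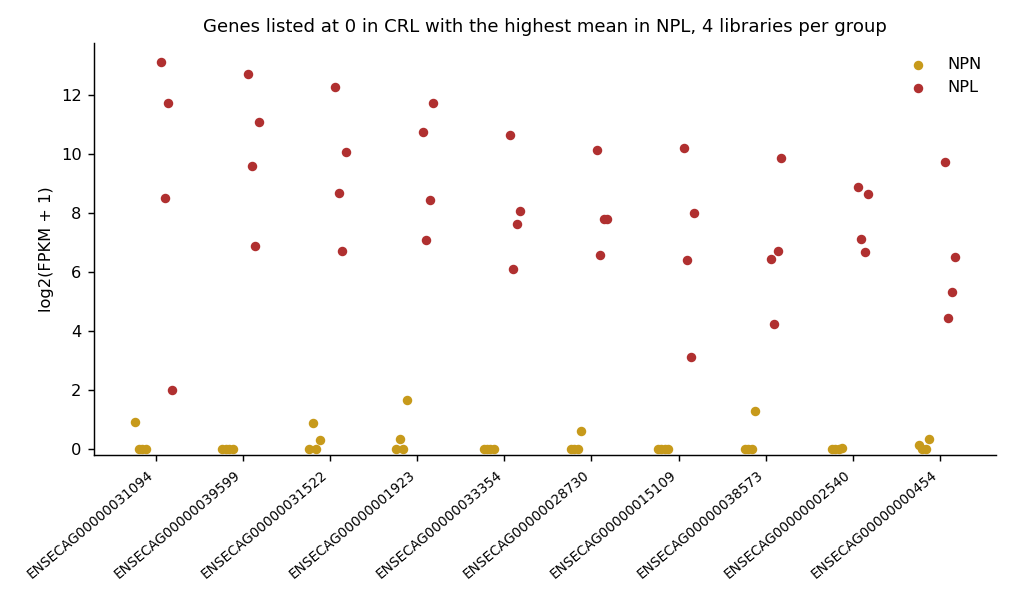
Expression as log2(FPKM + 1) of the 10 genes with the highest mean in NPL among those listed at 0 in every CRL library, in the 4 NPL and the 4 NPN libraries (dots). The NPL libraries of a gene spread over several log2 units, and the NPN libraries lie near 0.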

Further studies are required to assess the utility of the immunoglobulins as potential biomarkers for equine NP. Overall, these NP exclusively expressed transcripts represent an intrinsic signature for equine NP, and further studies are required to elucidate their role in the NP pathway. Further studies to assess their associate proteins as potential biomarkers for equine NP are warranted.

In the present study, the RNA integrity of RNA isolated from CA collected within three hours after foaling was consistently high (RIN > 9) which suggests that this sampling strategy of collecting CA on farm and preservation in RNA*later*® could be effective for further studies on term equine placenta. This observation is similar to studies of human term placenta where preservation of decidua in RNA later yielded high RNA integrity [75].

There are some potential limitations to our study. These limitations relate to obtaining samples at the beginning of the disease because nocardioform placentitis is always diagnosed in the disease’s late stages, and it is difficult to obtain prepartum samples from clinical cases. Moreover, there is no valid experimental model for the disease that would us to collect samples at the early stages of the disease. Similar to these limitations, human studies that are concerned with clinical chorioamnionitis or spontaneous preterm birth use a similar sampling time point (i.e., no samples are obtained at the beginning of the disease), and results from these studies are still acknowledged in human reproductive science [34, 40]. Furthermore, it is believed that the bacterial infection during NP starts at the center of the lesion and then progresses/expands outward. Therefore, we believe that the current sampling site (i.e., the margin of the lesion [NPL]) would reflect many of the molecular mechanisms associated with the early interaction between the bacteria and the chorioallantois. In conclusion, on-farm collection of the CA from mares within three hours after foaling yielded RNA suitable for analysis by high-throughput sequencing. This is the first study to describe the equine CA transcriptome during NP. Our results revealed the central role of *TLRs* and *NLRs* in triggering the inflammatory signaling and inflammasome activation, respectively, during NP, and this resulted in placental inflammation and immune cell chemotaxis. The increased leukocytic infiltration was associated with the upregulation of *MMPs* and apoptosis-related genes, believed to be implicated in placental separation during NP. NP was associated with aberrant expression of several placenta-regulatory genes and dysregulation of placental angiogenesis, and nutrient transportation, as well as placental hypoxia, which could explain placental insufficiency during NP. The significant findings of the current dataset are summarized in Figure 11. Beyond the NP-associated events described in the current study, this study provides a comprehensive database of the key upstream regulators, TFs, hub genes, receptor-ligand interactions, gene co-expression networks associated with equine nocardioform placentitis. Strategies to block the key upstream regulators (e.g., TLRs and NLRs) and associated pathways hold potential for therapies to overcome NP. Together, the currently revealed placentitis transcriptome signature improves our understanding of the disease. Also, it provides an all-essential basis for the construction of new hypotheses to be tested in the future. Finally, much more valuable information remains to be mined from the current transcriptome dataset.

**Figure 11:**
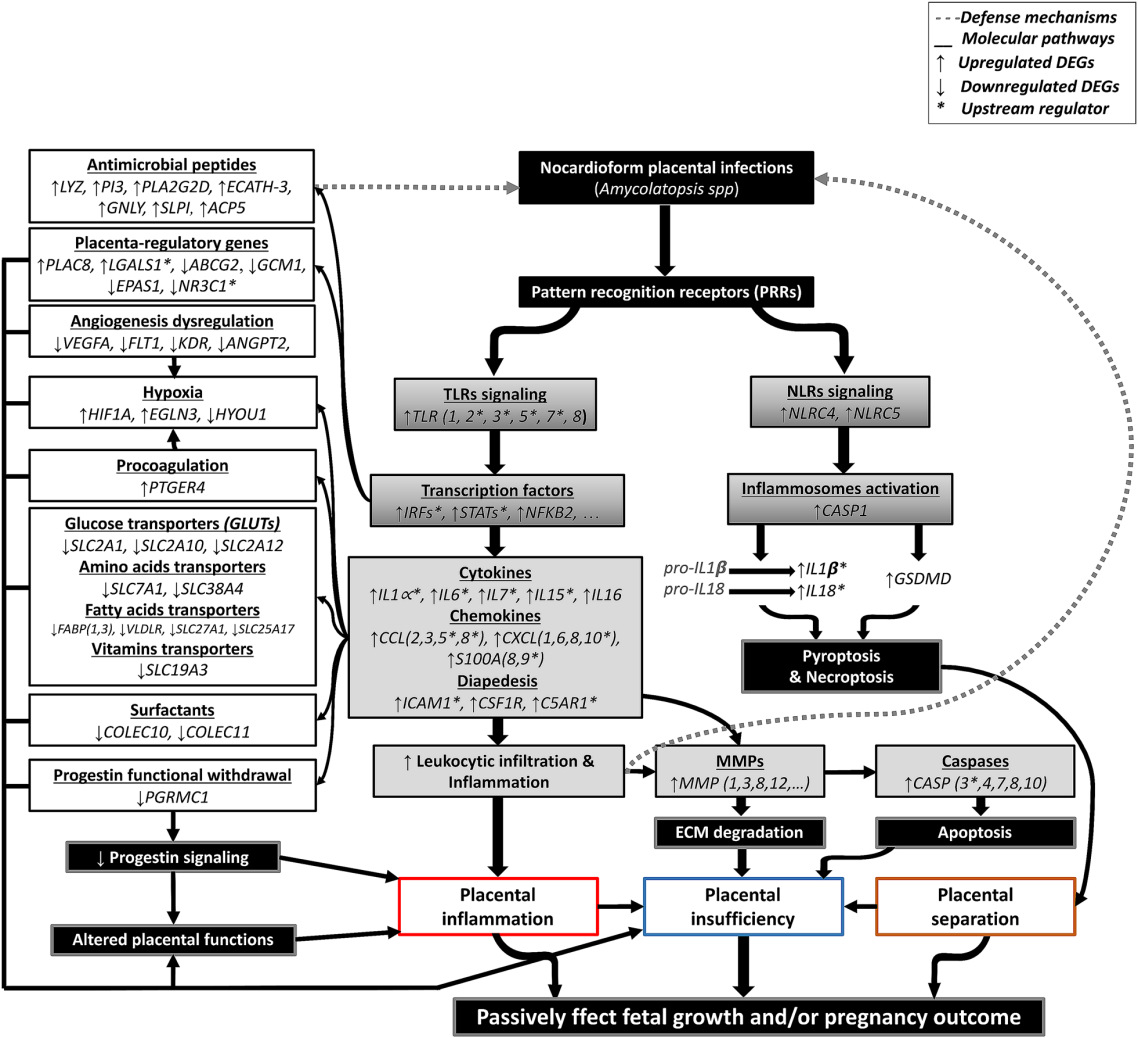
**Schematic illustration explaining the possible mechanisms associated with equine nocardioform placentitis in light of the current study.** The arrow directions indicate if the gene is upregulated or downregulated in the current study.

## Supplementary Information

**Additional file 1. Summary of the bioinformatics and functional genomics pipeline used in the current study.**

**Additional file 2. Clinical and pathological findings in for all mares included in the current study.**

**Additional file 3. Read counts and mapping quality of Illumina RNA-sequencing dataset from equine chorioallantois (CA) retrieved from CRL, NPL, and NPN.** Key; CRL; normal postpartum (control), NPL; nocardioform placentitis lesion, and NPN; nocardioform placentitis normal region.

**Additional file 4. Differentially expressed genes (DEGs) in equine chorioallantois during nocardioform placentitis (NPL vs. CRL and NPL vs. NPN sets).** Key; CRL; normal postpartum (control), NPL; nocardioform placentitis lesion, and NPN; nocardioform placentitis normal region.

**Additional file 5. Potential upstream regulators in equine chorioallantois (CA) during nocardioform placentitis (NP) as identified by upstream regulator analysis performed on Ingenuity Pathway Analysis (IPA) using DEG**_**S**_** in NPL vs. CRL set (A) and DEG**_**S**_** in NPL vs. NPN set (B).** Key; CRL; normal postpartum (control) and NPL; nocardioform placentitis lesion.

**Additional file 6. Weighted gene expression co-expression network analysis (WGCNA) of DEGs in equine chorioallantois (CA) during nocardioform placentitis dataset.** A) DEGs and corresponding module (cluster) as generated by WGCNA. B) Intramodular hub genes in the turquoise module.

**Additional file 7. List of predicted ligand and receptor pairs and their expression patterns in equine chorioallantois (CA) during nocardioform placentitis dataset.**

## Data Availability

The current RNA-seq data was deposited in the Gene Expression Omnibus (GEO; GSE154637) repository.

How the deposited data were processed for this re-analysis (not part of the article)

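The data are the transcriptomes of 12 chorioallantois samples, 4 from normal postpartum placentas (CRL), 4 from the lesion margin of placentas with nocardioform placentitis (NPL) and 4 from the grossly normal region of the same placentas (NPN). The sample labels name the uterus as the source, where the paper names the chorioallantois, and the paper's term is used here. The authors made stranded libraries of poly(A) RNA and sequenced them with paired ends, trimmed the reads with TrimGalore (version 0.4.3 in the methods, 0.4.1 in the processing notes), checked them with FastQC 0.11.4 and aligned them to EquCab3.0 with STAR 2.5.3a. The methods name Ensembl annotation version 88 and the series text an NCBI annotation, and the genes of the files carry Ensembl identifiers. The paper and the labels also give different minimums of RNA integrity. The authors computed the FPKM values with Cufflinks 2.2.1, as fragments per kilobase of transcript and per number of mapped fragments, and compared the groups with Cuffdiff 2.2.1. The FPKM files list the same 31220 genes for every library, unfiltered, of which 11869 are at 0 throughout. Symbols come from the files for 16377 genes, 10 more were named from the paper's tables, and 3 identifiers that stand for more than 1 entry were kept apart. The deposited FPKM values come without counts, so no counting intervals are given.

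The values were analysed in R 4.3.3 with limma 3.58.1, and in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. Figures were drawn with matplotlib 3.10.9. FPKM was put on a log2 scale after adding 1, and genes were kept with at least 0.5 FPKM in at least 4 of the 12 libraries, which left 13285. A linear model with 1 mean per group was fitted to all 12 libraries (9 residual degrees of freedom), so that the groups share an estimate of the spread, with eBayes and an intensity trend. The comparisons were NPL against CRL, NPL against NPN and NPN against CRL, with Benjamini-Hochberg adjustment over the genes of each comparison and a threshold of 0.05. The 47 gene lists were tested with camera at an inter-gene correlation of 0.01, again with the correlation estimated from the data, and with fry, wherever at least 2 members were tested (46 lists). A symbol that several gene models carry counts once for each model in these lists. Single measures of a library were compared by the exact permutation test over the 35 splits of 8 libraries, whose smallest two-sided p is 0.029. Genes at 0 in CRL were counted in a fit without the filter. The steps were tested on simulated log2 values of the same size, with changes in 200 genes expressed well above the filter. There, 56 to 72% of changes of 1 on the log2 scale and 84 to 96% of changes of 2 were recovered.

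Depth was taken from Additional file 3 as 5663541 to 7812707 uniquely mapped reads per library, and it differs between the groups without overlap, lowest in NPL and highest in NPN. Genes named in the text are those the paper names as an expression result, the 10 largest increases and the 10 largest decreases with a symbol in each comparison among genes past the threshold whose groups do not overlap, and, of each list, the 4 members with the smallest adjusted p and the members the paper names (385 genes). This rule, the lists, the design and the alternatives, apart from the covariate in NPL against NPN, for single genes and for the counts shared by both comparisons or of solute carriers, hub genes, pairs and list members, were set before the data were examined, but parts of Additional file 4 had been seen. Genes named for another reason are marked where they appear. The alternatives were lower pseudocounts of 0.1 and 0.01, no filter, a mean FPKM of at least 1, quantile normalization, upper-quartile scaling, a fit of only the 8 libraries compared, robust eBayes, eBayes without trend, the replicate number as a block, the number of uniquely mapped reads as a covariate, and leaving out each library in turn. The filter was kept when a library was left out, so genes expressed in NPL alone drop out of the test without 1 NPL library. The sources used here do not say which NPL and NPN libraries come from the same placenta, so no pairing was used in the main comparison. Cuffdiff was not run, and the enrichment and upstream regulator tests, the network construction, RT-qPCR and immunostaining were not analysed here. Additional file 4 was held for 1998 genes in each comparison of NPL, fewer than the paper counts, and the module table of Additional file 6 for 1998 genes, and comparisons with them cover those entries.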

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

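The tests of lesion tissue, leukocytes and FPKM scaling for the interferon-stimulated genes, of dilution, in all resident cells or with stroma rising, and scaling for the endothelial markers, and of shared reads and foreign epithelium for the squamous genes were chosen after the results were seen. Gene groups outside those the paper discusses also differed in NPL against CRL, and are listed first. Of the keratinocyte genes, *TRIM29* (log2 fold change 3.36, adjusted p = 4.3e-05), a cofactor of *TP63* targets, *SERPINB5* (log2 fold change 3.58, adjusted p = 4.7e-05), maspin, and *PKP1* (log2 fold change 2.64, adjusted p = 1.6e-04), a plaque protein of desmosomes, rose. Of the 20 squamous epithelium genes tested, 13 were higher and 1 was lower in NPL than in CRL. The adjustment over the list alone left 15 higher and 1 lower, and depth as a covariate, chosen after seeing the data, left 11 and 1. Squamous epithelium genes were higher as a group by camera (adjusted p = 1.8e-07, and adjusted p = 0.063 with an estimated correlation). Of the genes of the cell cycle, *RRM2* (log2 fold change 3.09, adjusted p = 1.7e-04), which supplies deoxynucleotides, and *CDK1* (log2 fold change 2.66, adjusted p = 4.7e-05), the mitotic kinase, rose. Of the 27 proliferation genes tested, 23 were higher and 1 was lower in NPL than in CRL. Taken alone, the list gave 24 higher and 1 lower after adjustment, and 19 and none with depth as a covariate, chosen after seeing the data. Proliferation genes were higher as a group by camera (adjusted p = 7.7e-10, and adjusted p = 0.23 with an estimated correlation). In glycolysis, *PKM* (log2 fold change 1.83, adjusted p = 1.2e-04) and *ALDOA* (log2 fold change 1.02, adjusted p = 0.0018) rose while *HK2* (log2 fold change -0.94, adjusted p = 0.023), a hexokinase, fell. Of the 17 glycolysis genes tested, 11 were higher and 1 was lower in NPL than in CRL. Adjusting over the list alone gave 11 higher and 1 lower, and depth as a covariate, chosen after seeing the data, gave 10 and none. Glycolysis genes were higher as a group by camera (adjusted p = 4.8e-05, and adjusted p = 0.22 with an estimated correlation). Leaving out 1 library ended the call of *HK2* (adjusted p = 0.059, 0.069, 0.057 and 0.055 without CRL replicates 1 and 4 and NPL replicates 1 and 4, respectively). When uniquely mapped reads entered the fit as a covariate, which was done for single genes after seeing the data, the threshold was missed by *HK2* (log2 fold change -1.02, standard error 0.35 in place of 0.28, adjusted p = 0.066).

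Genes of cytotoxic cells and of antigen presentation rose as well, and no test here separates more such cells from induction in resident cells. *GZMA* (log2 fold change 3.13, adjusted p = 8.3e-06) and *NKG7* (log2 fold change 1.46, adjusted p = 5.9e-05), of cytotoxic granules, were higher. Of the 10 natural killer and cytotoxic cell genes tested, 10 were higher and none was lower in NPL than in CRL. Of these, 0 had at least 1 FPKM in CRL. The filter admits genes near 0 outside NPL only if all 4 NPL libraries reach it. This count was thus largely set by the selection of the genes tested. When adjusted over the list alone, 10 higher and none lower passed, and 10 and none with depth as a covariate, chosen after seeing the data. Natural killer and cytotoxic cell genes were higher as a group by camera (adjusted p = 1.7e-10, and adjusted p = 0.11 with an estimated correlation). *FLT3* (log2 fold change 1.30, adjusted p = 5.4e-04) and *BATF3* (log2 fold change 1.77, adjusted p = 6.3e-04), which dendritic cells need to develop, were higher too. Of the 8 dendritic cell genes tested, 7 were higher and none was lower in NPL than in CRL. There were 7 higher and 1 lower when adjusted over the list alone, and 7 and none with depth as a covariate, chosen after seeing the data. Dendritic cell genes were higher as a group by camera (adjusted p = 2.2e-04, and adjusted p = 0.21 with an estimated correlation). *CD74* (log2 fold change 4.31, adjusted p = 8.7e-05), the invariant chain, and *DRA* (log2 fold change 4.69, adjusted p = 4.5e-05), a class II chain, rose among the genes that present antigen. Of the 22 antigen presentation genes tested, 22 were higher and none was lower in NPL than in CRL. Over the list alone, the adjustment gave 22 higher and none lower, against 19 and none with depth as a covariate, chosen after seeing the data. Antigen presentation genes were higher as a group by camera (adjusted p = 5.9e-13, and adjusted p = 0.14 with an estimated correlation). *C3* (log2 fold change 4.17, adjusted p = 4.9e-05), the central component of complement, and *C1R* (log2 fold change 3.09, adjusted p = 0.0028), a protease of its classical pathway, rose too. Of the 12 complement genes tested, 10 were higher and none was lower in NPL than in CRL. An adjustment over the list alone gave 10 higher and 1 lower, and the fit with depth as a covariate, chosen after seeing the data, 8 and none. Complement genes were higher as a group by camera (adjusted p = 0.0015, and adjusted p = 0.34 with an estimated correlation). These 7 groups passed camera as higher in NPL than in the CRL control at its preset correlation only, and the paper does not discuss them as groups. By camera, dendritic cell genes missed the threshold without NPL replicate 1 (adjusted p = 0.71), without NPL replicate 2 (adjusted p = 0.51), without NPL replicate 3 (adjusted p = 0.88) and without NPL replicate 4 (adjusted p = 0.75). Without 1 NPL library, members expressed in NPL alone fall below the filter, and 2 of the dendritic cell genes stayed in the test.

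Single libraries stood far from the other 3 of their group in 33 of the 457 groups of 4 values checked (7.2%, where chance gives about 5%), given here with the median of the others. CRL-1 stood above its group in *CA9* (0.245 FPKM, others 0), *CXCL9* (0.380 FPKM, others 0), *IL21R* (0.190 FPKM, others 0.103), *LCK* (0.105 FPKM, others 0), *SLC6A14* (0.873 FPKM, others 0.0526) and *STAT6* (17.8 FPKM, others 15.0). CRL-2 stood above its group in *BATF3* (0.265 FPKM, others 0), *HSD11B2* (147 FPKM, others 99.2), *PDK1* (52.0 FPKM, others 36.8) and *SLC2A10* (9.24 FPKM, others 6.92). CRL-3 stood above its group in *ANGPT2* (27.1 FPKM, others 7.49), *CCR4* (0.131 FPKM, others 0) and *CCR7* (0.303 FPKM, others 0). CRL-4 stood above its group in *CXCL10* (0.487 FPKM, others 0.306), *LYZ* (5.72 FPKM, others 3.21), *TLR8* (0.543 FPKM, others 0.146) and *VEGFA* (25.9 FPKM, others 17.4). NPL-1 stood above its group in ENSECAG00000028730 (1134 FPKM, others 219), *PKM* (280.2 FPKM, others 231) and *PLA2G2A* (37.1 FPKM, others 1.61). NPL-3 stood above its group in *COLCA2* (33.3 FPKM, others 0.914), *HAND1* (51.6 FPKM, others 13.3) and *VDR* (6.08 FPKM, others 2.34). NPL-4 stood above its group in *CCL5* (41.7 FPKM, others 16.5), *CXCR4* (109.6 FPKM, others 17.6), *IL18* (262 FPKM, others 67.0), *STAT4* (5.56 FPKM, others 2.38) and *STAT5A* (18.6 FPKM, others 10.6). NPN-1 stood above its group in *CD79A* (0.287 FPKM, others 0). NPN-4 stood above its group in ENSECAG00000001923 (2.22 FPKM, others 0). The lowest library stood apart for *FLT4* in CRL-1 (1.32 FPKM, others 1.94) and *KRT13* in CRL-1 (0.191 FPKM, others 1.59). NPN-1 listed 11543 genes at 1 FPKM or more, against a median of 10994 in the other NPN libraries. CRL-1 held 8 of these values and NPL-4 5, and no library was left out of the comparisons. Where the other libraries of a group are at 0, any value above 0 stands apart. Entries near 0 FPKM, such as *LCK* in CRL-1 and *CCR4* in CRL-3, thus say little of the library.

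Interferon-stimulated genes lay above CRL in NPN-1 and NPN-2, at a median of 20.1 and 30.9% of their rise in NPL, against 0.574% in NPN-3 and 1.17% in NPN-4. Carried-over lesion tissue with the make-up of the NPL samples is argued against. The 27 transcripts with at least 50 FPKM in NPL and under 1 in CRL had an upper quartile of at most 0.197% in any NPN library. The lower quartile over the interferon-stimulated genes was 19.6% in NPN-2. Most of the 27 lack a symbol, and the paper reports some as homologous to immunoglobulin chains. Lesion tissue with few plasma cells therefore stays open. In NPN-1 and NPN-2, *CXCL10* was at 7.55 and 6.32 FPKM (114 in NPL) and *LGALS3BP* at 6.26 and 7.21 (64.0). There *KLK10* was at 0.0776 and 0.535 (76.0), *TREM1* at 1.53 and 1.58 (67.9) and *S100A9* at 3.77 and 1.45 (69.8). The scaling of FPKM is argued against too, since the median log2 fold change of the list was 0.88 or more after quantile normalization and upper-quartile scaling. More leukocytes stay open, since macrophage and monocyte markers reached 35.8% in NPN-1, 11.1% in NPN-2, -6.85% in NPN-3 and 10.1% in NPN-4, while T cell, natural killer, neutrophil and B cell markers reached at most 5.18%. These percents are medians over members higher in NPL only, 12 for macrophages and monocytes and 5 for neutrophils. A response of the tissue beyond the lesion to interferon is a candidate explanation that cannot be told apart from more macrophages, as 19 of the 21 markers tested had at least 1 FPKM in CRL and 7 of the list are in another list (*C1QB*, its most abundant member in NPL at 173 FPKM, was at 64.8 in NPN and 37.6 in CRL).

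Of the 18 endothelial markers tested, 13 were lower in NPL than in CRL. Dilution of all resident cells alike, stroma included, by the RNA of infiltrating cells is argued against, since the mean of endothelial minus stroma markers on the log2 scale moved by -1.51, with all 4 NPL libraries below all 4 CRL libraries (two-sided exact permutation test, p = 0.0286). The scaling of FPKM is argued against as well, as the median log2 fold change of the endothelial markers was -1.22 after upper-quartile scaling and -1.27 after quantile normalization. Relative to the CRL mean, endothelial markers stood at -1.71 to -0.75 in the NPL libraries, and stroma markers at -0.48 to 1.36, so part of the difference may come from stroma markers that stood higher in NPL-1 and NPL-4. Smooth muscle and pericyte markers had a median log2 fold change of -1.09, against -1.15 over the endothelial markers, but 4 of 15 passed as lower (1 with depth as a covariate, chosen after seeing the data), and NPL-1 stood at 0.0693 relative to the CRL mean. As a group they were lower by camera at its preset correlation (adjusted p = 0.0014) but not with an estimated one (adjusted p = 0.34) or with the covariate (adjusted p = 0.058). The mean of endothelial minus these markers moved by -0.28 (two-sided exact permutation test, p = 0.4). That of endothelial minus trophoblast markers moved by -0.85 (two-sided exact permutation test, p = 0.0571). A dilution of vessels and trophoblast, with stroma rising in some samples, therefore cannot be told apart from a loss of vessels, since neither difference parts the 4 NPL from the 4 CRL libraries. Fewer vessels and lower expression in the same vessels are both possible biological explanations, and no test here separates them.

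Most squamous epithelium genes tested, as counted above, were higher in NPL than in CRL. Reads shared between keratin paralogs do not account for all of it, since 8 of the 15 members tested that are not keratins were called higher, besides 5 of 5 keratins. Stratified squamous epithelium from outside the chorion stays open, since *TP63*, which such an epithelium would bring, had a log2 fold change of -3.66, but from 191 FPKM in CRL, a level high enough to hide a small share from elsewhere. A squamous change of the chorionic epithelium at the lesion is a candidate biological explanation that cannot be told apart from such tissue. Of the 20 members tested, 18 had at least 1 FPKM in CRL, and the most abundant in NPL were *KRT6A* (528 FPKM) and *KRT14* (402 FPKM).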

How the results depend on the processing

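Gene counts, list counts and distances stayed within 1.5 times their value, or within 1 SD for values without a test, in 198 combinations of a result and an alternative and in 234 with 1 library left out, and moved further in 20 and 22. The text's gene results kept direction and side of the threshold in 2443 and 2523 such combinations, lost the threshold in 48 and 56, gained it in 6 and 16 and reversed in 2 and 5. Of the list results by camera, 462 and 485 were kept and 37 and 12 lost, 3 and 2 gained and 2 and 1 reversed. Genes that fall below the filter without 1 NPL library gave no value there. Genes changed ranged without 1 library from 3031 to 3836 in NPL against CRL and 2594 to 3559 in NPL against NPN. In a fit of only the 8 libraries compared they numbered 3200 and 2601. With uniquely mapped reads as a covariate, 2489 genes were changed in NPL against CRL in place of 3785 (849 lower in place of 1504). In NPL against NPN, where this was chosen after seeing the data, 39 were changed (36 higher and 3 lower) in place of 3480 (2112 and 1368). For single genes, also chosen after seeing the data, it ended the call of 14 of 187 results of the text in NPL against CRL, 13 of 15 in NPL against NPN and 1 of 1 in NPN against CRL, with no sign reversed. Their standard errors grew by a median factor of 1.26, 2.26 and 1.44, and their log2 fold changes were a median of 0.99, 0.99 and 1.24 times those without it. With it, also chosen after seeing the data, 39 genes were changed in both comparisons of NPL, 25 SLC genes were lower in NPL against CRL and 0 in both, and 19 hub genes were higher in NPL against NPN. Depth differs between the groups without overlap, so the covariate cannot be told apart from the condition. In NPL against NPN, the calls of the text's genes ended with larger standard errors and little change in the median log2 fold change. The loss of calls thus neither shows nor excludes an effect of depth. In NPN against CRL, the 1 gene changed (higher) in limma became 0 without the filter (with 363 genes at an unadjusted p under 0.05), 0 with the covariate (with 416), 2 in a fit of only the 8 libraries compared, and 0 to 2 (all higher) without 1 library. Lists past camera numbered 0 in each comparison with an estimated correlation, in place of 32, 30 and 9. In NPN against CRL they numbered 15 with a pseudocount of 0.1 and 15 with 0.01, and 5 to 11 without 1 library. There, complement genes (adjusted p = 0.505) and macrophage and monocyte markers (adjusted p = 0.535) turned lower with the covariate. The correlation of fold changes between NPN and NPL, both against CRL, was 0.345, and 0.208 to 0.394 without 1 library. Signs that reversed were those of *MMP3* (0.057 with a pseudocount of 0.1, 0.12 with 0.01, and -0.57 to 0.32 without 1 library), *PLA2G2A* (-0.12 to 1.63 without 1 library) and *GCM1* in NPN against CRL (-0.17 to 0.13 without 1 library), and of stroma and fibroblast markers (adjusted p = 0.151 to 0.830 by camera without 1 library), none of which passed the test. The cause was not tested for these. With the replicate number as a block, 3122, 2865 and 1 genes were changed in the 3 comparisons. The numbers were not taken to pair the libraries, since not every r between same-numbered libraries was over 0.1. This r between same-numbered deviations was 0.007 to 0.204 for NPL and CRL, 0.039 to 0.422 for NPL and NPN and -0.067 to 0.124 for NPN and CRL, although 3, 2 and 3 of the 4 correlated best with their own number. For NPL and NPN, which come from the same 4 placentas, r was above 0 for every number, with a mean of 0.19 against -0.063 between other numbers, so a pairing is not ruled out there. With the block, the threshold was missed by *CASP8* (adjusted p = 0.14), *SLC19A3* (adjusted p = 0.0530), *ANGPT2* (adjusted p = 0.073), *NFKB2* (adjusted p = 0.055), *MMP8* (adjusted p = 0.060), *HK2* (adjusted p = 0.0509) and ENSECAG00000034457 in NPN against CRL (adjusted p = 0.0537), and passed by *IL10RA* in NPL against NPN (adjusted p = 0.0485), *MMP1* (adjusted p = 0.0075) and *IGFBP2* in NPL against NPN (adjusted p = 0.0093), and the gene then changed in NPN against CRL was another, ENSECAG00000032017, chosen here after its values were seen (adjusted p = 0.0478, 1.0 in the main comparison and 2.6e-04 without NPL replicate 3). On simulated log2 values of this size, 56 to 72% of changes of 1 on the log2 scale were recovered, so a part of such changes may be missed. The simulation drew no reads and changed 200 genes expressed well above the filter, so the rates do not carry over to genes near 0.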

Differences from the paper's values

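In NPL against CRL, the paper reports 994 genes lower, and 1504 were lower here, each at an adjusted p under 0.05, by Cuffdiff in the paper and by limma here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's without the filter on low values (1411), among genes with a mean FPKM of at least 1 (1429), in a fit of only the 8 libraries compared (1247), with eBayes without trend (1486), with the replicate number as a block (1189), with the number of uniquely mapped reads as a covariate (849) and with 1 library left out in turn, CRL replicates 1, 2, 3 and 4 and NPL replicates 3 and 4 and NPN replicates 1, 2, 3 and 4 (1140 to 1468), and was not with a pseudocount of 0.1 (1530), with a pseudocount of 0.01 (1500), after quantile normalization (2229), after upper-quartile scaling (1787), with robust eBayes (1500) and with 1 library left out in turn, NPL replicates 1 and 2 (1515 to 1578). In NPL against NPN, the paper reports 870 genes lower, and 1368 were lower here. The count was within 1.5 times the paper's without the filter on low values (1279), among genes with a mean FPKM of at least 1 (1297), in a fit of only the 8 libraries compared (978), with the replicate number as a block (1147) and with 1 library left out in turn, CRL replicates 1, 2, 3 and 4 and NPL replicates 3 and 4 and NPN replicates 1, 2, 3 and 4 (994 to 1285), and was not with a pseudocount of 0.1 (1387), with a pseudocount of 0.01 (1348), after quantile normalization (1945), after upper-quartile scaling (1622), with robust eBayes (1370), with eBayes without trend (1356) and with 1 library left out in turn, NPL replicates 1 and 2 (1350 to 1423). The totals and the counts of higher genes were within 1.5 times of the paper's. For NPN against CRL, the paper reports 89 genes, and 1 was changed here, with 218 at an unadjusted p under 0.05, and every alternative gave between 0 and 2. Of the genes that Additional file 4 holds, 1797 of 1959 tested were called in the same direction in NPL against CRL, and 1759 of 1961 in NPL against NPN. None was called in the other direction, 160 and 198 were not called, and the rest have no readable fold change there. Of those not called, 123 and 169 passed in the paper's direction under at least 1 alternative.

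The paper reports 105 genes found in NPL and not in CRL, and 268 were at 0 in every CRL library and called higher in NPL here. The paper states 0 FPKM in CRL and no further threshold for this count. Under the alternatives set before the data were examined the count stayed over 1.5 times the paper's, counting every gene above 0 in all 4 NPL libraries without a test (214), counting FPKM below 0.05 as 0 (283) and with 1 library left out in turn, CRL replicates 1, 2, 3 and 4 (206 to 264). It came within 1.5 times the paper's in 2 narrower counts chosen after seeing the values, 125 among genes with a mean of at least 1 FPKM in NPL, which drops 0 of the 7 genes the paper names for this count, and 138 among genes at 0 in every NPN library too, which drops 3 of them.

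For *STAT5A*, the paper's Additional file 4 gives a log2 ratio of 1.38 in NPL against CRL, and the log2 ratio of mean FPKM was 1.02 here. The values lay within the standard error of the ratio with 1 library left out in turn, NPL replicates 1, 2 and 3 (1.07 to 1.11), and not with a pseudocount of 0.1 (1.00), with a pseudocount of 0.01 (1.01), after upper-quartile scaling (0.93) and with 1 library left out in turn, CRL replicates 1, 2, 3 and 4 and NPL replicate 4 (0.77 to 1.05). In NPL against NPN, the paper's is 1.27 and that here 0.93, within the standard error with 1 library left out in turn, NPL replicates 1, 2 and 3 and NPN replicate 2 (0.98 to 1.05), and not with a pseudocount of 0.1 (0.92), with a pseudocount of 0.01 (0.93), after upper-quartile scaling (0.84) and with 1 library left out in turn, NPL replicate 4 and NPN replicates 1, 3 and 4 (0.68 to 0.94). Over the 3920 finite log2 ratios of Additional file 4, all had the same sign here, the median absolute difference was 0.029, and 11 differed by more than the standard error.

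Among the genes that the paper's text gives as changed in the disease, some did not pass the test in limma in NPL against CRL. Of the Toll-like receptors, these were *TLR1* (adjusted p = 0.090, but 0.014 without NPL replicate 2) and *TLR5* (adjusted p = 0.086, but 0.035 without NPL replicate 2 and 0.034 without NPL replicate 3), whereas *TLR2*, *TLR3*, *TLR7* and *TLR8* were higher. Of the matrix metalloproteinases, *MMP1* (adjusted p = 0.18, but 0.0075 with the replicate number as a block and 0.028 without NPL replicate 1) and *MMP3* (adjusted p = 0.90) did not pass, whereas *MMP8* and *MMP12* were higher. *PLA2G2A* (adjusted p = 0.60) did not pass among the host defense peptides, *ECATH-3* was below the filter, and *LYZ*, *PI3*, *GNLY* and *SLPI* were higher. *IGF1R* (adjusted p = 0.064, but 0.024 without NPL replicate 2 and 0.021 without NPL replicate 3), *HIF1A* (adjusted p = 0.14, but 0.035 without NPL replicate 2) and *CYP11A1* (adjusted p = 0.12, but 0.022 with the number of uniquely mapped reads as a covariate, chosen for single genes after seeing the values and dropping 349 of the 1797 genes of Additional file 4 called here) did not pass either, whereas *IGF2R* was lower and *EGLN3* higher. In NPL against NPN, *IGFBP2* (adjusted p = 0.055, but 0.0093 with the replicate number as a block, 0.029 without NPL replicate 2 and 0.023 without NPN replicate 1), *IL10RA* (adjusted p = 0.056, but 0.0485 with the replicate number as a block, 0.0052 without NPL replicate 2 and 0.032 without NPN replicate 1) and *MMP8* (adjusted p = 0.074, but 0.0083 without NPL replicate 2) did not pass, and they were higher in NPL against CRL.

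Of the 73 activated and 9 inhibited regulators that the paper gives for NPL against CRL, 10 did not pass here, and of the same numbers for NPL against NPN 8 did not. Those that passed in the paper's direction under an alternative, named for that reason, were *REL* (adjusted p = 0.090, but 0.0054 without NPL replicate 2), *TLR5* (adjusted p = 0.086, but 0.035 without NPL replicate 2 and 0.034 without NPL replicate 3), *CAMP* (adjusted p = 0.13, but 0.042 without NPL replicate 2), *PLK2* (adjusted p = 0.13, but 0.039 in a fit of only the 8 libraries compared, 0.026 with the number of uniquely mapped reads as a covariate, chosen for single genes after seeing the values and dropping 349 of the 1797 genes of Additional file 4 called here and 0.038 without NPN replicate 1), *NFAT5* (adjusted p = 0.085, but 0.020 without NPL replicate 1), *AGA* (adjusted p = 0.088, but 0.045 in a fit of only the 8 libraries compared, 0.037 without NPL replicate 3 and 0.043 without NPN replicate 3) and *MSX1* (adjusted p = 0.063, but 0.018 after quantile normalization, 0.034 after upper-quartile scaling, 0.022 without NPL replicate 1 and 0.0454 without NPN replicate 3) in NPL against CRL, and *OSM* (adjusted p = 0.0538, but 0.0028 without NPL replicate 2 and 0.024 without NPN replicate 4), *REL* (adjusted p = 0.095, but 0.0059 without NPL replicate 2), *TLR5* (adjusted p = 0.12, but 0.0480 without NPL replicate 2 and 0.0459 without NPL replicate 3), *MFSD2A* (adjusted p = 0.11, but 0.029 without NPL replicate 2 and 0.044 without NPN replicate 2), *NFAT5* (adjusted p = 0.14, but 0.033 without NPL replicate 1) and *EHHADH* (adjusted p = 0.097, but 0.018 without NPL replicate 3) in NPL against NPN.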

Other observations

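Tests on regrouped libraries, given in the last paragraph, were chosen after the results were seen, except those of the overlap between both comparisons of NPL and of the genes at 0 in CRL. Genes of steroid metabolism changed in the lesion margin. *HSD11B2* (log2 fold change -4.40, adjusted p = 0.0015), which protects the fetus from maternal cortisol, *HSD17B12* (log2 fold change -1.63, adjusted p = 0.0010) and *STS* (log2 fold change -1.30, adjusted p = 0.0078), the steroid sulfatase, fell, while *HSD11B1* (log2 fold change 1.92, adjusted p = 0.0052), which regenerates cortisol, rose. Of the 20 steroidogenesis genes tested, 1 was higher and 8 were lower in NPL than in CRL. Within the list alone, 2 higher and 8 lower passed after adjustment, and 2 and 3 with depth as a covariate, chosen after seeing the data. Steroidogenesis genes were lower as a group by camera (adjusted p = 0.022, and adjusted p = 0.25 with an estimated correlation). Of the genes of sterol synthesis, *DHCR7* (log2 fold change -2.12, adjusted p = 4.7e-04), which encodes its last enzyme, and *SREBF1* (log2 fold change -1.62, adjusted p = 8.6e-04), a transcription factor of lipid synthesis, were lower, and *MVK* (log2 fold change 1.42, adjusted p = 0.0011) was higher. Of the 24 cholesterol synthesis genes tested, 1 was higher and 6 were lower in NPL than in CRL. The adjustment over the list alone left 1 higher and 6 lower, and depth as a covariate, chosen after seeing the data, left 2 and 5. Cholesterol synthesis genes were lower as a group by camera (adjusted p = 0.019, and adjusted p = 0.47 with an estimated correlation). Prostaglandin genes went both ways, with *PTGS2* lower and *ABCC4* (log2 fold change 1.50, adjusted p = 1.1e-04), an exporter, higher. Of the 16 prostaglandin genes tested, 2 were higher and 2 were lower in NPL than in CRL. Taken alone, the list gave 2 higher and 2 lower after adjustment, and 2 and 2 with depth as a covariate, chosen after seeing the data. Prostaglandin genes did not pass camera as a group (adjusted p = 0.19). By camera, steroidogenesis genes missed the threshold after quantile normalization (adjusted p = 0.061) and without NPL replicate 4 (adjusted p = 0.088), as did cholesterol synthesis genes after quantile normalization (adjusted p = 0.061), without NPL replicate 2 (adjusted p = 0.091) and without NPL replicate 4 (adjusted p = 0.088).

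Of the markers of the cells around vessels, *PDGFRB* (log2 fold change -1.60, adjusted p = 0.0017), the receptor of pericytes, and *CSPG4* (log2 fold change -0.76, adjusted p = 0.022) were lower in NPL than in CRL. Of the 15 smooth muscle and pericyte markers tested, none was higher and 4 were lower in NPL than in CRL. Adjusting over the list alone gave none higher and 4 lower, and depth as a covariate, chosen after seeing the data, gave none and 1. Smooth muscle and pericyte markers were lower as a group by camera (adjusted p = 0.0014, and adjusted p = 0.34 with an estimated correlation). Of the 19 unfolded protein response genes tested, none was higher and 6 were lower in NPL than in CRL. When adjusted over the list alone, none higher and 6 lower passed, and none with depth as a covariate, chosen after seeing the data. Unfolded protein response genes were lower as a group by camera (adjusted p = 0.0041, and adjusted p = 0.34 with an estimated correlation). Of the 10 neutrophil markers tested, 5 were higher and 1 was lower in NPL than in CRL. There were 5 higher and 1 lower when adjusted over the list alone, and 4 and 2 with depth as a covariate, chosen after seeing the data. Neutrophil markers did not pass camera as a group (adjusted p = 0.076). Of the 21 macrophage and monocyte markers tested, 13 were higher and 1 was lower in NPL than in CRL. Over the list alone, the adjustment gave 13 higher and 2 lower, against 9 and none with depth as a covariate, chosen after seeing the data. Macrophage and monocyte markers were higher as a group by camera (adjusted p = 0.0024, and adjusted p = 0.46 with an estimated correlation). Of the 19 nitric oxide and oxidative burst genes tested, 9 were higher and 3 were lower in NPL than in CRL. An adjustment over the list alone gave 9 higher and 3 lower, and the fit with depth as a covariate, chosen after seeing the data, 8 and 1. Nitric oxide and oxidative burst genes did not pass camera as a group (adjusted p = 0.13). Of the 22 amino acid transporters tested, 3 were higher and 2 were lower in NPL than in CRL. Within the list alone, 4 higher and 3 lower passed after adjustment, and 2 and 1 with depth as a covariate, chosen after seeing the data. Amino acid transporters did not pass camera as a group (adjusted p = 0.38). The call ended, with 1 library left out, for *CSPG4* (adjusted p = 0.0525, 0.0529, 0.059 and 0.062 without CRL replicates 3 and 4 and NPL replicates 3 and 4, respectively). Depth as a covariate (uniquely mapped reads, used for single genes after seeing the data) ended the call of *CSPG4* (log2 fold change -0.58, standard error 0.27 in place of 0.22, adjusted p = 0.16). By camera, smooth muscle and pericyte markers missed the threshold with the number of uniquely mapped reads as a covariate (adjusted p = 0.058).

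Every regrouping of 8 libraries into 4 and 4 was fitted in the same way. In NPL against CRL chance can be excluded for the 3785 genes changed (highest of the other groupings 2, and 1 of 35 groupings as large, the real one included). The same holds for the 3480 of NPL against NPN (highest other 237, 1 as large) and, over 100 groupings drawn, for the 3066 changed in both (highest other 184, 1 as large). Both take the libraries as independent, although NPL and NPN come from the same 4 placentas, and exchanges within placentas alone would make 8 groupings, too few for a share under 0.05 (smallest 0.125). Most groupings drawn had no gene changed in both, so they do not measure the part of the 3066 that the shared NPL libraries add. The 268 genes at 0 in every CRL library and called higher in NPL (highest other 3, 1 as large) are not tested by the groupings. Every other grouping places an NPL library in both groups. The 190 of these genes above 0 in all 4 NPL libraries can then be at 0 in neither group, so a low count was fixed in advance. The 39 SLC genes lower (highest other 0, 1 as large) only repeat the result for the 3785 genes, since the other groupings called at most 2 genes in all. They say nothing of solute carriers in particular. SLC genes lower were 39 of 205 tested, with 25 higher, beside 1504 of 13285 lower over all genes. For the 673 hub genes called (highest other 0, 1 as large) and the 905 ligand and receptor pairs (highest other 0, 1 as large), the groupings decide nothing, since the study chose both from genes changed between these same libraries. For the 1 gene of NPN against CRL chance cannot be excluded (highest other 1, 5 as large). Nor can it for the 32 lists past camera in NPL against CRL (highest other 33, 2 as large) and the 30 in NPL against NPN (highest other 31, 6 as large). For the 9 lists of NPN against CRL the real grouping had the highest count (highest other 8, 1 as large), but by 1 list only, as 4 other groupings reached 8. The count was 5 to 11 without 1 library and 0 with an estimated correlation, so chance is not excluded there.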
